# An alternative splicing signature defines the basal-like phenotype and predicts worse clinical outcome in pancreatic cancer

**DOI:** 10.1016/j.xcrm.2024.101411

**Published:** 2024-02-06

**Authors:** Veronica Ruta, Chiara Naro, Marco Pieraccioli, Adriana Leccese, Livia Archibugi, Eleonora Cesari, Valentina Panzeri, Chantal Allgöwer, Paolo Giorgio Arcidiacono, Massimo Falconi, Carmine Carbone, Giampaolo Tortora, Federica Borrelli, Fabia Attili, Cristiano Spada, Giuseppe Quero, Sergio Alfieri, Claudio Doglioni, Alexander Kleger, Gabriele Capurso, Claudio Sette

**Keywords:** alternative splicing, RNA processing, chemoresistance

## Abstract

Pancreatic ductal adenocarcinoma (PDAC) is characterized by extremely poor prognosis. PDAC presents with molecularly distinct subtypes, with the basal-like one being associated with enhanced chemoresistance. Splicing dysregulation contributes to PDAC; however, its involvement in subtype specification remains elusive. Herein, we uncover a subtype-specific splicing signature associated with prognosis in PDAC and the splicing factor *Quaking* (QKI) as a determinant of the basal-like signature. Single-cell sequencing analyses highlight QKI as a marker of the basal-like phenotype. QKI represses splicing events associated with the classical subtype while promoting basal-like events associated with shorter survival. QKI favors a plastic, quasi-mesenchymal phenotype that supports migration and chemoresistance in PDAC organoids and cell lines, and its expression is elevated in high-grade primary tumors and metastatic lesions. These studies identify a splicing signature that defines PDAC subtypes and indicate that QKI promotes an undifferentiated, plastic phenotype, which renders PDAC cells chemoresistant and adaptable to environmental changes.

## Highlights

• A splicing signature distinguishes the classical and basal-like PDAC subtypes
• The splicing factor QKI establishes the basal-like splicing signature
• QKI promotes a quasi-mesenchymal, plastic phenotype in PDAC cells
• The QKI-dependent splicing signature promotes resistance to mFOLFIRINOX in PDAC cells

## Introduction

Pancreatic ductal adenocarcinoma (PDAC) is a lethal cancer, with 5-year survival of ≃11%. Surgery represents the most efficacious therapy for PDAC. However, only a minority of patients are eligible for it.^1^^,^^2^ Notably, unresectable PDACs with similar radiologic stage and histopathological features can display either complete unresponsiveness or partial response to chemotherapy, which might allow subsequent surgical intervention.^3^ Thus, identification of molecular features that distinguish tumors with different clinical course is of paramount importance to improve management of patients with PDAC and particularly of unresectable cases that face different clinical options.

An important advancement in the field was the identification of two main molecular PDAC subtypes named classical and basal-like.^4^^,^^5^ Classical PDACs express transcription factors involved in pancreas development, such as GATA6, and show improved response to mFOLFIRINOX (modified 5′-fluorouracil, leucovorin, irinotecan, oxaliplatin [mFOL]) treatment and a relatively better prognosis. By contrast, basal-like PDACs express markers of epithelial-to-mesenchymal transition (EMT) and are associated with worse chemotherapy response and prognosis.^4^^,^^5^ More recently, single-cell transcriptomic analyses have indicated that most PDACs comprise cells of both molecular phenotypes, as well as intermediate cells that concomitantly express classical and basal-like features.^6^^,^^7^^,^^8^ Clinical trials are currently assessing whether the knowledge achieved from transcriptome analyses of subtypes can effectively improve management of patients and constructively provide chemotherapeutic options.^5^ Nevertheless, these high-throughput analyses are time consuming and costly, limiting the possibility of integrating them into clinical practice. Since the percentage of cells with a basal-like signature is correlated with the severity of prognosis,^9^ identification of reliable markers of this subtype represents a priority for PDAC management. Indeed, while GATA6 level was reported as a valuable prognostic marker to identify patients with classical features who respond to mFOL,^10^ similar markers for the basal-like subtype are lacking.

Splicing dysregulation is a key feature of human cancers and contributes to tumorigenesis.^11^^,^^12^ Alternative exon splicing in pre-mRNA allows most human genes to encode for multiple proteins that can exhibit different functions.^13^^,^^14^ Tumors often express unique and oncogenic splice variants,^15^ which can be exploited as therapeutic targets^11^^,^^12^ or might generate valuable neoepitopes for immunotherapy.^16^^,^^17^ Furthermore, splicing signatures efficiently discriminate tumor subtypes and can help stratify patients with stronger prognostic and diagnostic power than canonical gene expression signatures.^18^ Importantly, the mechanisms underlying splicing dysregulation represent a vulnerability that can be exploited by targeting the splicing machinery.^11^^,^^12^ In this regard, PDAC-associated mutations were reported to synergize in tumorigenesis by globally altering the splicing program of the cell.^19^ Moreover, splicing factors were recently shown to either promote the early events in pancreatic tumorigenesis^20^ and resistance to chemotherapy^21^ or to limit the metastatic potential of PDAC cells.^22^ At the same time, pharmacologic inhibition of splicing negatively impacted PDAC progression.^19^^,^^23^ Nevertheless, it is unknown whether PDAC subtypes express different splicing signatures and if splicing regulators or splice variants feature a powerful diagnostic and/or prognostic potential.

This study identifies a splicing signature that distinguishes PDAC subtypes. Subtype-specific splice variants are accurate survival predictors when considered in the total population of patients with PDAC, as well as within subtype homogeneous cohorts, indicating their power as biomarkers. Furthermore, we uncover the role of the splicing factor *Quaking* (QKI) as a determinant of the basal-like splicing signature. QKI controls a pro-mesenchymal splicing program associated with migration and mFOL resistance in basal-like cells. Importantly, high QKI expression correlates with metastatic stage and poor outcome in PDAC. These findings reveal that QKI is a reliable basal-like marker and defines a subtype-specific splicing signature with prognostic potential in PDAC, which may allow more precise stratification of patients for the selection of the available clinical options.

## Results

### A splicing signature distinguishing PDAC subtypes

To identify splicing signatures associated with PDAC molecular subtypes, we analyzed the transcriptome from TCGA samples selected for homogeneous representation of tumor cells.^24^ Samples were classified as classical (n = 45) or basal-like (n = 32) according to their gene expression signatures.^25^^,^^26^ Basal-like tumors were associated with worse prognosis with respect to classical tumors (Figure S1A). By using the *psichomics* tool,^27^ we found 184 genes with up-regulated expression in basal-like tumors and 342 genes with predominant expression in classical samples (fold change ≥ 2; p < 0.05; Figure S1B; Table S1). In line with their worse prognosis, genes up-regulated in the basal-like samples were enriched in functional categories related to PDAC stemness, metastatic and aggressive behaviors,^28^ like the WNT pathway, extracellular matrix organization, and migration (Figure S1C). Next, splice junction analysis highlighted 35 splicing events differentially regulated between classical and basal-like samples (Table S1), with exon cassette (EC) being the most represented pattern (71.4%; Figures 1A and 1B). Annotation of the splicing-regulated genes indicated a relationship with cancer-relevant processes,^29^ such as cell adhesion, signal transduction, and metabolism (Figures 1C and 1D), suggesting the potential impact of these splicing switches on the PDAC phenotype.

**Figure 1:**
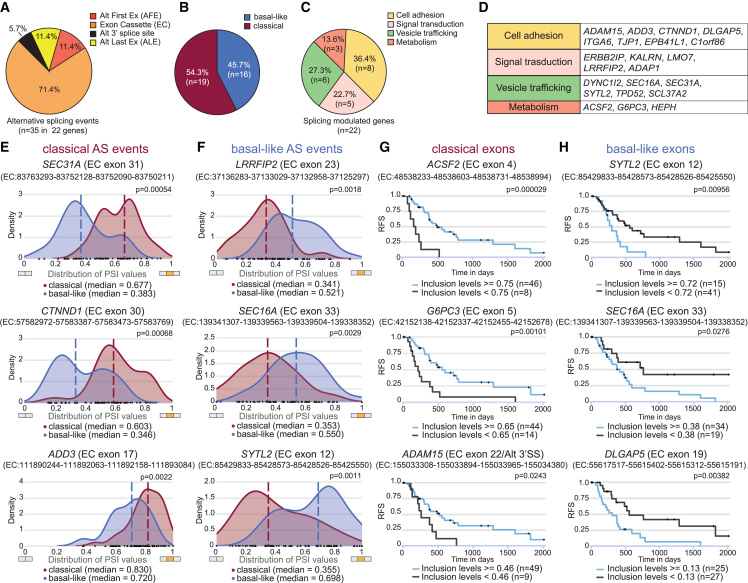
Identification of the PDAC subtype-specific splicing signature (A–C) Pie charts of splicing patterns differentially regulated in classical vs. basal-like PDAC subtypes (A), splicing events up-regulated in classical or basal-like tumors (B), and biological processes of splicing-regulated genes (C). (D) List of the splicing-regulated genes. (E and F) PSI distribution of “classical” exons in the *SEC31A*, *CTNND1*, and *ADD3* genes and of “basal-like” exons in the *LRRFIP2*, *SEC16A*, and *SYTL2* genes in TCGA PDAC samples. The regulated EC is shown in orange in the x axis. Statistical analyses of splicing regulation (|Δ median PSI| ≥ 0.1 and false discovery rate [FDR] ≤ 0.01) was performed by the Wilcoxon rank-sum test with Benjamini-Hochberg (FDR) adjustment. (G and H) Kaplan-Meier curves of relapse-free survival (RFS) of patients with PDAC segregated for inclusion (blue line) or skipping (black line) of classical (G) and basal-like (H) exons. Type of event, regulated exon(s), and genomic coordinates of the regulated exon(s) and of the flanking splice sites are indicated. See also Figure S1 and Table S1.

### Subtype-specific splicing events segregate patients with PDAC that display different clinical courses

Given the prominent representation of EC events (Figure 1A), we interrogated this pattern in further analyses. Visual representation of the “percent of spliced in” (PSI) of six representative subtype-specific ECs illustrates the increased inclusion of “classical” exons (in *SEC31A*, *CTNND1*, and *ADD3* genes) in classical tumors and of “basal-like” exons (in *LRRFIP2*, *SEC16A*, and *SYTL2* genes) in basal-like tumors (Figures 1E and 1F). Inclusion of 13 subtype-specific ECs displayed a prognostic value upon examination in the entire TCGA cohort (n = 77). For instance, higher inclusion of individual classical ECs was sufficient to significantly segregate patients with longer relapse-free survival (Figures 1G and S1D), whereas inclusion of basal-like ECs was associated with worse prognosis (Figures 1H and S1E). Noteworthy, inclusion of the *ADAM15* and *SEC16A* EC events predicted better or worse prognosis, respectively, even within homogeneous classical or basal-like patients (Figures S1F and S1G). These results suggest the high prognostic potential of the subtype-specific splicing signature.

TCGA transcriptomic data refer to resected tumor samples. However, only a minority (<30%) of patients with PDAC are eligible for upfront surgery, due to the presence of advanced disease at diagnosis.^1^ Thus, we sought to validate the prognostic value of subtype-specific splicing events in an independent cohort of patients that were not selected for disease stage. Samples were collected from 22 patients undergoing diagnostic biopsy by endoscopic ultrasound tissue acquisition (EUS-TA).^30^ For these patients, the available follow-up data allowed direct comparison of molecular and clinical features (Table S2). Based on quantity and quality of the RNA, RNA sequencing (RNA-seq) analysis could be performed on 14 samples. By applying the PURIST algorithm,^26^ only patient 78 was classified as basal-like, while the others were all classical tumors (Figures S1H and S1I). Interestingly, RT-PCR analysis of the *ADAM15* and *SEC16A* ECs confirmed their prognostic value also in this smaller, unselected cohort. As predicted from TCGA data analysis, inclusion of *ADAM15* exon 22 was correlated with survival and better prognosis, regardless of the subtype (Figures 2A–2C), whereas inclusion of the basal-like EC in *SEC16A* significantly correlated with worse overall survival (Figures 2D–2F). Notably, the basal-like patient (#78) displayed the lowest PSI for *ADAM15* exon 22 (Figure 2B) and one of the highest for *SEC16A* exon 33 (Figure 2E). These observations indicate that the splicing signature allows for reliable identification of molecularly and clinically distinct PDAC subtypes.

**Figure 2:**
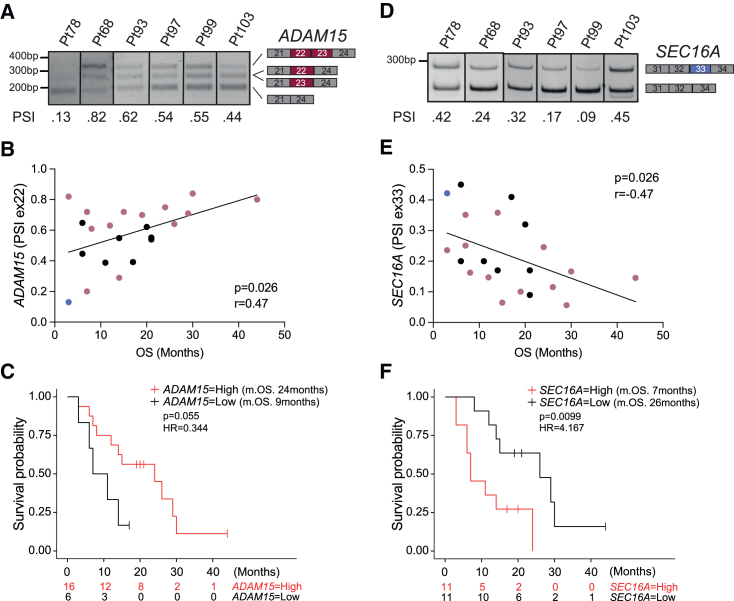
Inclusion of the ADAM15 and SEC16A ECs is associated with prognosis in unselected patients with PDAC (A) Representative splicing assays of the *ADAM15* EC in PDAC samples. (B) Pearson’s correlation analysis between the *ADAM15* exon 22 PSI and overall survival (OS) in unselected patients with PDAC (n = 22). The blue and pink dots correspond to, respectively, basal-like and classical samples identified by RNA-seq (Figure S2). Black dots correspond to non-sequenced samples. (C) Kaplan-Meier curve displaying the OS of patients with PDAC exhibiting high (red) or low (black) inclusion levels of *ADAM15* exon 22 (m.s., median survival). (D) Representative splicing assays of the *SEC16A* EC in PDAC samples. (E) Pearson’s correlation analysis between the PSI of *SEC16A* exon 33 and OS in unselected patients with PDAC (n = 22). (F) Kaplan-Meier curve displaying OS of patients with PDAC exhibiting high (red) or low (black) inclusion levels of *SEC16A* exon 33. See also Figure S1 and Table S2.

### Select RNA-binding proteins determine the PDAC subtype-specific splicing signature

Alternative splicing is modulated by sequence-specific RNA-binding proteins (RBPs) that act in a cell- and tissue-specific fashion.^13^^,^^31^^,^^32^ To identify RBPs that establish the subtype-specific splicing signature, we interrogated the relation between their expression and the inclusion of differentially regulated exons in TCGA PDAC samples. Eight RBPs significantly correlated with ≥30% of the subtype-specific splicing events (Figure 3A; Table S3). RBM47, RAVER2, A1CF, and ESRP2 positively correlated with GATA6 and were expressed at significantly higher level in classical tumors (Figures 3B, S2A, and S2C), whereas RBMS1/2, QKI, and RBFOX2 were inversely correlated with GATA6 and were expressed at higher levels in basal-like tumors (Figures 3B, S2B, and S2D).

**Figure 3:**
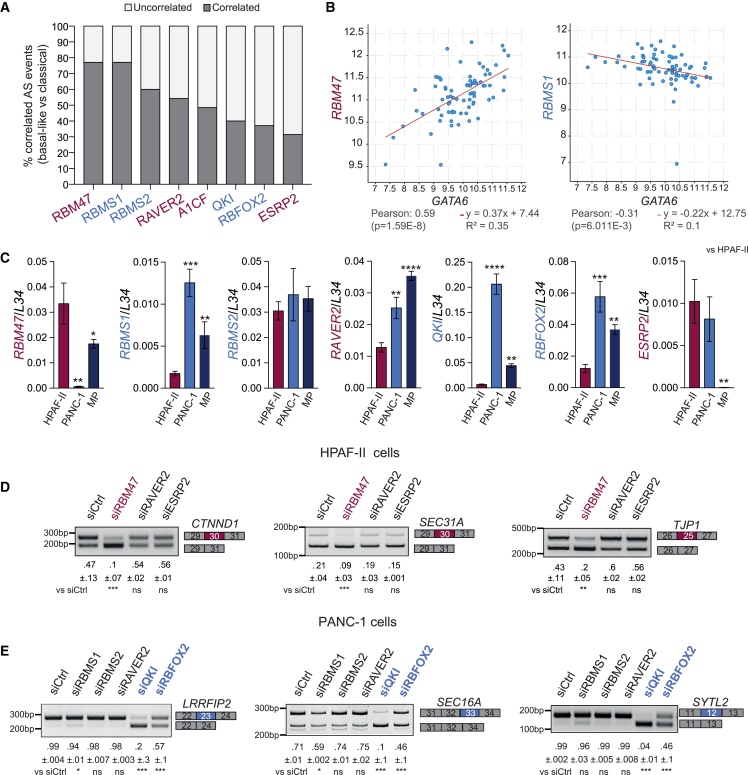
Identification of RBPs involved in the establishment of the subtype-specific splicing signature (A) Percentage of the subtype-specific splicing events that correlate to the indicated RBPs. RBPs expressed at higher levels in classical tumors are listed in red; those expressed at higher levels in basal-like tumors are listed in blue. (B) Correlation analysis between the expression of GATA6 and that of RBM47 or RBMS1. (C) Quantitative real-time PCR (real-time qPCR) analysis of RBP expression in PDAC cell lines. (D and E) Representative splicing assay (n = 3) after silencing RBPs in HPAF-II (D) or PANC-1 (E) cells. (C–E) Mean ± standard deviation (SD) of three independent experiments. Student’s t test; ∗∗∗p = 0.001. See also Figures S2–S4 and Table S3.

To assess whether these RBPs are involved in the regulation of the identified splicing signature, we employed PDAC cell lines that are representative of classical and basal-like tumors.^33^^,^^34^ Coherently with our computational analysis in PDAC samples, classical cells (HPAF-II, Capan-1) showed higher inclusion of classical exons, whereas basal-like cells (PANC-1, MiaPaCa-2) displayed increased inclusion of basal-like exons (Figures S3A and S3B). Quantitative real-time PCR (real-time qPCR) analyses indicated that Capan-1 cells express high levels of most of these RBPs, whereas the other cell lines were more representative of what was observed in patients with PDAC (Figure S3C). RBM47 was significantly more expressed in HPAF-II cells than in basal-like cells, while ESRP2 was similarly expressed in HPAF-II and PANC-1 cells but was not expressed in MiaPaCa-2 cells (Figure 3C). By contrast, RAVER2, which associates with the classical subtype in patients, was more expressed in basal-like cells (Figure 3C). A1CF expression was not detected. On the other hand, with the exception of RBMS2, all basal-like RBPs were expressed at higher level in PANC-1 and MiaPaCa-2 cells with respect to HPAF-II cells (Figure 3C).

Knockdown of RBM47 in HPAF-II cells was sufficient to repress the inclusion of classical ECs, whereas depletion of either RAVER2 or ESRP2 was ineffective (Figures 3D and S3D). Depletion of QKI and, to a lesser extent, RBFOX2 caused significant skipping of the basal-like ECs in both basal-like cell lines (Figures 3E and S3E–S3G). Moreover, we confirmed a higher expression of QKI protein in basal-like cells and of RBM47 in HPAF-II cells. Two RBFOX2 protein isoforms (p55 and p70) were detected in all cell lines, with expression of p55 being slightly up-regulated in PANC-1 and that of p70 in MiaPaCa-2 cells (Figure S4A). These results indicate that RBM47, QKI, and, possibly, RBFOX2 contribute to the establishment of the PDAC subtype-specific splicing signature.

### QKI and RBFOX2 orchestrate a widespread splicing program in basal-like PDAC cells

The basal-like subtype features sturdy malignancy, resistance to chemotherapy, and poor clinical outcome.^9^^,^^10^^,^^26^ Thus, we sought to address the potential role of QKI and RBFOX2 as determinants of the basal-like phenotype. These RBPs play a role in both nuclear and cytoplasmic RNA processing events.^35^^,^^36^ However, basal-like cells prevalently express the nuclear QKI-5 isoform, which is involved in splicing regulation, with respect to the cytoplasmic isoforms QKI-6/7^35^ (Figures S4B and S4C). RBFOX2 was also prevalently nuclear in basal-like cells (Figure S4C). Since PANC-1 cells displayed higher expression levels of QKI and RBFOX2 with respect to MiaPaCa-2 cells (Figure 3C), we employed this cell line for further studies. 

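RNA from PANC-1 cells, a PDAC cell line that the paper uses as basal-like, was sequenced 48 h after transfection with a control siRNA (siCtrl) or with siRNAs against QKI (siQKI) or RBFOX2 (siRBFOX2), with 3 libraries per group. The authors sequenced polyA-selected libraries in paired-end format on an Illumina NovaSeq and obtained a count for each gene of the FAST DB annotation, whose coordinates in the supplementary tables are on hg38. The deposited values are these gene counts after the authors divided each library by a DESeq2 size factor estimated over the 9 libraries. The size factors, read from the steps between the values, lay between 0.877 and 1.15, and 100% of the values of each library were whole multiples of its step. Among values of 1 to 30 steps, 83.4% to 84.8% per library were multiples of 3, so 1 step is not 1 sequenced fragment and the depth in fragments is unknown. The totals were 343178610 to 353936909 steps in the siCtrl libraries (median 348375207), 292248837 to 376192091 in the siQKI libraries (median 313108336) and 320021729 to 360943898 in the siRBFOX2 libraries (median 332303736). The 10 genes with the highest values held 13.4% to 15.6% of each library. The 22544 genes with a mean normalized count of at least 10 over the 9 libraries were tested with limma on log2(normalized count + 1), in a single fit of the 3 groups, and p-values were adjusted over genes by the Benjamini-Hochberg method. Fold changes on this scale understate the change of genes with low counts. Across these genes, which are not independent replicates, Pearson's r between libraries of the same group was 0.965 to 0.973.
The targeted genes were measured first. QKI (GSHG0037392 in FAST DB; chromosome 6, 163414643 to 163578592) had 25533 ± 869 normalized counts in siCtrl cells (SD, n = 3) and 5034 ± 412 in siQKI cells (SD, n = 3), so that 19.7% remained. Its log2 fold change was -2.34 (standard error 0.06, adjusted p = 9.15e-13 from limma). RBFOX2 (GSHG0029451; chromosome 22, 35738736 to 36028824) had 15429 ± 76.8 normalized counts in siCtrl cells (SD, n = 3) and 2095 ± 352 in siRBFOX2 cells (SD, n = 3), and 13.6% remained. Its log2 fold change was -2.89 (standard error 0.09, adjusted p = 4.70e-11 from limma). The alternative that moved the QKI value most was rescaling each library by its upper quartile, which gave -2.28, and RBFOX2 moved most, to -2.76, without siRBFOX2 replicate 3. RBFOX2 was also lower in siQKI cells, at 12642 ± 129 normalized counts (SD, n = 3), a log2 fold change of -0.29 (standard error 0.09, adjusted p = 0.0207 from limma). That call was kept in 11 of the 17 alternatives, whose adjusted p-values ran from 1.24e-04 to 0.114. The lowest came from a fit of only the siQKI and siCtrl libraries. Its standard error was 0.04, against 0.09 with the siRBFOX2 libraries in the fit. The siQKI libraries (12520 to 12778) and the siCtrl libraries (15355 to 15508) did not overlap. Upper-quartile rescaling gave a smaller change of -0.23 (adjusted p = 0.0664 from limma). QKI reached 28016 ± 1149 normalized counts in siRBFOX2 cells (SD, n = 3), a log2 fold change of 0.13 (standard error 0.06) that did not pass the threshold of 0.05 (adjusted p = 0.105 from limma). Upper-quartile rescaling raised it to 0.17, with an adjusted p of 0.0455, while the adjusted p-values of all 17 alternatives ran up to 0.295.

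**Figure D1:**
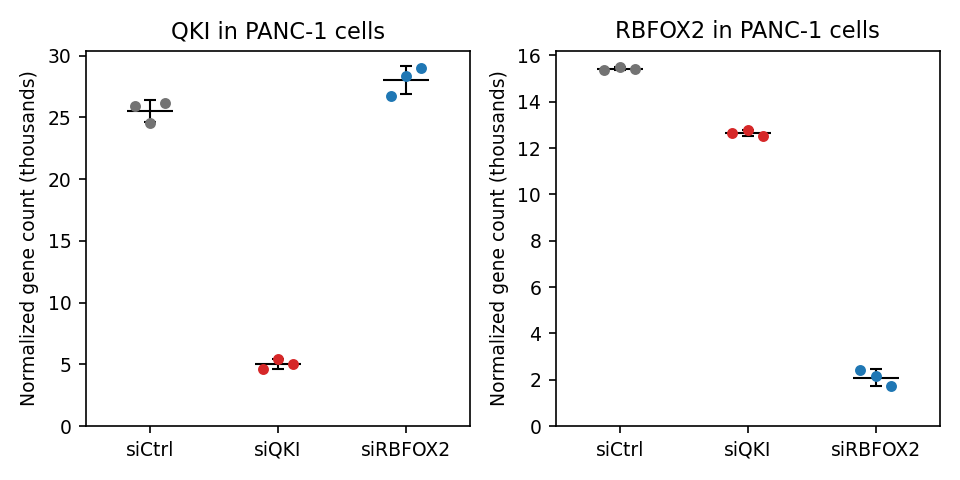
Normalized gene counts of QKI and RBFOX2 in the siCtrl, siQKI and siRBFOX2 libraries of PANC-1 cells. Points are single libraries, and the lines give the mean and the SD of 3 libraries. The targeted gene is at 19.7% of its siCtrl mean for QKI and at 13.6% for RBFOX2.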

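The table lists 48114 genes, and 22168 of them had a mean of at least 10 normalized counts in the 3 siCtrl libraries and were taken as expressed. The paper's text does not name its own definition of an expressed gene. Leaving out each siCtrl library in turn gave 22160 to 22293 expressed genes. All 499 genes that carry a QKI-regulated event and all 348 that carry an RBFOX2-regulated event in the paper's Table S4 were among the expressed genes. They made up 2.25% ± 0.0179 and 1.57% ± 0.0125 of the expressed genes (SD over the shares from each of the 3 siCtrl libraries alone). The minimum moved these shares most. A minimum of 100 normalized counts left 15880 expressed genes and shares of 3.14% and 2.19%, and a minimum of 1 gave 27425 expressed genes and shares of 1.82% and 1.27%. Genes with a regulated event were well above the typical level, with a median of 11499 normalized counts for QKI and 10196 for RBFOX2, against 935 over all expressed genes. An event can be called only where its gene has exon and junction reads. Detection by itself therefore favors expressed genes and higher levels, and the difference is not shown to be a property of the targets.
A change in splicing need not change the total of a gene, so both were set side by side. Among the 499 genes with a QKI-regulated event, 294 (58.9%) also passed the adjusted threshold for their total in siQKI cells, 90 of them higher and 204 lower. Random lists of as many genes, matched on mean expression, had a median of 55.1% (95% of 10000 lists between 50.9% and 59.3%; two-sided permutation p = 0.0870, adjusted p = 0.174 over the 2 lists). The p-value fell to 0.0490 with genes of a mean of at least 50 and to 0.0332 without the mean-variance trend. With 1 library left out it ran from 0.0232 (without siRBFOX2 replicate 2) to 0.316 (without siRBFOX2 replicate 1). It was 0.534 for exon cassettes only. Among the 348 genes with an RBFOX2-regulated event, 165 (47.4%) passed the threshold in siRBFOX2 cells, 61 higher and 104 lower, against a median of 45.1% in random lists (95% between 40.2% and 50.3%; two-sided permutation p = 0.425, adjusted p = 0.425). Here the p-value fell to 0.0368 without the mean-variance trend and rose to 0.658 without siQKI replicate 3. The balance of higher and lower genes in these lists was not set against the random lists. Over all tested genes this balance depended on the scaling. Upper-quartile rescaling moved the share of higher genes past the threshold from 45.2% to 58.0% for siQKI and from 45.3% to 53.5% for siRBFOX2.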

RNA-seq analyses showed that QKI knockdown affected splicing of 4% of the genes expressed in PANC-1 cells (665 events in 499 genes), while RBFOX2 silencing was associated with 413 splicing events in 348 genes (3% of expressed genes; Figures 4A–4C; Tables S4). Knockdown of both RBPs mainly impacted ECs, which represented ∼50% of all regulated events (Figure 4C). We found a large (n = 98) and highly significant (p = 2.8e−40) overlap between the splicing events regulated by QKI and RBFOX2 (Figure 4D). Moreover, all common events were regulated in the same direction upon silencing of either RBP (Figure 4E), as was also observed for the basal-like ECs (Figure 3E).

**Figure 4:**
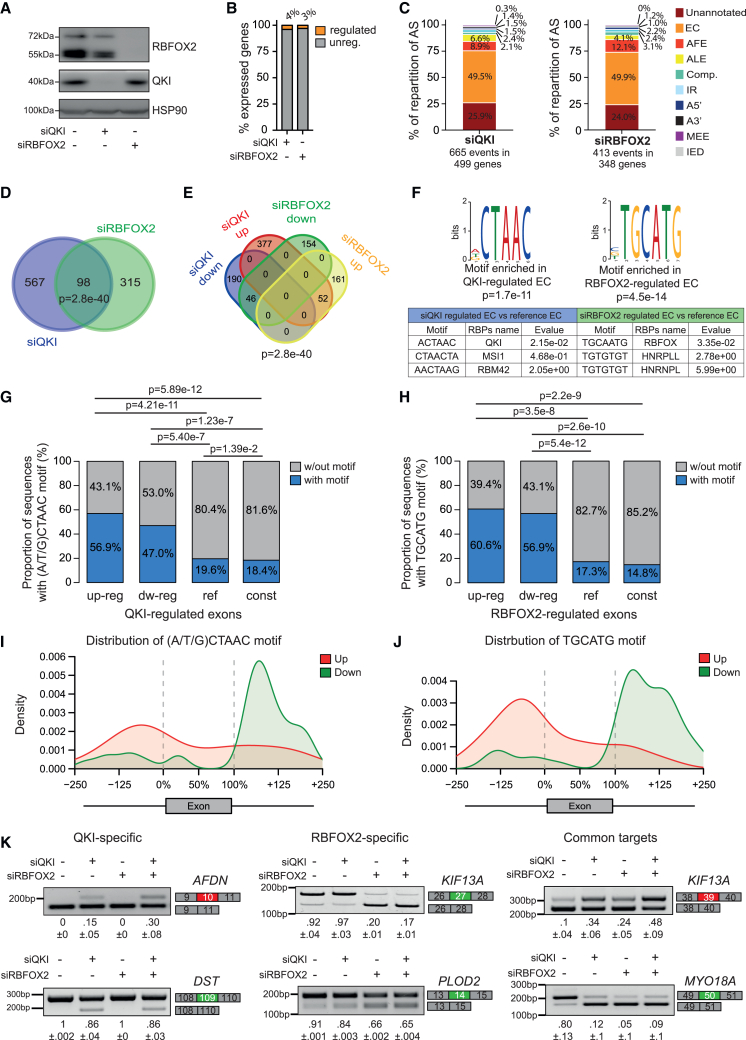
Transcriptome analysis of PANC-1 cells depleted of QKI or RBFOX2 (A) Western blot analysis of QKI and RBOFOX2 in PANC-1 cells transfected with the corresponding small interfering RNAs (siRNAs) (48 h). (B) QKI or RBFOX2 splicing-regulated genes represented as percentage (orange) of total genes expressed in PANC-1 cells. (C) Percentage of the indicated splicing patterns regulated by depletion of either QKI or RBFOX2. EC, exon cassette; AFE, alternative first exon; ALE, alternative last exon; Comp, complex event; IR, intron retention; A5′, alternative 5′ splice site; A3′, alternative 3′ splice site; MEE, mutually exclusive exon; IED, internal exon deletion. (D) Overlap between QKI- and RBFOX2-regulated events identified in PANC1 cells. (E) Venn diagram showing the direction of the regulated events in QKI- or RBFOX2-depleted cells. (D and E) Statistical analysis was performed by the hypergeometric test. (F) Logo representation of the motif most significantly enriched in proximity of the regulated exons identified in (C). RBPs predicted to bind to the indicated sequences (Tomtom motif comparison tool) are shown below the logos. (G and H) Bar graphs showing the percentage of QKI- or RBFOX2-regulated exons (up or down) containing the identified motifs in comparison with their abundance in reference non-regulated ECs (ref) or constitutive exons (const). (I and J) Distribution of the indicated QKI (I) and RBFOX2 (J) motifs within exons and flanking introns (±250 nt) in the up-regulated (red) and down-regulated (green) exons. (K) RT-PCR analyses for the indicated ECs: QKI-specific (left), RBFOX2-specific (middle), and common (right) targets were selected. Percentage of splicing inclusion ± SD (n = 3) of ECs was evaluated by densitometry. See also Figures S4 and S5 and Table S4.

RBPs regulate splicing by directly binding to target exons or their flanking introns.^13^^,^^31^ An unbiased search for the most enriched sequence elements identified the (A/T/G)CTAAC motif in proximity to the QKI-regulated exons (exon ± 250 bp) with respect to constitutive exons (Figure S5A) and non-regulated (reference) ECs (Figure 4F). Computational analyses confirmed that this motif is highly homologous to the QKI binding site (Figure 4F).^37^ Likewise, the RBFOX motif TGCATG^38^ was significantly enriched in RBFOX2-regulated ECs with respect to both constitutive exons (Figure S5B) and reference ECs (Figure 4F). The proportion of these motifs was increased in proximity to exons regulated by these RBPs (Figures 4G and 4H). In line with their positional effect on splicing regulation,^39^^,^^40^ both motifs were enriched upstream or within the repressed exons (i.e., up-regulated upon RBP knockdown) and downstream of exons whose splicing was induced by them (i.e., down-regulated upon RBP knockdown) (Figures 4I and 4J). RT-PCR analysis of selected genes validated the reliability of the bioinformatics analyses, confirming the specificity of QKI- (*AFDN* exon 10, *DST* exon 109) and RBFOX2-regulated (*KIF13* exon 27, *PLOD2* exon 14) events (Figure 4K), as well as the effect of both RBPs on events that were predicted to be common targets (Figure 4K).

### QKI is the main regulator of the basal-like splicing signature

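The 35 subtype-specific events of the paper's Table S1 lie in 22 genes, and Table S4 lists 28 of these events, in 16 genes, as occurring in PANC-1 cells. Their gene totals in the 3 siCtrl libraries separate the listed from the unlisted genes. The 16 listed genes had between 4584 normalized counts for ADD3 (GSHG0004464; chromosome 10, 109996349 to 110135565) and 102033 for TPD52 (GSHG0042507; chromosome 8, 80034745 to 80171564). The 6 unlisted genes had between 0 for HEPH and 904 for EPB41L1 (GSHG0026776; chromosome 20, 36091414 to 36232799). The others, SLC37A2, KALRN, ADAP1 and ACSF2, had means of 71.2, 87.7, 241 and 550.2 normalized counts. HEPH was listed at 0 in every siCtrl library. The mean log2 level was 14.71 in the listed genes (SD 1.19, 16 genes) and 6.58 in the unlisted genes (SD 3.53, 6 genes), a difference of 8.13. Without each siCtrl library in turn, the difference was 8.10 to 8.19. An event can be listed as occurring in PANC-1 cells only where its gene has reads, so the direction of this difference follows from how the groups were made, and no p-value is given. The total of SEC31A includes its annotated partner THAP9-AS1, which the files count as 1 gene.
The paper's Table S4 marks 9 of the 28 events as QKI-regulated, in 9 genes (SEC16A, CTNND1, ERBIN, DYNC1I2, TJP1, FAAP20, SYTL2, LRRFIP2 and ADD3). In siQKI cells, 5 of these 9 genes passed the adjusted threshold for their total. ADD3 rose from 4584 ± 293 to 6085 ± 492 normalized counts (SD, n = 3 each), a log2 fold change of 0.41 (standard error 0.07, adjusted p = 3.88e-04 from limma). SYTL2, LRRFIP2, SEC16A and TJP1 had lower totals, with log2 fold changes of -0.33, -0.26, -0.26 and -0.15. CTNND1 did not pass, at -0.08 (adjusted p = 0.0826 from limma). None of the 9 totals changed by 1.5-fold or more, and in siRBFOX2 cells 3 of them passed the threshold, also below that fold change. Gene totals carry no information on the inclusion of an exon. The paper takes its shares over the events that occur in PANC-1 cells and reasons from the QKI share against the RBFOX2 share.

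**Figure D2:**
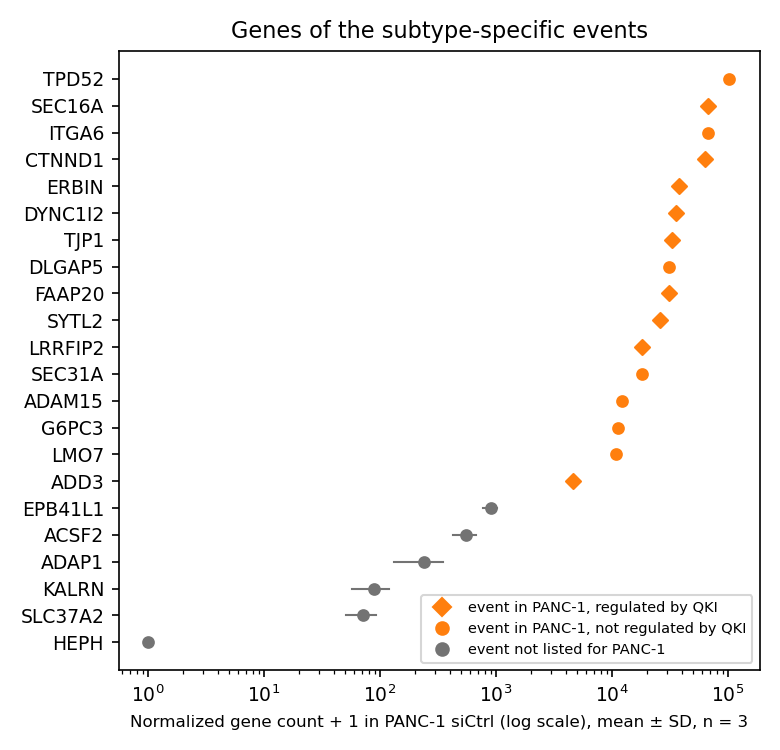
Normalized gene counts plus 1, on a log axis, of the 22 genes of the subtype-specific events in PANC-1 siCtrl cells, as the mean and SD of 3 libraries. Genes whose event is listed for PANC-1 cells in Table S4 are orange (diamonds where an event is QKI-regulated), and genes whose event is not listed are gray, all of them below ADD3 at 4584 normalized counts.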

QKI depletion was sufficient to modulate 32% of the subtype-specific splicing events that occur in PANC-1 cells, whereas RBFOX2 knockdown exerted a more limited impact (17.8% of events). Moreover, all the RBFOX2-regulated exons were also influenced by QKI (Figure 5A; Table S4). In line with this latter observation, the RBFOX binding motif was significantly enriched among the QKI-regulated ECs (Figure S5A). Furthermore, as exemplified by the basal-like *LRRFIP2*, *SEC16A*, and *SYTL2* ECs, depletion of QKI exerted a stronger effect than RBFOX2, while their combined knockdown only mildly increased the effect of QKI depletion (Figures 5B and S5C–S5E). To further dissect the contribution of these RBPs to the basal-like signature, we focused on *SEC16A* exon 33, which associates with poor prognosis in patients with PDAC (Figures 1H and 2F). Inspection of the sequences flanking the EC highlighted two putative binding sites for QKI (ACTAAC) located 22 and 95 bp downstream of the 5′ splice site, respectively (Figure 5C). We also identified a putative binding site for RBFOX2 (TGCATG) 44 bp upstream of the 3′ splice site and a less conserved (AGCACG) motif 60 bp downstream of the 5′ splice site (Figure 5C). Data from crosslink immunoprecipitation (CLIP)-seq experiments confirmed binding of QKI to both putative binding sites and of RBFOX2 to the less conserved site 2 (Figure S5F). Accordingly, CLIP assays in PANC-1 cells confirmed binding of QKI and RBFOX2 to the proximal part of intron 33 (Figure S5G).

**Figure 5:**
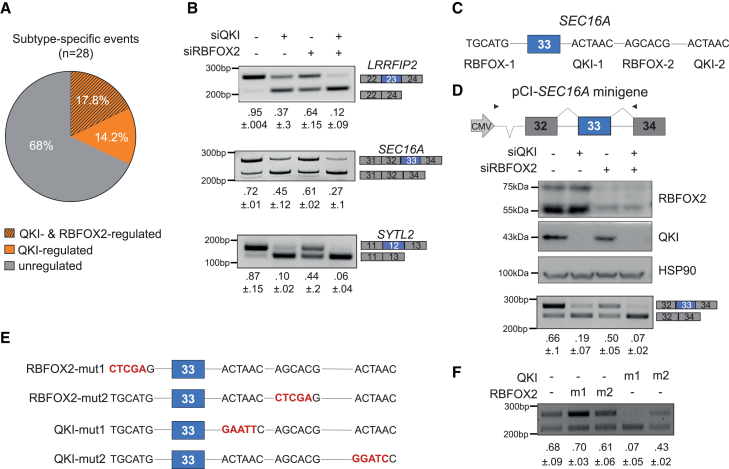
QKI regulates the basal-like splicing signature in PDAC cells (A) Subtype-specific events expressed in PANC-1 cells and regulated by QKI and RBFOX2. (B) Representative splicing assay of *LRRFIP2*, *SEC16A*, and *SYTL2* ECs in PANC-1 cells silenced for QKI, RBFOX2, or both. Mean ± SD (n = 3) is reported below the panels. (C) Schematic representation of the QKI and RBFOX2 binding sites in the sequence flanking *SEC16A* exon 33. (D) Schematic representation of the *SEC16A* minigene (top), western blot analysis, and splicing assay of the *SEC16A* minigene performed in PANC1-1 cells depleted of QKI, RBFOX2, or both. (E) Mutations of the QKI and RBFOX2 binding sites performed in the *SEC16A* minigene. (F) Splicing assay of QKI/RBFOX2 mutants in PANC-1 cells. Mean ± SD (n = 3) is reported below the panels. See also Figure S5 and Table S4.

To investigate the relative contribution of these binding sites to splicing regulation, we constructed a minigene encompassing the *SEC16A* genomic region from exons 32 to 34 (Figure 5D). Transfection of the *SEC16A* minigene in PANC-1 cells recapitulated the splicing pattern of the endogenous gene, with exon 33 being preferentially included (Figure 5D). QKI depletion strongly repressed exon 33 inclusion, while knockdown of RBFOX2 exerted a much milder effect, and combined depletion of the two RBPs caused almost complete skipping of the exon (Figure 5D). Moreover, mutation of the proximal QKI binding site in intron 33 (site 1) completely abolished exon 33 inclusion, whereas mutation of distal site 2 or of the two RBFOX2 binding sites exerted, respectively, milder or no effects (Figures 5E and 5F). These results support the prominent role played by QKI in the establishment of the basal-like splicing signature.

### QKI represses the classical splicing signature and associates with the basal-like phenotype

Most of the subtype-specific exons regulated by QKI were classified as classical in our analysis (Figure 6A; Table S4). As exemplified by the *ADD3* and *CTNND1* ECs, QKI repressed these classical exons in basal-like cells, and its depletion restored the splicing pattern observed in classical cells (Figure 6B). Although the *ADD3* EC was predicted to be also a target of RBFOX2 (Table S4), its repressive effect was weaker than that of QKI (Figure 6B).

**Figure 6:**
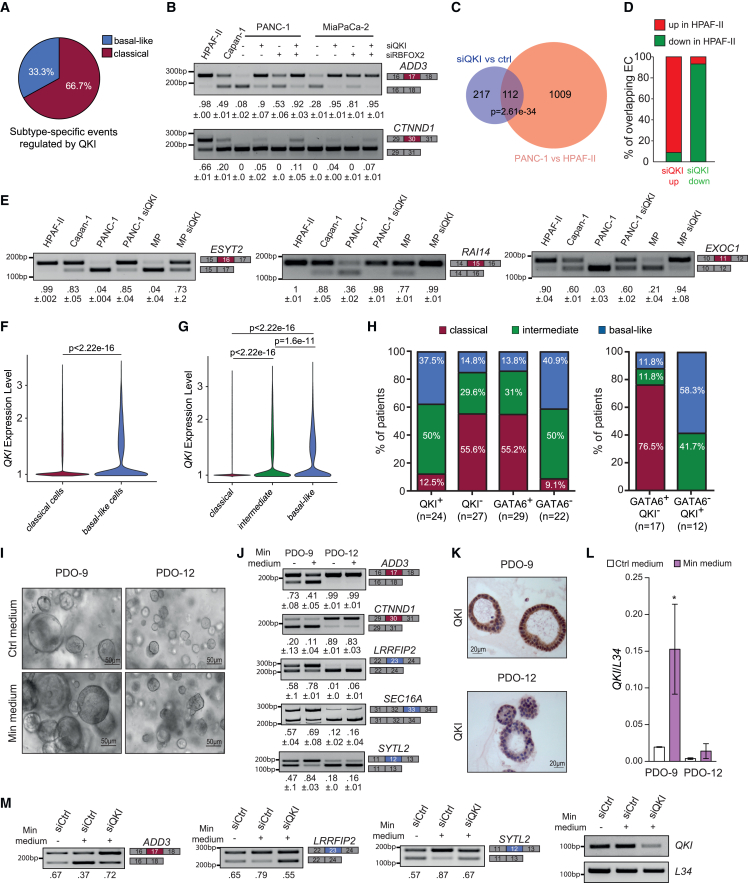
QKI expression is a marker of the basal-like identity of PDAC cells (A) Pie chart of subtype-specific events regulated by QKI. (B) Splicing assays of *ADD3* and *CTNND1* ECs in HPAF-II, Capan-1, and PANC-1 and MiaPaCa-2 (MP) cells silenced for QKI, RBFOX2, or both. Mean ± SD of the PSI value (n = 3) is reported below the panels. (C) Overlap between events regulated by QKI and those regulated in PANC-1 vs. HPAF-II. Statistical analysis was performed by the hypergeometric test. (D) Histograms representing the splicing events of the overlap in (C) and showing the type of regulation (up or down) in HPAF-II cells with respect to PANC-1 cells. Events were separated between those up- or down-regulated in QKI-depleted PANC-1 cells. (E) Splicing assays of *ESYT2*, *RAI14*, and *EXOC1* ECs in HPAF-II, Capan-1, PANC-1, and MP cells. The latter two cell types were also depleted or not for QKI. Mean ± SD of the PSI value (n = 3) is reported below the panels. (F) Violin plot of QKI expression level in classical and basal-like cells identified by single-cell transcriptomic analysis. (G) Violin plot showing of QKI expression in tumors classified as classical, intermediate, and basal-like by single-cell transcriptomic analysis. (F and G) Statistical analyses were performed by Wilcoxon’s test. (H) Histogram showing percentage of classical/intermediate/basal-like patients that were evaluated as positive or negative for QKI (QKI^+/−^) or GATA6 (GATA6^+/−^) expression (left) or classified as GATA6^+^/QKI^−^ or GATA6^−^/QKI^+^ (right). (I and J) Representative images of PDAC PDO-9 and PDO-12 lines cultured for 9 days in regular or minimal medium (I) and corresponding splicing assay of the *ADD3*, *CTNND1*, *LRRFIP2*, *SYTL2*, and *SEC16A* ECs (J). The PSI value is reported below the panels. Scale bar: 50 μm. (K) Immunohistochemistry (IHC) analysis of QKI in PDO-9 and PDO-12. Scale bar: 20 μm. (L) RT-qPCR analysis of QKI expression in PDOs after 9 days in minimal media. (M) Splicing assay of indicated ECs in PDO-9 silenced or not for QKI and cultured in minimal media. PDOs were electroporated with the indicated siRNAs (40 nM) and collected after 4 days. Analysis of QKI expression level is shown. See also Figures S5 and S6 and Tables S2, S4, and S5.

To address whether QKI globally impacted on the subtype identity of PDAC cells, we compared the transcriptome of HPAF-II and PANC-1 cells. 

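HPAF-II cells, which the paper uses as a classical PDAC line, were sequenced in 3 libraries after transfection with a control siRNA, and were compared with the 3 siCtrl libraries of PANC-1 cells. The sample labels give this condition, while the methods describe the transfection of PANC-1 cells. The HPAF-II totals were 226697015, 250716334 and 309720537 steps, and the 10 genes with the highest values held 9.72% to 11.8% of each library. The authors estimated the size factors of these libraries apart from those of PANC-1 cells, so values of one cell line are not on the scale of the other and no test was run between them. For a description, each library was rescaled to a total of 1000000 over the genes of both tables, which gives the rescaled counts, and 24673 genes with a mean of at least 10 normalized counts in either line were compared. Across these genes, Pearson's r on log2 values was 0.960 to 0.981 between libraries of one line and 0.787 to 0.801 between lines. On log2(normalized count + 1), over genes with a mean of at least 10 in the line, HPAF-II libraries agreed less well. Their r was 0.921 to 0.938, against 0.965 to 0.973 between PANC-1 libraries of the same group. In all, 13133 genes differed at least 2-fold, 6438 with higher and 6695 with lower levels in HPAF-II cells. Leaving out HPAF-II replicate 3 moved this count most, to 13906. Upper-quartile rescaling gave 12381 genes (5908 higher, 6473 lower), the deposited values without rescaling gave 13760 (5620 higher, 8140 lower), and without HPAF-II replicate 2 more genes were higher (6632) than lower (6340). The libraries of both lines did not overlap for 63.7% of the genes, where 10% would be apart by chance.
QKI had 14.5 ± 2.76 rescaled counts in HPAF-II cells and 74.2 ± 3.27 in PANC-1 cells (SD, n = 3 each), a log2 ratio of -2.36. For RBFOX2, 30.7 ± 3.72 rescaled counts in HPAF-II cells stood against 44.8 ± 0.416 in PANC-1 cells, a log2 ratio of -0.55. Among markers of epithelial and mesenchymal state, CDH1 had 196 ± 30.7 rescaled counts in HPAF-II cells and 2.87 ± 0.0662 in PANC-1 cells, and ZEB1 had 1.09 ± 0.330 and 28.7 ± 1.88. GATA6, a marker of the classical subtype, had 50.1 ± 12.6 rescaled counts in HPAF-II cells and 1.46 ± 0.128 in PANC-1 cells. For each of these genes the libraries of HPAF-II and PANC-1 cells did not overlap, which 3 against 3 libraries show by chance in 10% of cases.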

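Matching the exon cassettes of the paper's Tables S4 and S5 on their gene and exon gave the paper's 112 shared cassettes, in 96 genes. All of these genes were expressed, with a median of 14755 normalized counts in PANC-1 siCtrl cells. Gene totals say nothing about the inclusion of a cassette, and were used to ask whether the same genes also differ in expression. Between the lines, 30 of the 96 genes differed at least 2-fold in their rescaled counts, and the median size of the difference was 0.59 on the log2 scale. In siQKI cells, the total of 59 of the 96 genes (61.5%) passed the adjusted threshold of limma, 16 higher and 43 lower. This balance of directions was not examined under other scalings. Random lists matched on mean expression had a median of 57.3% (95% of the lists between 47.9% and 66.7%; two-sided permutation p = 0.523, adjusted p = 0.836 over 8 such tests, which were added after the data were seen). Of the 59 genes, 34 moved toward their HPAF-II level and 6 of the 96 changed by 1.5-fold or more. Both the siQKI change and the difference between lines use the PANC-1 siCtrl libraries, which by itself moves genes toward HPAF-II. Among the 96 genes, RAI14 (GSHG0034250; chromosome 5, 34656328 to 34832612) fell from 8181 ± 39.4 to 5448 ± 606 normalized counts in siQKI cells (SD, n = 3 each; log2 fold change -0.59, standard error 0.07, adjusted p = 6.34e-06 from limma), whereas its level was higher in HPAF-II than in PANC-1 cells, at 59.1 ± 12.4 against 23.8 ± 0.435 rescaled counts. ESYT2, also among them, had a log2 fold change of -0.12 in siQKI cells (adjusted p = 0.0274 from limma), and EXOC1 did not pass the threshold, at -0.08 (adjusted p = 0.378 from limma). The paper sets the cassettes that differ between the cell lines beside those regulated by QKI to address whether QKI acts globally on subtype identity.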

We found a highly significant (n = 112; p = 2.61e−34) overlap between the ECs differentially regulated in these two cells lines (Table S5) and those regulated by QKI (Figures 6C; Table S4). QKI depletion promoted the classical pattern for most of these common EC events (>90%; Figure 6D). RT-PCR analysis confirmed that the *ESYT2*, *RAI14*, and *EXOC1* ECs were more included in classical cells with respect to basal-like cells. Furthermore, QKI depletion in basal-like cells was sufficient to induce the classical splicing pattern (Figure 6E), supporting its key role in establishing the subtype-specific splicing signature. As shown for the *RAI14* and *EXOC1* ECs, higher inclusion of some QKI-repressed classical exons predicted better prognosis (Figures S5H and S5I), further highlighting the clinical relevance of the QKI-dependent splicing program.

Next, to test whether QKI represents a valuable marker of the basal-like identity, we analyzed single-cell transcriptomic data from 27 PDAC samples.^8^ Clustering analyses of gene expression signatures indicated that most samples comprised cells of both classical and basal-like profiles at variable proportions (Figure S6A). In addition, the cumulative analysis of cells from all these tumors indicated a significantly higher level of QKI in basal-like cells (Figure 6F), while GATA6 displayed an inverse distribution (Figure S6B). These data confirm the extensive intratumor heterogeneity of PDAC and indicate that QKI expression is a reliable marker of the basal-like tumor cell population. Accordingly, tumor classification according to the Moffitt’s signature^8^ revealed that QKI expression increases in intermediate and basal-like PDAC, while GATA6 levels follow an opposite trend (Figures 6G and S6C–S6E). A similar inverse correlation was also observed by single-cell analysis of 24 samples from a different study (Figure S6F).^6^ An amalgamation of all PDAC samples from these two independent studies (n = 51) indicated that QKI-positive (QKI^+^) tumors were mostly classified as basal-like (37.5%) or intermediate (50%), whereas more than 55% of the QKI-negative (QKI^−^) samples were defined as classical (Figure 6H). The potential of QKI expression levels in predicting the subtype was comparable to that of GATA6, as shown by a similar percentage of classical tumors among the GATA6^+^ and QKI^−^ samples (Figure 6H). Furthermore, the combination of these two markers resulted in classifying >76% of GATA6^+^/QKI^−^ samples as classical, while GATA6^-^/QKI^+^ samples were either classified as intermediate or basal-like (Figure 6H). These analyses also indicate that tumors expressing QKI often display a heterogeneous signature, with 50% of QKI^+^ and 41.7% of GATA6^−^/QKI^+^ samples being classified as intermediate between the classical and the basal-like phenotype (Figure 6H).

The transcriptional state of PDAC cells is highly plastic and influenced by environmental factors.^7^ PDAC patient-derived organoids (PDOs) were shown to acquire a classical signature under culture conditions *in vitro*. However, upon switching to a minimal medium, PDOs were pushed to acquire intermediate or basal-like features.^7^ To test whether the subtype-specific splicing signature was also influenced by microenvironmental changes, we employed two PDO lines derived from PDAC surgical resections (Figures 6I and S6G; Table S2). While both PDOs displayed a classical splicing signature, basal-like exons (*LRRFIP2*, *SEC16A*, and *SYTL2*) were partially included in PDO-9 (Figure S6H), suggesting an intermediate phenotype. Switching the culture to minimal medium promoted the basal-like splicing signature only in the intermediate PDO-9 line (Figures 6I and 6J). QKI expression was higher in PDO-9 with respect to PDO-12 (Figure 6K), and culture in minimal medium further increased it (Figure 6L). At the same time, silencing of QKI suppressed this environmental-induced splicing switch (Figures 6M and S6I), further indicating that QKI contributes to the plastic, basal-like phenotype of PDAC cells.

### QKI promotes a pro-mesenchymal phenotype in PDAC cells and correlates with poor survival

Cellular plasticity is a hallmark of cancer that confers increased oncogenic potential and is associated with metastatic dissemination and resistance to chemotherapy. Plasticity is characterized by the ability of cells to undergo EMT and to acquire stem-like features.^29^^,^^41^ Basal-like PDAC cells display a quasi-mesenchymal phenotype, which translates to an aggressive and metastatic behavior.^7^^,^^42^ Thus, we first tested whether the basal-like splicing signature regulated by QKI was associated with EMT. Despite the different tissues of origin, we observed a significant overlap between QKI-regulated ECs and exons that are modulated during EMT in breast tumors^43^ (Figure 7A). QKI depletion in PANC-1 cells switched the splicing pattern toward that of epithelial/classical cells for most of these ECs (86.3%; Figures 7B and 7C; Table S6). Accordingly, QKI expression in TCGA PDAC samples was highly correlated with well-known EMT inducers, like the transcription factors ZEB1 and SNAI1, and inversely correlated with that of epithelial genes (*CDH1* and *ESRP2*; Figures S7A and S7B). Moreover, transient (Figure 7D) or stable (Figure S7C) knockdown of QKI negatively impacted PANC-1 cell migration, without affecting their proliferation (Figure S7E). On the other hand, forced expression of QKI in HPAF-II cells significantly enhanced their migratory activity (Figure S7D). QKI-regulated genes are enriched in functional terms related to adhesion (Figure S7F), and QKI knockdown promoted cell adhesion and expression of epithelial markers (Figures S7G and S7H) while repressing EMT-associated factors (Figure S7I).

**Figure 7:**
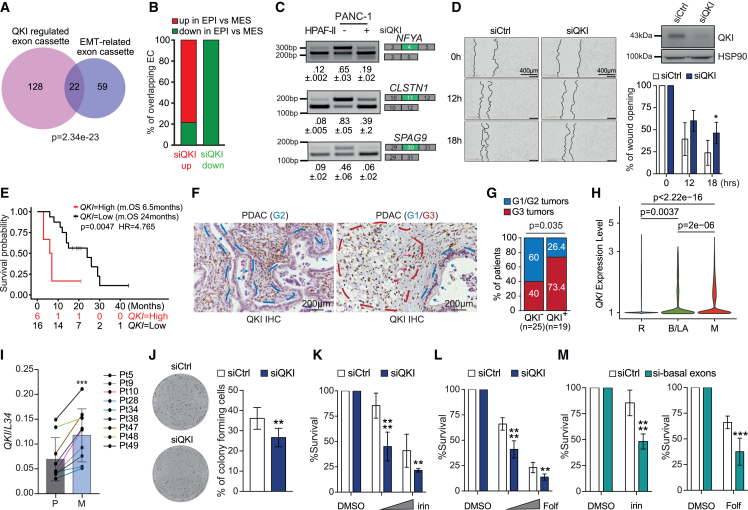
QKI promotes a pro-mesenchymal (MES) phenotype in PDAC (A) Overlap between ECs regulated by QKI and ECs regulated during EMT in breast cancer.^43^ Statistical analysis was performed by the hypergeometric test. (B) EC events present in the overlap in (A) showing the type of regulation (up or down) in breast epithelial (EPI) cells with respect to MES cells. Events were separated between those up- or down-regulated in QKI-depleted PANC-1 cells. (C) Splicing assays of the *NFYA*, *CLSTN1*, and *SPAG9* ECs in HPAF-II and in PANC-1 depleted or not for QKI. Mean ± SD of the PSI value (n = 3) is reported below the panels. (D) Wound-healing assays in PANC-1 cells silenced for QKI (left). Scale bar: 400 μm. Silencing of QKI expression was assessed by western blot analysis (right). The histograms report the quantification of wound area. Data are reported as the mean ± SD (n = 3; two-way ANOVA test; ∗p < 0.05). (E) Kaplan-Meier curve displaying the OS of patients with PDAC exhibiting high (third and fourth upper quartiles, red line; n = 6) or low (first and second quartiles, black line; n = 16) QKI expression, as determined by real-time qPCR in EUS-TA samples. (F) IHC analysis of QKI in patients with PDAC. Dashed lines highlight the area of tissue containing G1/G2 tumors (blue) or G3 tumor (red). Arrows point to representative individual G1/G2 tumor cells (blue) or G3 tumor cells (red). Scale bar: 200 μm. (G) Percentage of G1/G2 (blue) and G3 (red) tumors that were positive (QKI^+^) or negative (QKI^−^) for QKI expression by the IHC analysis. Statistical analysis was performed by the Fisher’s test. (H) Violin plot of QKI expression in resectable (R), borderline/locally advance (B/LA), and metastatic (M) tumors as determined by single-cell transcriptomic analysis. Statistical analysis was performed by Wilcoxon’s test. (I) QKI expression levels in primary lesion and liver metastasis from nine patients with PDAC (Student’s t test; ∗p < 0.05 and ∗∗p < 0.01). (J) Clonogenic assays of PANC-1 cells silenced or not for QKI after 10 days. The histogram reports the percentage of seeded cells that formed colonies (Student’s t test; ∗p < 0.05 and ∗∗p < 0.01). (K–M) Analysis of cell sensitivity performed by crystal violet in PANC-1 cells silenced for QKI (K and L) or for three basal-like ECs (*SEC16A*, *SYTL2*, and *LRRFIP2*) (M). Treatments were carried out for 6 days with increasing concentrations of irinotecan or mFOL (n = 3; mean ± SD; two-way ANOVA test; ∗p < 0.05, ∗∗p < 0.01, ∗∗∗p = 0.001, and ∗∗∗∗p < 0.0001). See also Figure S7 and Tables S2 and S6.

Mesenchymal features in PDAC cells are associated with increased malignancy.^42^ Given the association of QKI-dependent splicing events with poor prognosis in patients with PDAC, we asked whether QKI expression was also a prognostic factor. Elevated QKI expression was associated with shorter overall survival of TCGA patients (Figure S7J) and in our independent cohort that was not classified according to disease stage (Figures 7E; Table S2). Immunohistochemical (IHC) analyses of an additional 44 samples from patients subjected to surgical resection without prior chemotherapy, yet who were similar in demographics and other pathological features (Table S2), further indicated that QKI is associated with malignancy, being more expressed in poorly differentiated (G3) PDAC with respect to moderately/well differentiated (G1 or G2) tumors (Figures 7F and 7G). Nuclear QKI expression was detected in the majority of neoplastic cells in G3 PDAC and in the G3 components of tumors with heterogeneous grade composition (Figures 7F; Table S2). By contrast, most neoplastic cells of G1 and G2 PDAC were negative for QKI (Figures 7F; Table S2). QKI immunoreactivity was also observed in macrophages, regardless of the grade of the lesion (Figure 7F, left; Table S2), and in centro-acinar cells of non-tumoral pancreatic tissue (Table S2). Epithelial cells lining the small ducts, acinar cells, and glandular cells of large ducts, as well as pancreatic intraepithelial neoplasm (PanIN) and intraductal papillary mucinous neoplasm (IPMN) featuring different degrees of dysplasia, were all negative for QKI (Table S2).

Coherently with a role in tumor progression, analysis of single-cell RNA-seq data^8^ indicated that QKI expression increased in cells of borderline resectable, locally advanced, and metastatic PDAC (Figure 7H). To assess whether QKI expression was also associated with progression to metastatic stage in individual patients, we analyzed samples from matched primary lesions and liver metastases of patients who underwent EUS-TA for diagnostic purposes. In all cases examined (n = 9), QKI was more expressed in the metastatic lesion with respect to the primary tumor (Figure 7I). Moreover, QKI knockdown reduced the clonogenicity in PANC-1 cells (Figure 7J), a feature associated with metastatic colonization by cancer cells,^44^ whereas its up-regulation in HPAF-II increased clonogenicity (Figure S7K). These findings further suggest a direct correlation between QKI expression and advanced disease stages.

Negative prognosis in PDAC is also related to resistance to chemotherapy. Classical tumors were reported to respond better than basal-like tumors to the mFOL treatment.^10^ By querying the Drug Signature Database, which reports data from drug-induced expression changes,^45^ we observed that QKI-regulated genes are enriched for sensitivity to irinotecan (Figure S7L), a topoisomerase I inhibitor included in the mFOL regimen. QKI-depleted PANC-1 cells were more sensitive to irinotecan or to the mFOL drug combination than control cells (Figures 7K and 7L). Notably, expression of QKI in classical HPAF-II cells reduced their sensitivity to irinotecan (Figure S7M), and this effect was accompanied by the switch in splicing of the subtype-specific exons (Figures S7N and S7O). Moreover, selective silencing of three QKI-induced basal-like splice variants (*LRRFIP2* exon 23^+^, *SEC16A* exon 33^+^, and *SYTL2* exon 12^+^) was sufficient to recapitulate the effects of QKI depletion (Figures 7M and S7P). By contrast, QKI depletion did not affect sensitivity to gemcitabine and only mildly increased sensitivity to low doses of nab-paclitaxel (Figure S7Q). These results indicate that expression of the QKI-induced splice variants contribute to the resistance of basal-like PDAC cells to mFOL chemotherapy.

## Discussion

PDAC heterogeneity substantially contributes to tumor malignancy and hampers the development of efficacious targeted therapies. Transcriptomic analyses revealed the existence of classical and basal-like phenotypes, which differ in their responses to current therapies and clinical course. Herein, we show that alternative splicing further refines the definition of these subtypes. Furthermore, the subtype-specific splicing events identified in our study are strongly correlated with survival of patients. Our work also uncovers the role of QKI as a key regulator of the splicing signature associated with the basal-like subtype. Together with recent studies highlighting the contribution of other splicing factors to PDAC onset, chemotherapy resistance, and metastasis,^20^^,^^21^^,^^22^ these findings point to splicing dysregulation as a crucial process during pancreatic tumorigenesis. They also suggest that QKI is a valuable target to counteract PDAC malignancy.

Splicing alterations in cancer are generated by mutations that affect splice site recognition in the respective genes or by altered expression of splicing factors, responsible for reprogramming splicing of multiple genes.^11^^,^^12^ Cancer-associated splicing changes alter all the processes involved in tumorigenesis, including resistance to chemotherapy.^13^^,^^46^ In PDAC, the splicing factor SRSF1 was recently shown to induce pancreatitis,^20^ an event tightly associated with tumorigenesis.^47^ Furthermore, SRSF1 accelerated neoplastic transformation in a PDAC mouse model, at least in part, by activation of the mitogen-activated protein kinase (MAPK) signaling pathway.^20^ Interestingly, treatment of PDAC cells with gemcitabine, a first-line chemotherapeutic agent for PDAC, was shown to induce SRSF1 expression and splicing of MNK2b, a splice variant that overrides upstream regulatory control by the MAPK pathway.^48^ Thus, up-regulation of SRSF1 promotes the early events in pancreatic tumorigenesis and allows established PDAC cells to withstand chemotherapeutic treatments. Moreover, RBFOX2 was identified as a determinant of the splicing events that are differentially regulated between primary and metastatic PDAC.^22^ Expression of RBFOX2 in primary PDAC lesions was proposed to limit metastasis by altering the ratio of protein isoforms involved in cytoskeletal organization and focal adhesion formation.^22^ We now show that the splicing signature of tumor cells can also be employed to accurately distinguish the PDAC molecular subtypes and that QKI is a key determinant of the basal-like splicing pattern. Several QKI-dependent splicing events, as well as QKI expression itself, were significantly associated with the prognosis of patients, suggesting that analysis of the splicing signature of PDAC samples holds important clinical relevance. Noteworthily, similar results were obtained by *in silico* analyses of transcriptomic data from resected PDAC samples and by direct evaluation of the splicing pattern in EUS-TA samples from an independent cohort. Such reproducibility is of particular importance because most patients with PDAC present at diagnosis with non-resectable tumors,^1^ thus making EUS samples the only accessible resource for biomarker analysis.

While the two-subtype classification is useful to distinguish cases featuring different prognoses and responses to treatment,^25^^,^^26^ it does not consider the elevated intratumor heterogeneity of PDAC. Single-cell transcriptomics and multiplex immunofluorescence analyses have demonstrated that most tumors contain cells of both classical and basal-like phenotypes.^6^^,^^7^^,^^8^^,^^9^ In addition, many of these intermediate tumors also feature cells co-expressing markers of both subtypes at variable levels, thus creating a continuum between classical and basal-like phenotypes even within the same gland.^9^ Such co-expressor cells may represent a plastic population that converts from the classical into the more aggressive basal-like phenotype. Mixed tumors showed an intermediate prognosis, with the percentage of basal-like cells within the tumor being correlated with negative outcome.^9^ Our findings suggest that QKI contributes to this plasticity by promoting the basal-like splicing pattern in PDAC cells. Analysis of two independent single-cell transcriptomics datasets revealed that QKI expression is significantly increased in basal-like cells with respect to classical cells, showing an opposite distribution with respect to the classical marker GATA6. Interestingly, positivity for GATA6 displays the same potential to identify classical tumors as negativity for QKI (55% of cases). However, by combining these two markers, the percentage of tumors classified as classical increased to 76%. Although studies with larger cohorts are necessary to validate this observation, these findings suggest that concomitant assessment of GATA6 and QKI may provide a stronger diagnostic tool to determine the PDAC subtype. Moreover, based on the ratio between basal-like and classical cells in the lesion, a large percentage of QKI^+^ tumors (50%) were classified as intermediate. These results suggest that QKI expression is associated with acquisition of a plastic phenotype by PDAC cells, which may allow them to switch toward a less differentiated and more malignant state. In support of this hypothesis, increased QKI expression was associated with the ability of a PDAC PDO to switch the splicing signature toward the basal-like pattern when cultured under conditions that promote the basal-like phenotype *in vitro*.^7^ By contrast, a QKI-low PDO line was unable to undergo this splicing switch, further indicating that QKI contributes to the plasticity of PDAC cells. QKI expression was also significantly associated with a poorly differentiated morphology of PDAC, with many QKI^+^ tumors also comprising more differentiated areas with cells that were negative for this splicing factor. Thus, up-regulation of QKI in PDAC cells is likely associated with transition to a plastic stage in which cells acquire an undifferentiated phenotype and are more responsive to external cues.

QKI expression was previously correlated with EMT in breast cancer cells.^49^ QKI regulated the splicing of actin cytoskeleton-associated genes and promoted a pro-mesenchymal phenotype, cell migration, and invasion while restraining tumor growth *in vivo*.^49^ Accordingly, the genes regulated at splicing level by QKI in PDAC cells are also enriched in EMT-related terms, and depletion of QKI impaired PDAC cell migration and clonogenicity. Furthermore, increased QKI levels were detected in metastases with respect to matched primary lesions of patients with PDAC. Interestingly, partial activation of EMT by the transcription factor ZEB1 was associated with tumor cell plasticity and metastasis formation in a PDAC mouse model.^50^ Herein, we show a highly significant correlation of QKI expression with that of ZEB1 and other EMT regulators in PDAC. Moreover, depletion of QKI inhibits ZEB1 expression and increases that of the epithelial marker CDH1, stabilizing the epithelial phenotype of PDAC cells. ZEB1 represses microRNAs (miR-200 family) that inhibit QKI expression in epithelial cells.^49^ Thus, up-regulation of ZEB1 may induce QKI expression in PDAC cells and alter their splicing signature to favor a pro-mesenchymal, plastic phenotype, which allows them to escape from the organ and to disseminate to adjacent structures and/or distant sites.

Another important feature associated with cell plasticity and EMT is acquisition of chemoresistance.^51^^,^^52^ EMT inhibition in PDAC mouse models enhanced sensitivity to chemotherapy and increased survival.^52^ Our results indicate that QKI contributes to chemoresistance of quasi-mesenchymal PDAC cells. The QKI-regulated splicing program is enriched in genes regulated by irinotecan, one of the components of mFOL. Moreover, while basal-like tumors are resistant to mFOL treatment,^10^ depletion of QKI in PANC-1 cells restored partial sensitivity to this combined regimen, as well as to irinotecan alone. Conversely, QKI expression in classical PDAC cells enhanced resistance to irinotecan. Direct silencing of the splice variants promoted by QKI also enhanced sensitivity to mFOL, indicating the role of the QKI-regulated splicing program in this process. Thus, our work suggests that QKI is an important factor associated with aggressiveness in PDAC by contributing to cell dedifferentiation and to the acquisition of a migratory, chemoresistant phenotype. Given the fast-growing development of RNA-based therapies,^53^ it is conceivable that targeting the splicing program orchestrated by QKI in PDAC cells might be exploited to limit their plasticity and to freeze them into a state that is more susceptible to chemotherapy.

### Limitations of the study

Although our study clearly points to a role for QKI in promoting a plastic, metastatic phenotype in PDAC, additional *in vivo* experiments, such as orthotopic xenograft models of PDAC cells depleted for QKI, are necessary to fully validate this role. Moreover, given the small sample size of our validation cohort, the diagnostic and prognostic potential of the splicing signature needs to be further assessed in larger cohorts of unselected patients with PDAC.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Anti-QKI	Santa Cruz Biotechnology	Cat # sc-517305, RRID AB_2941818
Anti-QKI	Sigma-Aldrich	Cat # HPA019123, RRID AB_1855980
Anti-RBFOX2	Bethyl	Cat # A300864A, RRID AB_609476
Anti-RBM47	Sigma-Aldrich	Cat # SAB2104562, RRID AB_10669135
Anti-HSP90	Santa Cruz Biotechnology	Cat # sc-13119, RRID AB_675659
Anti-Ki-67	Abcam	Cat # Ab16667, RRID AB_302459
Anti- KRT18	Sigma-Aldrich	Cat # HPA001605, RRID AB_2666381
Anti-MUC13	Thermo Fisher Scientific	Cat # PA5-104505 RRID AB_2853806
Anti-mouse Alexa Fluor 594	Thermo Fisher Scientific	Cat # A11005, RRID AB_2534073
Anti-rabbit Alexa Fluor 488	Thermo Fisher Scientific	Cat # A11008, RRID AB_143165

**Biological samples**		

Tumor biopsies	This study	N/A
PDAC organoids	This study	N/A

**Chemicals, peptides, and recombinant proteins**		

Fetal bovine serum	Thermo Fisher Scientific	Cat # 10270-106
Non-Essential Amino acids 100x	Aurogene	Cat # AU-X0557-100
Gentamycin	Aurogene	Cat # AU-L0011-100
Penicillin and streptomycin	Aurogen	Cat # AU-L0022-100
Lipofectamine RNAiMAX	Thermo Fisher Scientific	Cat # 13778-150
Protease-Inhibitor Cocktail	Sigma-Aldrich	Cat #P8340
M-MLV reverse transcriptase	Promega	Cat #M1705
Random hexamers	Roche	Cat # 11034731001
GoTaq	Promega	Cat #M7845
SYBR Green I Master	Roche	Cat # 04887352001
Hematoxylin	Diapath	Cat #C0303
AdDF+++	Thermo Fisher Scientific	Cat # 12634-010
Primocin	Invivogen	Cat # ANT-PM-1
Triple express	Thermo Fisher Scientific	Cat # 12605-028
Opti-MEM	Thermo Fisher Scientific	Cat # 31985-047
Crystal violet	Sigma-Aldrich	Cat #C3886-100G
Irinotecan	MCE	Cat # HY-16562/CS-1138
5′ Fluoruracil	Sigma-Aldrich	Cat #F6627
Oxaliplatin	MCE	Cat # HY-17371/CS-0992
Triton X-100	Sigma-Aldrich	Cat #X100-12
Hoechst 33342	Thermo Fisher Scientific	Cat #H3570
Incucyte Nuclight Rapid NIR Dye	Sartorius	Cat # 4804
Lipofectamine 2000	Thermo Fisher Scientific	Cat # 11668-019
Polybrene	Sigma-Aldrich	Cat #H9269
Puromycin	Thermo Fisher Scientific	Cat # ANT-PR-1
RNasin	Promega	Cat #N251B
Protein G dynabeads	Thermo Fisher Scientific	Cat # 1004D
RNaseI	Thermo Fisher Scientific	Cat # AM2295
Proteinase K	Applichem	Cat # A3830,0100
Phusion Hot Start High-Fidelity DNA polymerase	Thermo Fisher Scientific	Cat # F-530L
Glutamax	Thermo Fisher Scientific	Cat # 35050038
HEPES	Thermo Fisher Scientific	Cat # 15630-056
Y-27632	Tocris	Cat # 1254
Collagenase II	Thermo Fisher Scientific	Cat # 1701-015
Dispase	Sigma-Aldrich	Cat #D4818
DNAse I	Sigma-Aldrich	Cat # 10104159001
Cultrex growth factor reduced BME type 2	Bio-Techne	Cat # 3533-010-02
EGF	Peprotech	Cat # AF-100-15
B27	Thermo Fisher Scientific	Cat # 17504-44
Nicotinamide	Sigma-Aldrich	Cat #N0636
Gastrin	Biogems	Cat # 1003377
FGF10	Peprotech	Cat # 100-26
N-acetyl-L-cysteine	Sigma-Aldrich	Cat # A9165
Noggin	Peprotech	Cat #120-10C
MluI	NEB	Cat #R0198S
NotI	NEB	Cat #R0189S
BamHI	NEB	Cat #R0136S

**Critical commercial assays**		

Geneaid Minikit	Geneaid	Cat # RBD300
RNEasy mini kit	Qiagen	Cat # 74104
DNase I	Geneaid	Cat # XH12505
Bio-Rad protein assay	Bio-Rad	Cat # 5000006
miRNeasy micro kit	Qiagen	Cat # 1071023
Red Blood cell lysis	Roche	Cat # 11814389001

**Deposited data**		

RNA-seq data from human PDAC tumors	The Cancer Genome Atlas,^24^http://firebrowse.org/	TCGA, PAAD
RNA-seq data from human PDAC cell lines	This study	GSE234737
Single-cell RNA-seq data from human PDAC tumors	Gene Expression Omnibus,^6^	GSE205013
Single-cell RNA-seq data from human PDAC tumors	Genome Sequence Archive,^8^	CRA001160

**Experimental models: Cell lines**		

HPAF-II	Laboratory stock	N/A
Capan-1	Laboratory stock	N/A
PANC-1	Laboratory stock	N/A
MiaPaCa-2	Laboratory stock	N/A
HEK293T	Laboratory stock	N/A

**Oligonucleotides**		

See Table S7 for oligonucleotide sequences used in this study	This study	N/A

**Recombinant DNA**		

pCMV-dR8.2-dvpr	Laboratory Stock	N/A
pCMV-VSV-G	Laboratory Stock	N/A
pLKO.1 QKI	Laboratory Stock	N/A
pCMV6-QKI5-MYC-FLAG	Origene	Cat #RC205779
pLenti-C-mGFP-p2a-Puro	Origene	Cat #PS100093
pLenti-C-QKI5-mGFP-p2a-Puro	This study	N/A
pCI-*SEC16* exon32-exon 34 WT minigene	This study	N/A
pCI-*SEC16* exon32-exon 34 RBFOX2-mut1 minigene	This study	N/A
pCI-*SEC16* exon32-exon 34 RBFOX2-mut2 minigene	This study	N/A
pCI-*SEC16* exon32-exon 34 QKI-mut1 minigene	This study	N/A
pCI-*SEC16* exon32-exon 34 QKI-mut2 minigene	This study	N/A

**Software and algorithms**		

cBioPortal		www.cbioportal.org
R V4.3.0	CRAN	www.cran.r-project.org/
Python V2.7.17	Python Software Foundation	https://www.python.org/
ImageJ software V1.51 – MRI Wound Healing tool	Montpellier Resources Imagerie	https://github.com/MontpellierRessourcesImagerie/imagej_macros_and_scripts/wiki/Wound-Healing-Tool
Psichomics V1.12.1	Saraiva-Agostinho N. et al., 2019^27^	https://www.bioconductor.org/packages/release/bioc/html/psichomics.html
GraphPad Software		https://www.graphpad.com/
FastQC V.0.11.9	Babraham Institute Bioinformatics Group	https://www.bioinformatics.babraham.ac.uk/projects/fastqc
Picard V3.0.0	Broad Institute	https://broadinstitute.github.io/picard/
RSeQC V4.0.0		https://rseqc.sourceforge.net/
STAR V2.7.9.a		https://github.com/alexdobin/STAR
featureCounts V2.0.3		https://subread.sourceforge.net/
Seurat V4.3.0	CRAN	www.cran.r-project.org/
survival V3.2-11	CRAN	www.cran.r-project.org/
DREME V5.4.1	MEME SUITE	https://meme-suite.org/doc/dreme.html
Enrichr	Kuleshov, M. V et al., 2016^45^	https://maayanlab.cloud/Enrichr/
Image Lab	Biorad	https://www.bio-rad.com/it-it/product/image-lab-software?ID=KRE6P5E8Z
clipplotr V1.0.0		https://github.com/ulelab/clipplotr

**Other**		

NEPA21 electroporator	Nepagene	N/A

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Claudio Sette ().

#### Materials availability

Plasmids generated in this study will be made available upon reasonable request to the lead contact, Claudio Sette ().

#### Data and code availability

• RNA-seq data are available on GEO database (accession number GSE234737).
• This paper does not report original code.
• Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

### Experimental model and study participant details

Upon approval by the Internal Review Board (IRB BIO-PANCREAS version 3 2021), Pancreatic ductal adenocarcinoma (PDAC) patients specimens were collected at San Raffaele Research Hospital. Naive patients with clinical history and radiologic imaging suggestive of PDAC were considered for enrollment. Patients were not involved in the design, or conduct, or reporting, or dissemination plans of our research. Upon informed consent, diagnostic Endoscopic Ultrasound (EUS) procedures were performed under deep sedation with intravenous infusion of Propofol (Diprivan, Zeneca, Germany), using a Pentax therapeutic linear echoendoscope (EG3870UTK, EG38J10UT) and Hitachi ultrasound platforms (Arietta 850, Arietta V70). EUS-tissue acquisition (TA) was performed using a 25G FNA needle (Expect Slimline, Boston Scientific) by slow-pull technique and RNA isolated, quantified and evaluated as previously described.^30^

For immunohistochemical analysis, specimens were obtained from a distinct cohort of 44 patients who underwent upfront surgery from March 2014 to December 2018 in the context of prospective clinical trials approved by the San Raffaele Scientific Institute Ethics Committee.

For PDAC organoid development tumor biopsies were collected from patients treated at Fondazione Policlinico Universitario A. Gemelli IRCCS (FPG), Rome, Italy, from May 2022 to October 2022, upon informed consent. The protocol was approved by the Institutional Review Board (Protocol ID: 4121) and conducted in accordance with the Helsinki Declaration.

Demographic and clinical information of patients enrolled for this study are listed in Table S2.

### Method details

#### Cell culture, transfection, western blot and immunofluorescence analyses

HPAF-II, Capan-1 and PANC-1 cells were grown in RPMI 1640 (Euroclone), MiaPaCa-2 cells were grown in DMEM (Sigma-Aldrich). All media were supplemented with 10% fetal bovine serum (FBS, Gibco), Non-Essential Amino Acids 100x (Thermo Fisher Scientific), gentamycin (Aurogene), penicillin and streptomycin (Aurogene). For RNA interference, cells were transfected with the indicated siRNAs (Table S1) using Lipofectamine RNAiMAX (Thermo Fisher Scientific) and harvested after 48 h for protein and RNA analyses. For western blot analyses, cell pellets were resuspended in RIPA buffer (Tris-HCl 50mM, NP40 1%, NaCl 150mM, Na-Deoxycholate 0.5%, EDTA 2mM, SDS 0.1%) supplemented with 2mM Na-orthovanadate, 0.5mM sodium fluoride, 1mM dithiothreitol and Protease-Inhibitor Cocktail (Sigma-Aldrich). Extracts were incubated 10 min on ice, sonicated for 5 s and centrifuged for 10 min at 13,000 rpm, 4°C. Supernatants were diluted in SDS-PAGE sample buffer, boiled for 10 min and analyzed as described.^54^ Primary antibodies: anti-QKI (Santa Cruz Biotechnology sc-517305), anti-RBFOX2 (Bethyl A300-864A), anti-RBM47 (Sigma-Aldrich SAB2104562) and anti-HSP90 (Santa Cruz Biotechnology sc-13119).

#### RNA extraction and RT-PCR analyses

Total RNA was extracted using Geneaid Minikit (Geneaid). After digestion with DNase, 1 μg of RNA was reverse-transcribed using M-MLV reverse transcriptase (Promega) and random hexamers (Promega) and used as template for conventional PCR analyses using GoTaq enzyme (Promega), before analysis on agarose or acrylamide gels and quantification by densitometry using Image Lab Software (Biorad).^55^ Real-time quantitative PCRs (qPCR) were performed using the SYBR Green I Master and the LightCycler 480 System (Roche). All primers used are listed in the Table S7.

#### RNA-seq and bioinformatics analyses

Gene expression and splicing analyses of data from TCGA (Firehose legacy) PDAC patients^24^ were performed using the visual interface of the Psichomics R package.^27^ Analysis were restricted to PDAC patients classified into basal-like and classical subtype and scored as high-purity tumor samples^24^ (i.e., samples whose ABSOLUTE purity score ranged above the median value of the entire cohort PDAC). Psichomics R package^27^ was also used for patient survival analysis according to the PSI of select AS events. The threshold PSI values of subtype-specific ECs used for separating the two groups were identified by employing the visual interface of the Psichomics R package, which is implemented to indicate the optimal cut-off that minimizes the p-value of the log rank test used to compare survival distribution.^27^ For RNA-seq analyses, total RNA was extracted and DNase treated using the RNAeasy mini kit (QIAGEN) from PANC-1 cells transfected for 48 h with control, QKI- or RBFOX2-targeting siRNA. PolyA plus RNA-seq libraries were constructed and sequenced using a 150 bp paired-end format on an Illumina NovaSeq 6000 and analysis was performed as previously described.^55^^,^^56^ Splicing analyses were performed considering only exon reads and flanking exon-exon junction reads (“EXON” analysis) in order to detect new potential alternative events and known patterns (“PATTERN” analysis) using the Human FAST DB v2022_1 splicing patterns annotation.^55^^,^^56^ Results were considered statistically significant for p values ≤0.05 and fold-changes ≥1.5 for “PATTERN” analysis and p values ≤0.01 and fold-changes ≥2.0 for “EXON” analysis. Motif analysis was performed as previously described.^55^ Correlation of RBPs expression with target genes in TCGA Firehose Legacy dataset was performed with the cBioPortal database (https://www.cbioportal.org/).

#### Single cell transcriptomic analyses

Single cell sequencing data from previously published datasets^6^^,^^8^ were downloaded from the Gene Expression Omnibus (GSE205013, n = 27) and Genome Sequence Archive (CRA001160, n = 24). Data were pre-processed as described by the authors including quality metrics and cell annotation using the R package Seurat version 4.3.0.^57^ Briefly, data were filtered to include only high-quality cells, as defined by > 500 detectable genes, >1500 unique molecular identifiers, <15% of transcripts coming from mitochondrial genes, <1% of transcripts representing erythroid genes. Data were normalized to the total expression, multiplied by a scaling factor of 10,000, and log-transformed. Doublets/multiplets were removed using scDblFinder 1.6.0. To account for biological and technical batch differences between individual patients and scRNA-seq libraries, the Seurat anchor-based integration method for merging datasets was utilized. The 2000 most variable genes based on standardized variance were selected for canonical correlation analysis as an initial dimensional reduction. The integration anchors were then identified based on the first 30 dimensions and used to generate a new dimensional reduction for further analysis. To visualize the data, the dimensionality of the scaled integrated data matrix was further reduced to project the cells in two-dimensional space using principal component analysis followed by UMAP. The 30 nearest neighbors were used to define the local neighborhood size with a minimum distance of 0.3. The resulting PCAs were used for partitioning the dataset into clusters using a smart local moving community detection algorithm. A range of resolutions (0.1–1) was used to establish a sufficient number of clusters to separate known populations based on the expression of established markers. For analysis, only cells annotated as “Epithelial cluster” were used and cells of each patients were classified to the classical or basal-like subtypes based on their expression signature.^25^ Samples with no clear enrichment for either subtype were defined as intermediate. UMAP and violin plots were generated using the R package Seurat version 4.3.0.^57^

#### Immunofluorescence analyses

For immunofluorescence analysis, PANC-1 cells were fixed with 4% paraformaldehyde and permeabilized with 0.5% Triton X-100. After 1 h (hr) at room temperature (RT) in blocking buffer (PBS, 5% BSA, 3% horse serum) and incubated over-night with anti-QKI antibody (1:500) or anti-RBFOX2 (1:200) in blocking buffer. After rinsing, secondary anti-mouse Alexa Fluor 594/anti-rabbit Alexa Fluor 488 (1:400; Thermo Fisher Scientific) antibodies diluted in PBS supplemented with 1% BSA were incubated for 1 h at 37°C. Nuclei were counterstained with Hoechst 33342. Images were minimally processed with Photoshop (Adobe) for composing panels.

#### Establishment of Cell lines Stably silenced for QKI and over-expressing QKI-GFP

The pLKO.1 plasmids containing short hairpin RNA (shRNA) sequences targeting QKI (5′ CCGAAGCTGGTTTAATCTATA 3′) and non-target control sequence were co-transfected with pCMV-dR8.2-dvpr and pCMV-VSV-G helper packaging plasmids into HEK293T cells using Lipofectamine 2000 (Thermo Fisher Scientific). After 48 h, the supernatant containing lentiviral particles was collected and centrifuged at 3000 rpm for 5 min. A 1:3 dilution of virus in the presence of polybrene (8 μg/mL) was added to PANC-1 cells plated at low density for 24 h before selection with puromycin (1 μg/mL) for 7 days. Selected cells were used for subsequent experiments.

Human QKI-5 wild type cDNA was subcloned from pCMV6-QKI5-MYC-FLAG (Origene, cat #RC205779) into the pLenti-C-mGFP-p2a-Puro vector (Origene cat #PS100093) using BamHI and MluI restriction enzymes. For lentiviral particles production, HEK293T cells were transfected with pCMV-dR8.2 dvpr, pCMV-VSV-G and pLenti-C-QKI5-mGFP-p2a-Puro using Lipofectamine 2000 (Thermo Fisher Scientific, Invitrogen). After 48 h lentiviral particles were collected and centrifuged at 3000 rpm for 5 min. HPAF-II cells were transduced with a 1:3 dilution of the lentiviral vector pLenti-C-mGFP-p2a-Puro or pLenti-C-QKI5-mGFP-p2a-Puro and maintained in RPMI supplemented with 1 mg/ml of Puromycin (Sigma). Selected cells were used for subsequent experiments.

#### UV-crosslinked and RNA immunoprecipitation (CLIP) experiments

CLIP assays were performed as previously described.^58^^,^^59^ Briefly, PANC-1 cells were UV irradiated (400 mJ cm−2) in PBS on ice and collected by scraping in lysis buffer [50 mM Tris pH 8, 100 mM NaCl, 1 mM MgCl_2_, 0.1 mM CaCl_2_, 1% NP-40, 0.1% SDS, 0.5 mM Na_3_VO_4_, 1 mM TCEP, protease inhibitor cocktail and 30 U/ml RNasin (Promega)]. After sonication, the samples were incubated with RNase-free DNaseI (New England Biolabs) for 10 min at 37°C, centrifuged at 15,000g for 3 min at 4°C, and the supernatant was quantified with the Bio-Rad protein assay dye (Bio-Rad). Samples (1 mg) were immunoprecipitated for 2 h using 3 μg of anti-QKI, anti-RBFOX2 or control IgGs in the presence of protein G Dynabeads (Thermo Fisher Scientific and Invitrogen) and 10 μL of RNaseI (Ambion) diluted 1:1,000. After washes, samples were treated for 1 h with Proteinase K (50 μg) at 55°C and RNA isolated using the miRNeasy Micro Kit (Qiagen). The primers used for qPCR analysis are listed in Table S1. Results were represented as a percentage (%) of input (0.1 mg of extract).

#### SEC16A minigene assay

The *SEC16A* genomic region from exon 32 to exon 34 was amplified using Phusion Hot Start High-Fidelity DNA polymerase (Thermo Fisher Scientific) and cloned into the MluI/NotI restriction sites of pCI vector (Promega). The mutant minigenes for QKI- and RBFOX2-binding sites were generated by the megaprimer strategy. All primers are listed in Table S1. PANC-1 cells were transiently silenced with control, QKI- or RBFOX2-targeting siRNA as described above. After 48 h cells were transfected using Lipofectamine 2000 (Thermo Fisher Scientific) with 125 ng for each well of a 6-well plate when the confluency of cells was 70%.

#### Immunohistochemical analysis

Patients were aged between 18 and 75 years and naive to therapies, with a Karnofsky Performance Status of 70 or higher, and diagnosed with PDAC (Table S2). Sections were immunostained with anti-QKI polyclonal rabbit antibody (1:500; HPA019123, Sigma-Aldrich) using a sensitive Bond Polymer Refine detection system in an automated Bond immuno-histochemistry instrument (Leica Biosystems, Germany) and counterstained with Haematoxylin. Nuclear QKI staining in neoplastic cells was evaluated to score tumors as QKI-positive or QKI negative. Scores were performed by an expert pathologist. Sections of paraffin-embedded PDOs were stained with the following antibodies: Ki-67 (Ab16667, Abcam), KRT18 (HPA001605, Sigma-Aldrich), MUC13 (PA5-104505, Invitrogen) and QKI (HPA019123, Sigma-Aldrich). The selected antibodies are well-established in the diagnostic routine laboratory, signals were clearly visible and captured by ordinary light microscope (Zeiss AxioPhot Microscope).

#### Patient-derived organoids culture

Tumor tissues were placed in 60 mm Petri dishes containing AdDF+++ culture medium (Advanced DMEM/F12 containing 1×Glutamax, 10 mM HEPES and antibiotics). Part of the tissue was fixed in formalin for histopathological and immunohistochemistry analysis, part was stored at−80°C for DNA/RNA isolation. The remaining part was minced by surgical blades into small fragments for organoids generation and digested in 10 mL AdDF+++ supplemented with 5 μM RHO/ROCK pathway inhibitor (Y-27632, Tocris) containing 2 mg/mL Collagenase II (Thermo Fisher Scientific), Dispase and DNAse I (Sigma-Aldrich) on an orbital shaker at 37°C for 1 h. The cell suspension was then applied to a MACS SmartStrainer (70 μm), placed on a 50 mL tube and washed with 10 mL of AdDF+ + +culture medium and centrifugated at 290 g. The pellet was incubated with 1 mL red blood cell lysis buffer for 5 min at room temperature to eliminate erythrocytes, followed by washing with culture medium and pelleting at 290 g. Cells were embedded in undiluted (100%) Cultrex growth factor reduced BME type 2 (Bio-Techne) on ice and 40 μL drops of BME cell suspension were allowed to solidify to a pre-warmed 24 well suspension culture plates (Greiner). The plate was placed at 37°C for 30 min to allow the Matrigel to polymerize before being overlaid with 500 μL of a growth factor cocktail medium [AdDF+ + +culture medium supplemented with EGF (50 ng/mL Peprotech), A83-01 (0.5 μM), B27 (1X GIBCO) and Primocin (1 mg/mL, InvivoGen), Y-27632 (9 μM Tocris), Wnt3a-conditioned medium (50% v/v), RSPO1-conditioned medium (10% v/v), Nicotinamide (10 mM, Sigma-Aldrich), Gastrin (10 nM, Biogems), fibroblast growth factor 10 (FGF10, 100 ng/mL, Peprotech), N-acetyl-L-cysteine (1 mM, Sigma-Aldrich) and Noggin (0.1 mg/mL, Peprotech)] and incubated at 37°C in humidified air containing 5% CO2. Medium was changed every 3–4 days and organoids were passaged every 1–2 weeks at suitable ratio (1:1 to 1:3).

#### Electroporation of patients-derived organoids

Organoids were cultured with standard or minimum medium (AdDF+++ culture medium supplemented with Primocin) for 9 days. For electroporation, organoids were dissociated to single cells by enzymatic digestion with Triple Express (Thermo Fisher Scientific) for 5–10 min at 37°C. 100-200 x 10^3^ single cells were incubated with 40nM of the indicated siRNAs in a final volume of 100 μL of Opti-MEM for 1 min on ice, mixed with pipette and electroporated with a NEPA21 electroporator using a 2 mm cuvette and the following settings: Voltage (200 V Poring pulse- 20V Transfer pulse), Pulse length (5ms Poring pulse- 50ms Transfer pulse), Pulse interval (50ms Poring pulse- 50ms Transfer pulse), Number of pulses (2 Poring pulse- 5 Transfer pulse), Decay rate (10% Poring pulse- 40% Transfer pulse), Polarity (+ Poring pulse +/− Transfer pulse). Cells were diluted in 400 μL of ice-cold expansion medium, centrifuged for 8 min at 290g and plated in a drop of BME for additional 6 days.

#### Wound healing and adhesion assays

Control and QKI-depleted PANC-1 cells were plated at 100% of confluence and starved for 16 h. A wound was inflicted to the cell monolayer by scratching with a sterile pipette tip. Following two washes with PBS and addition of medium supplemented with 1% FBS, the plate was photographed at time 0 and at 12 and 18 h (hrs) after scratching. Wound area quantification was performed with ImageJ software using the MRI Wound Healing tool. For cell adhesion assays, 30,000 cells were plated at 37°C. After 20 min, unattached cells were rinsed away and attached cells were collected by trypsinization and counted in a Thoma’s chamber. Results are represented as the mean ± standard deviation (SD) of three experiments, each performed in triplicate.

#### Cell proliferation, clonogenic and drug sensitivity assays

Indicated cells were seeded in a 96-well plate and imaged at 10× magnification in a IncuCyte SX5 Live-content imaging system (Essen Bioscience) at 37°C with 5% CO_2_. Cells were labeled with Nuclight Rapid NIR (Sartorius) and images were acquired every 12 h for 6 days (four images/well) and analyzed using the IncuCyte Cell-by-Cell software to detect and quantify live cells. Colony-forming assays were performed by seeding in 700 PANC-1 cells silenced for QKI, or HPAF-II cells expressing QKI-GFP, in 6-multiwell. After 10 days, cells were fixed for 30 min with glutaraldehyde 6.0% (v/v)/crystal violet 0.5% (w/v) solution and colonies with n > 50 cells were counted. For drug sensitivity, the PANC-1 and HPAF-II cells were transfected with siRNAs for QKI or a combination of the three basal-like specific splice variants of the *LRRFIP2*, *SEC16A* and *SYTL2* genes, or QKI-GFP plasmid. After 24 h, cells were plated in 96 multiwell plates for drug assays. Cell survival was measured by crystal violet assay after 6 days of the indicated treatments. Irinotecan was added to the culture medium at the following concentrations: 2 μM and 6 μM. For mFOLFIRINOX treatment, a mixed solution of fluorouracil (0.4μM, 1.3μM), oxaliplatin (0.4μM, 1.3μM) and irinotecan (0.2μM, 0.7 μM) was dispensed.

### Quantification and statistical analysis

Statistical analyses for differential gene expression, splicing changes, comparison of different datasets, motif analysis, survival analysis were performed in R, according to the statistical tests described in the STAR Methods Section and/or in the figure legends. Number of replicates and the appropriate statistical test used for the analysis of every experiment is indicated in the figure legend. Analyses were performed in GraphPad Prism and p value ≤0.05 was considered significant. For all tests, ∗: p < 0.05, ∗∗: p < 0.01, ∗∗∗: p < 0.001, ∗∗∗∗: p < 0.0001.

# Supplementary material for: An alternative splicing signature defines the basal-like phenotype and predicts worse clinical outcome in pancreatic cancer
**Source:** Cell Rep Med. 2024 Feb 6;5(2):101411. doi: 10.1016/j.xcrm.2024.101411
**Supplement:** Document S1. Figures S1–S7

**Supplemental information**

**An alternative splicing signature  
defines the basal-like phenotype and predicts  
worse clinical outcome in pancreatic cancer**

**Veronica Ruta, Chiara Naro, Marco Pieraccioli, Adriana Leccese, Livia Archibugi, Eleonora Cesari, Valentina Panzeri, Chantal Allgöwer, Paolo Giorgio Arcidiacono, Massimo Falconi, Carmine Carbone, Giampaolo Tortora, Federica Borrelli, Fabia Attili, Cristiano Spada, Giuseppe Quero, Sergio Alfieri, Claudio Doglioni, Alexander Kleger, Gabriele Capurso, and Claudio Sette**

A

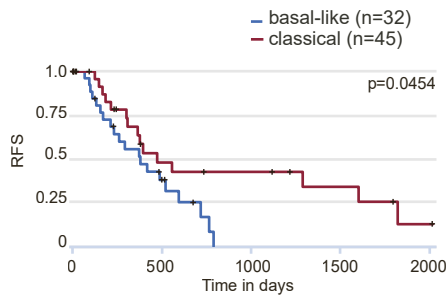

B

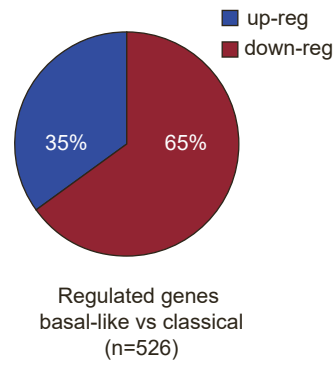

C

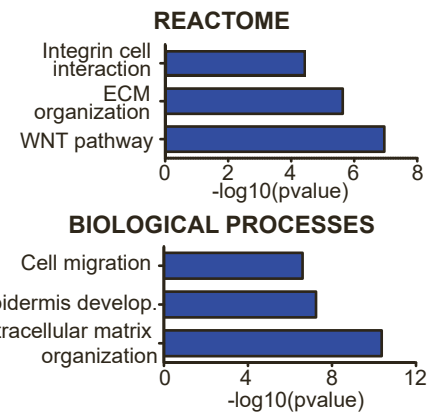

D

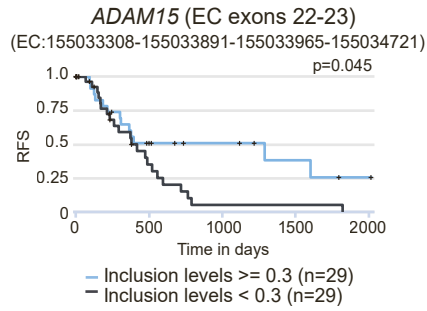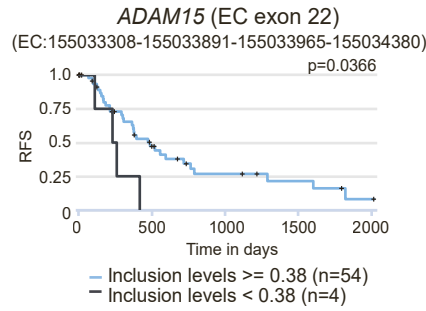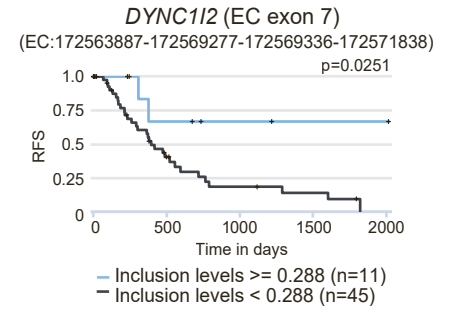

E

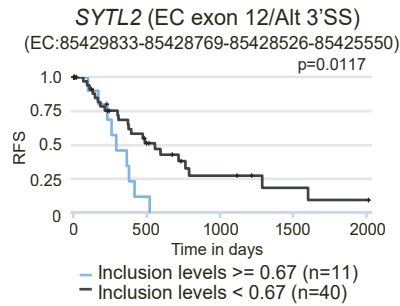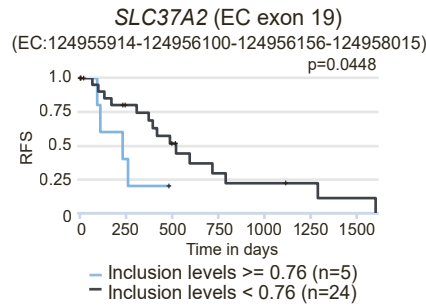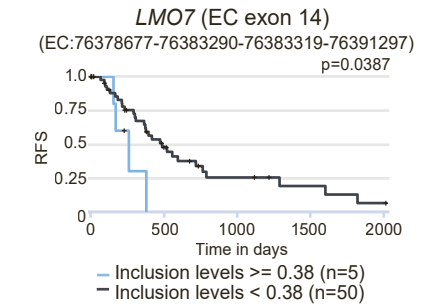

F

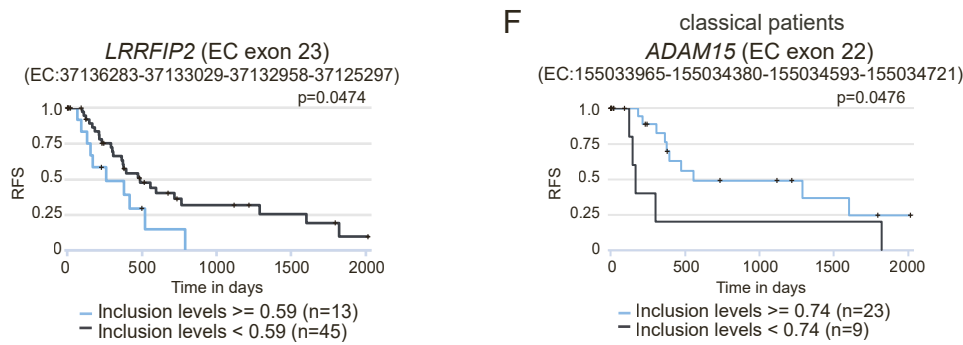

G

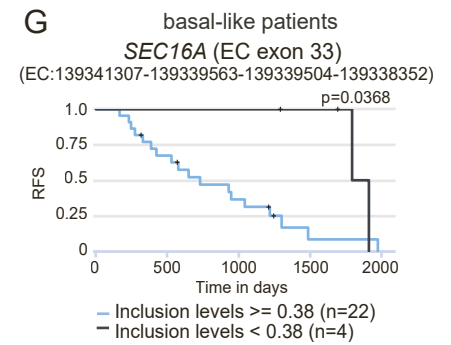

H

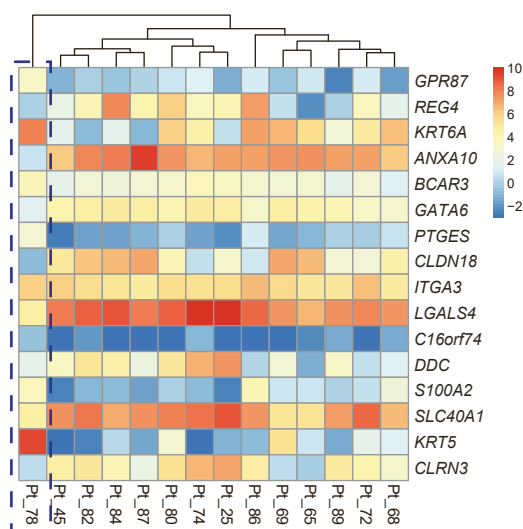

I

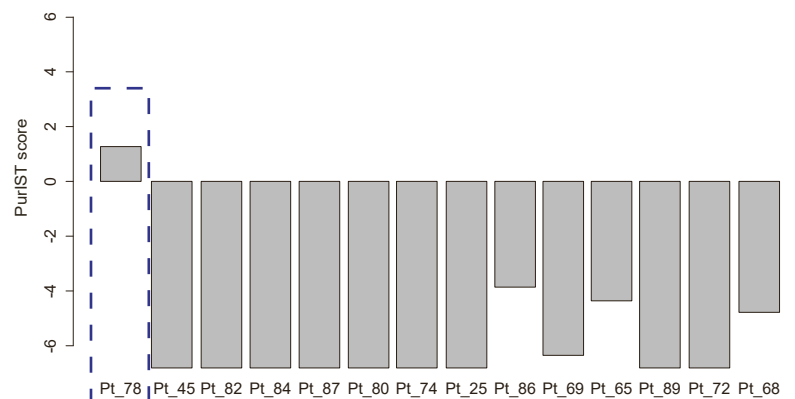

**Figure S1: Subtype-specific genes and splicing events in PDAC patients. Related to Figures 1 and 2.**

**A)** Kaplan-Meier curve displaying the RFS of PDAC patients from the whole TCGA cohort (n=77) segregated for classical and basal-like patients. **B)** Pie chart of the genes that are up-regulated (blue) and down-regulated (red) in basal-like vs classical PDAC. **C)** Pathways analysis by REACTOME and Gene Ontology analysis of Biological Processes of the genes that are up-regulated in basal-like PDAC. **D-E)** Kaplan-Meier curve displaying the RFS of PDAC patients from the whole TCGA cohort segregated for inclusion (blue line) or skipping (black line) of the indicated classical (**D**) and basal-like (**E**) exons. **F)** Kaplan-Meier curve displaying the RFS of classical PDAC patients from TCGA segregated for inclusion (blue line) or skipping (black line) of the *ADAM15* exon 22. **G)** Kaplan-Meier curve displaying the RFS of basal-like PDAC patients from TCGA segregated for inclusion (blue line) or skipping (black line) of the *SEC16A* exon 33. **H)** Heatmap showing subtype analysis in our cohort of EUS-TA PDAC patients (n=15) based on Moffitt's classification. **I)** The histogram represents the Purist score in each samples. **H,I)** The blue dashed boxes highlight the basal-like patient #78.

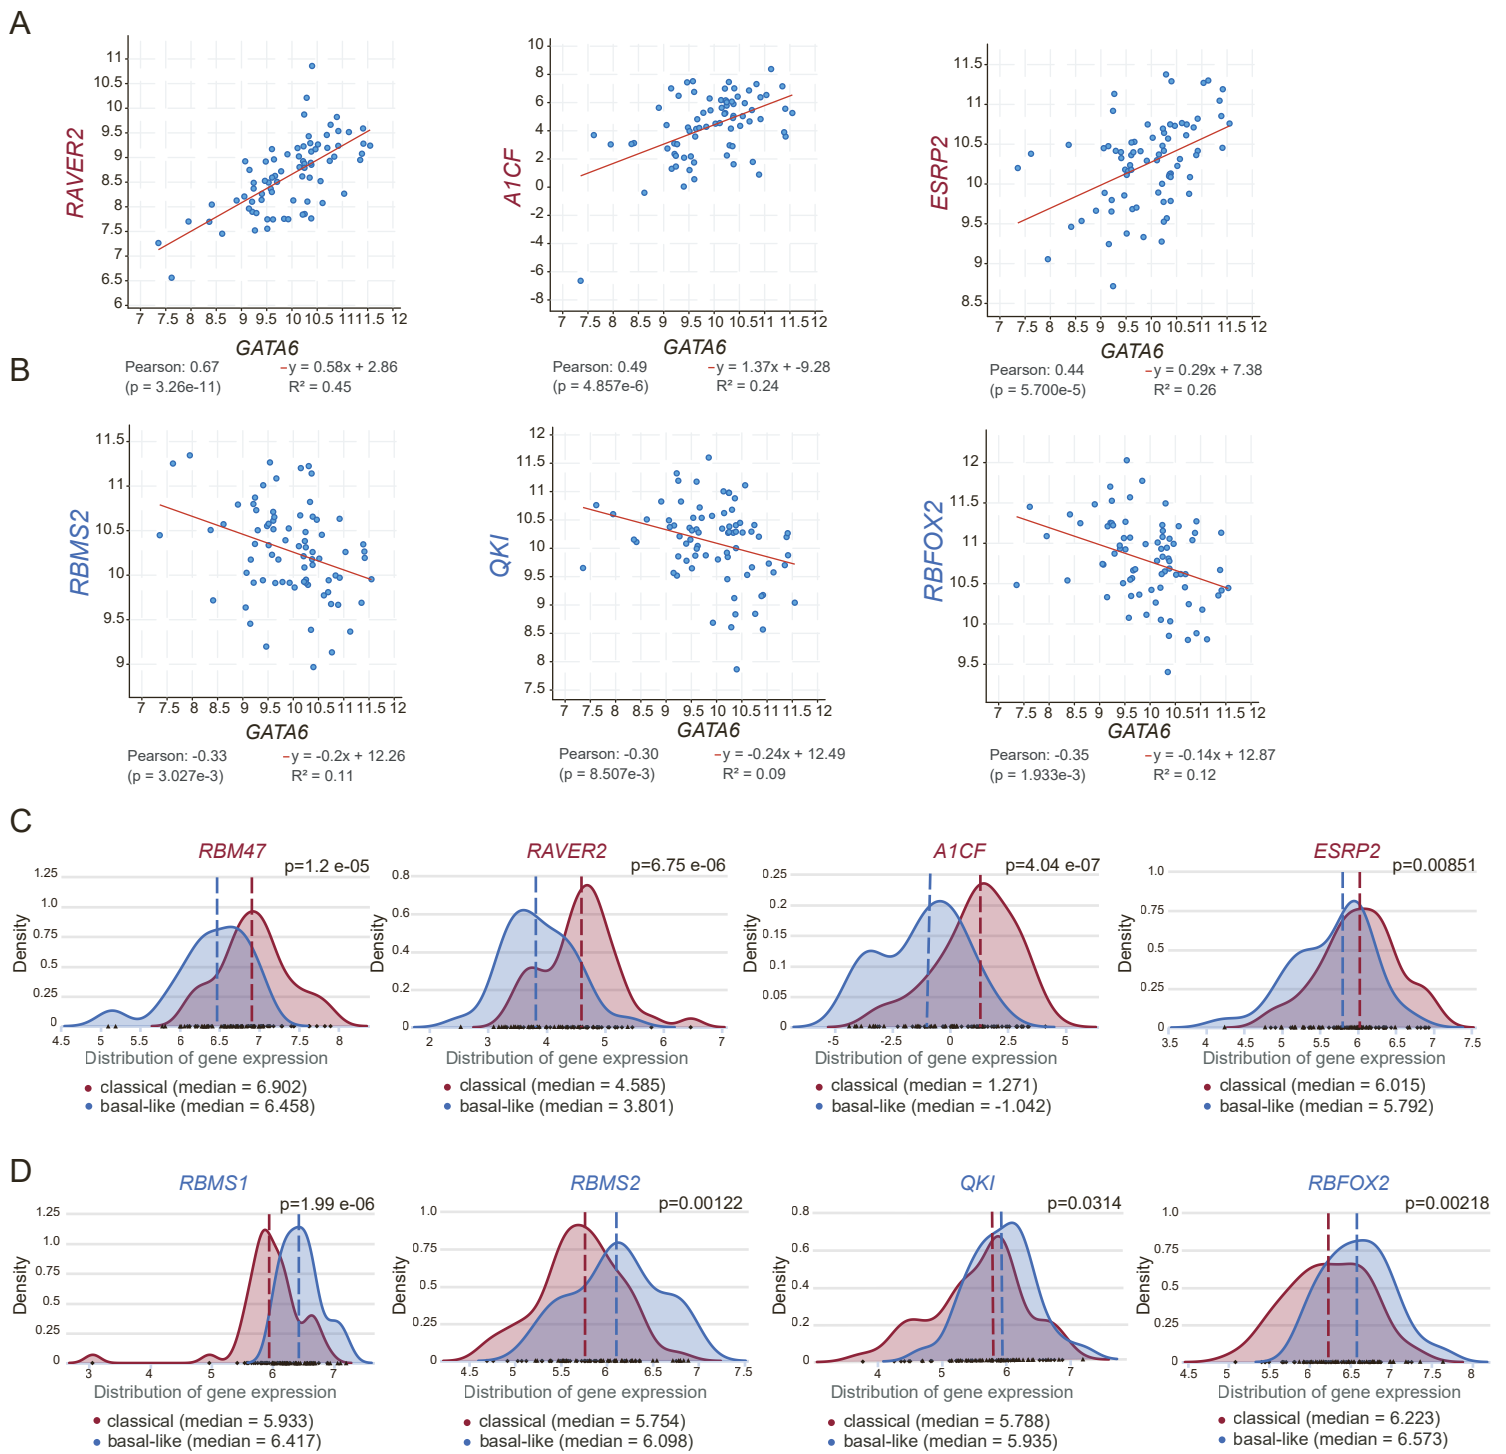

**Figure S2: RBPs expression in PDAC patients and PDAC cell lines. Related to Figure 3.**

**A-B)** Correlation analysis between the expression of classical (A) and basal-like (B) RBPs and that of GATA6. Statistical analysis was performed by 2-sided t-test. **C-D)** Density plot of the expression of classical (C) and basal-like (D) RBPs in classical (red) and basal-like (blue) PDAC patients from TCGA. Statistical analysis was performed by the Kruskal-Wallis rank sum test.

A

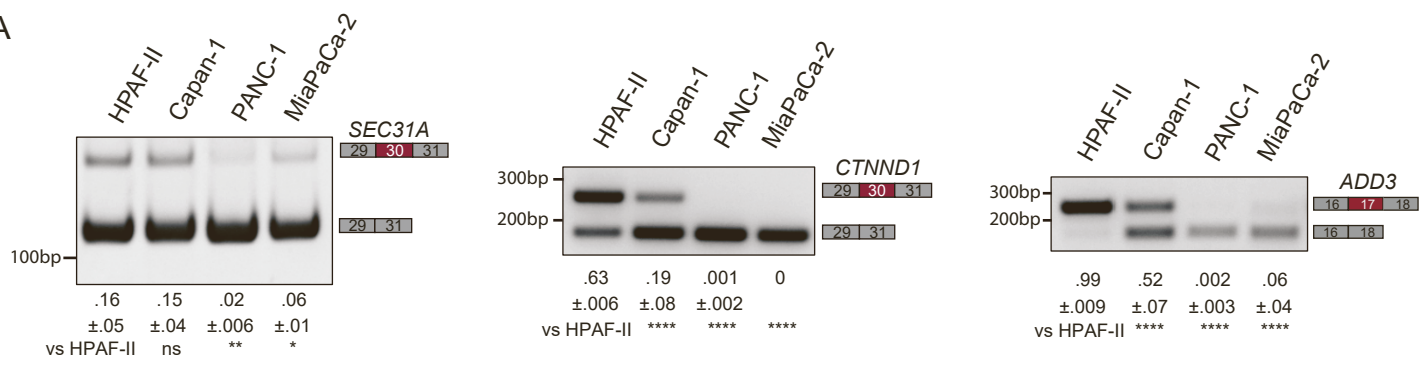

B

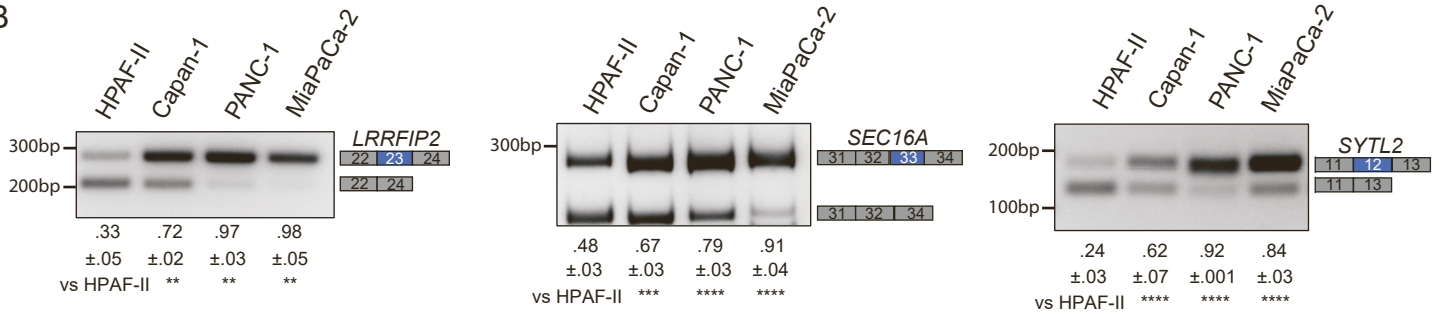

C

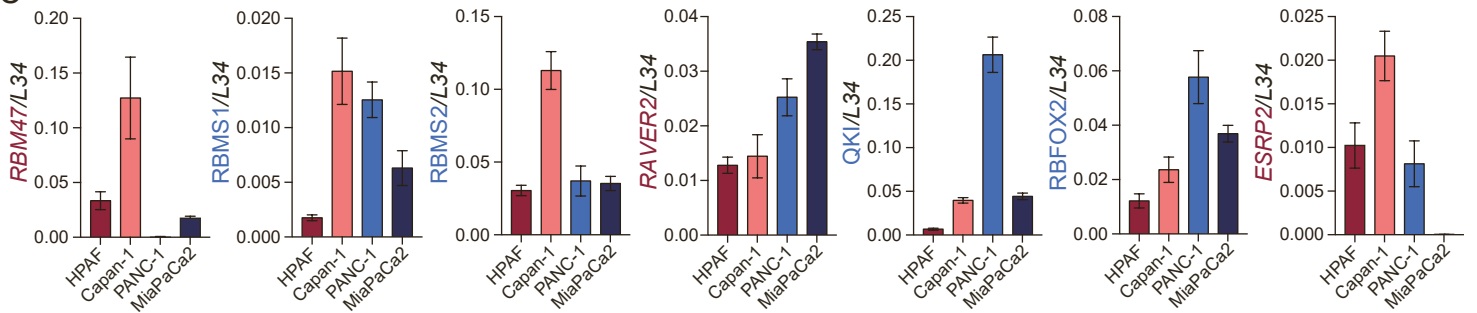

D

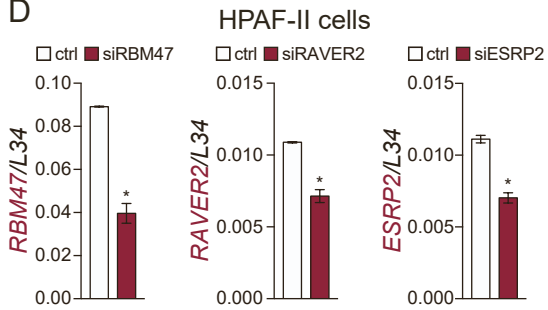

E

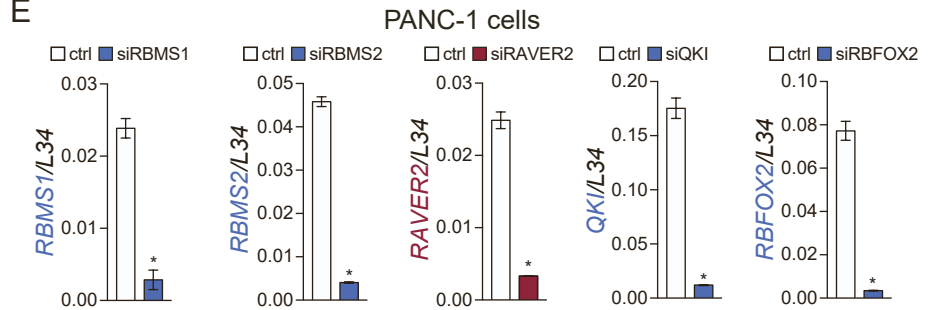

F

MiaPaCa-2 cells

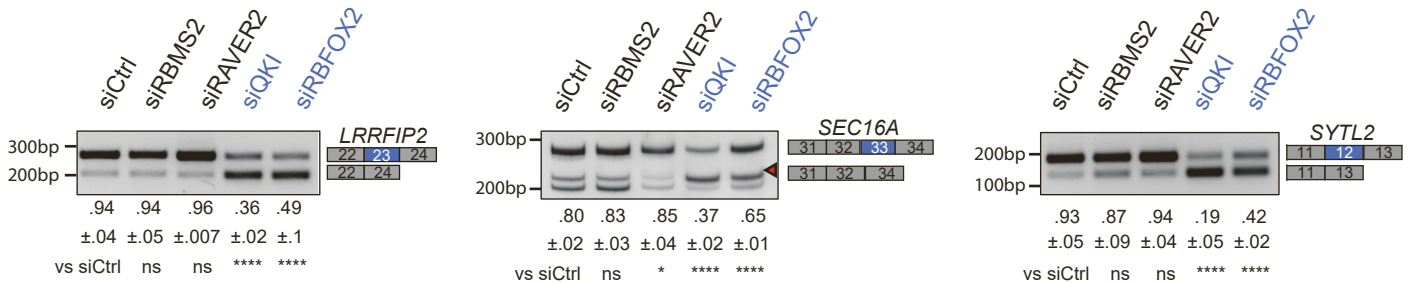

G

MiaPaCa-2 cells

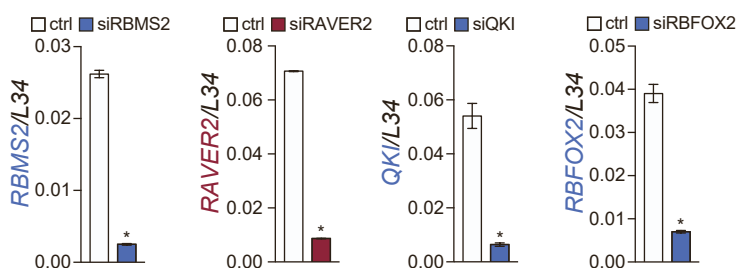

**Figure S3: Subtype-specific splicing events are differentially regulated in PDAC cell lines. Related to Figure 3.**

**A-B)** Splicing assay of the indicated representative classical (A) and basal-like (B) ECs in classical (HPAF-II and Capan-1) and basal-like (PANC-1 and MiaPaCa-2) PDAC cell lines. Data represent the mean  $\pm$  standard deviation (SD) of three independent experiments. Statistical analysis was performed by Student's t-test; \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$ . **C)** Expression analysis of the indicated RBPs in the HPAF-II, Capan-1, PANC-1 and MiaPaCa-2 cell lines. Data represent the mean  $\pm$  S.D. of three independent experiments. **D,E)** qRT-PCR analysis of the expression level of *RBM47*, *RAVER2* and *ESPR2* in HPAF-II cells silenced or not for the indicated RBP (**D**) and of *RBMS1*, *RBMS2*, *RAVER2*, *QKI* and *RBFOX2* in PANC-1 cells silenced or not for the indicated RBP (**E**). **F)** Splicing assay of the indicated basal-like ECs in MiaPaCa-2 cells silenced for the indicated RBPs. **G)** qRT-PCR analysis of the expression level of *RBMS2*, *RAVER2*, *QKI* and *RBFOX2* in MiaPaCa-2 cells silenced or not for the indicated RBP, normalized with *L34* expression.

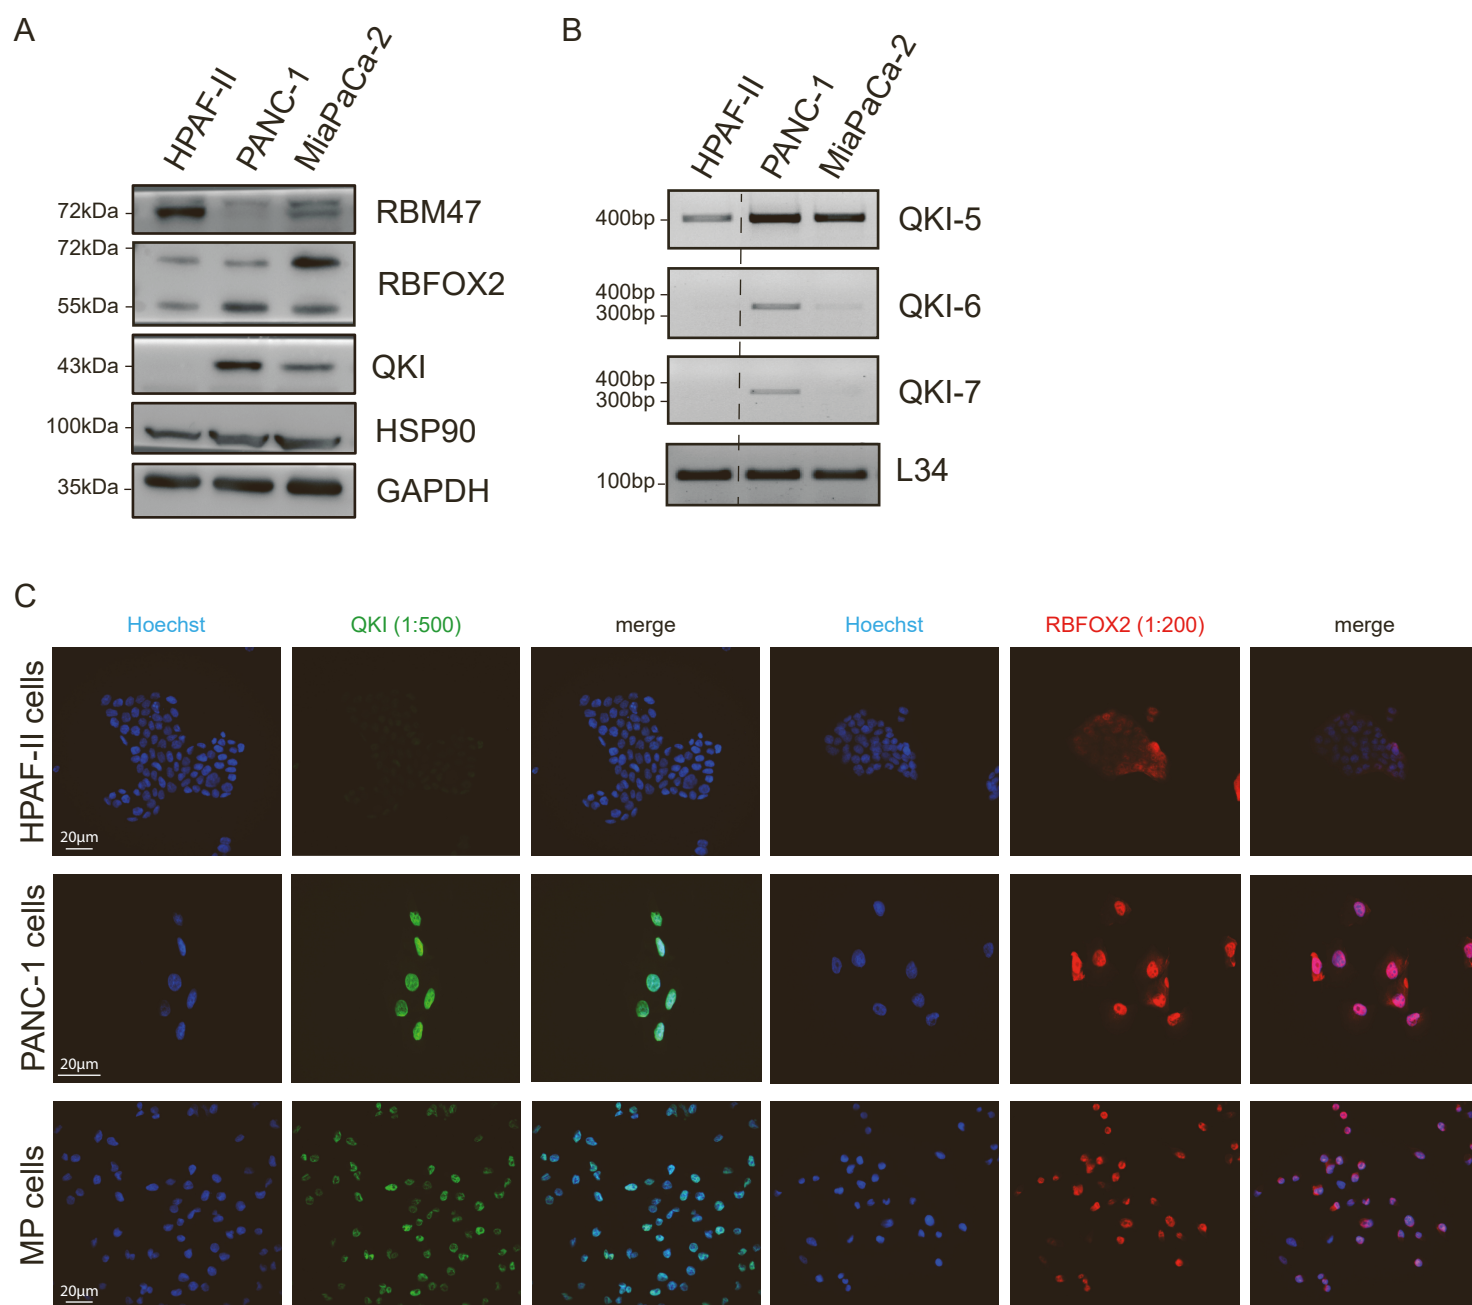

**Figure S4: Expression of subtype specific RNA binding proteins in PDAC cell lines. Related to Figure 3 and 4.**

**A)** Representative western blot analysis of the expression of RBM47, QKI and RBFOX2 in HPAF-II, PANC-1 and MiaPaCa-2 cells. HSP90 and GAPDH was used as loading controls. **B)** Representative RT-PCR analysis of the three QKI variants (QKI-5, QKI-6 and QKI-7) in HPAF-II, PANC-1 and MiaPaCa-2 cells. Dashed line indicates the border between images that have been computationally put in contact. **C)** Immunofluorescence analysis of the subcellular localization of QKI and RBFOX2 in HPAF-II, PANC-1 cells and MiaPaCa-2 cells. Scale bar=20µm.

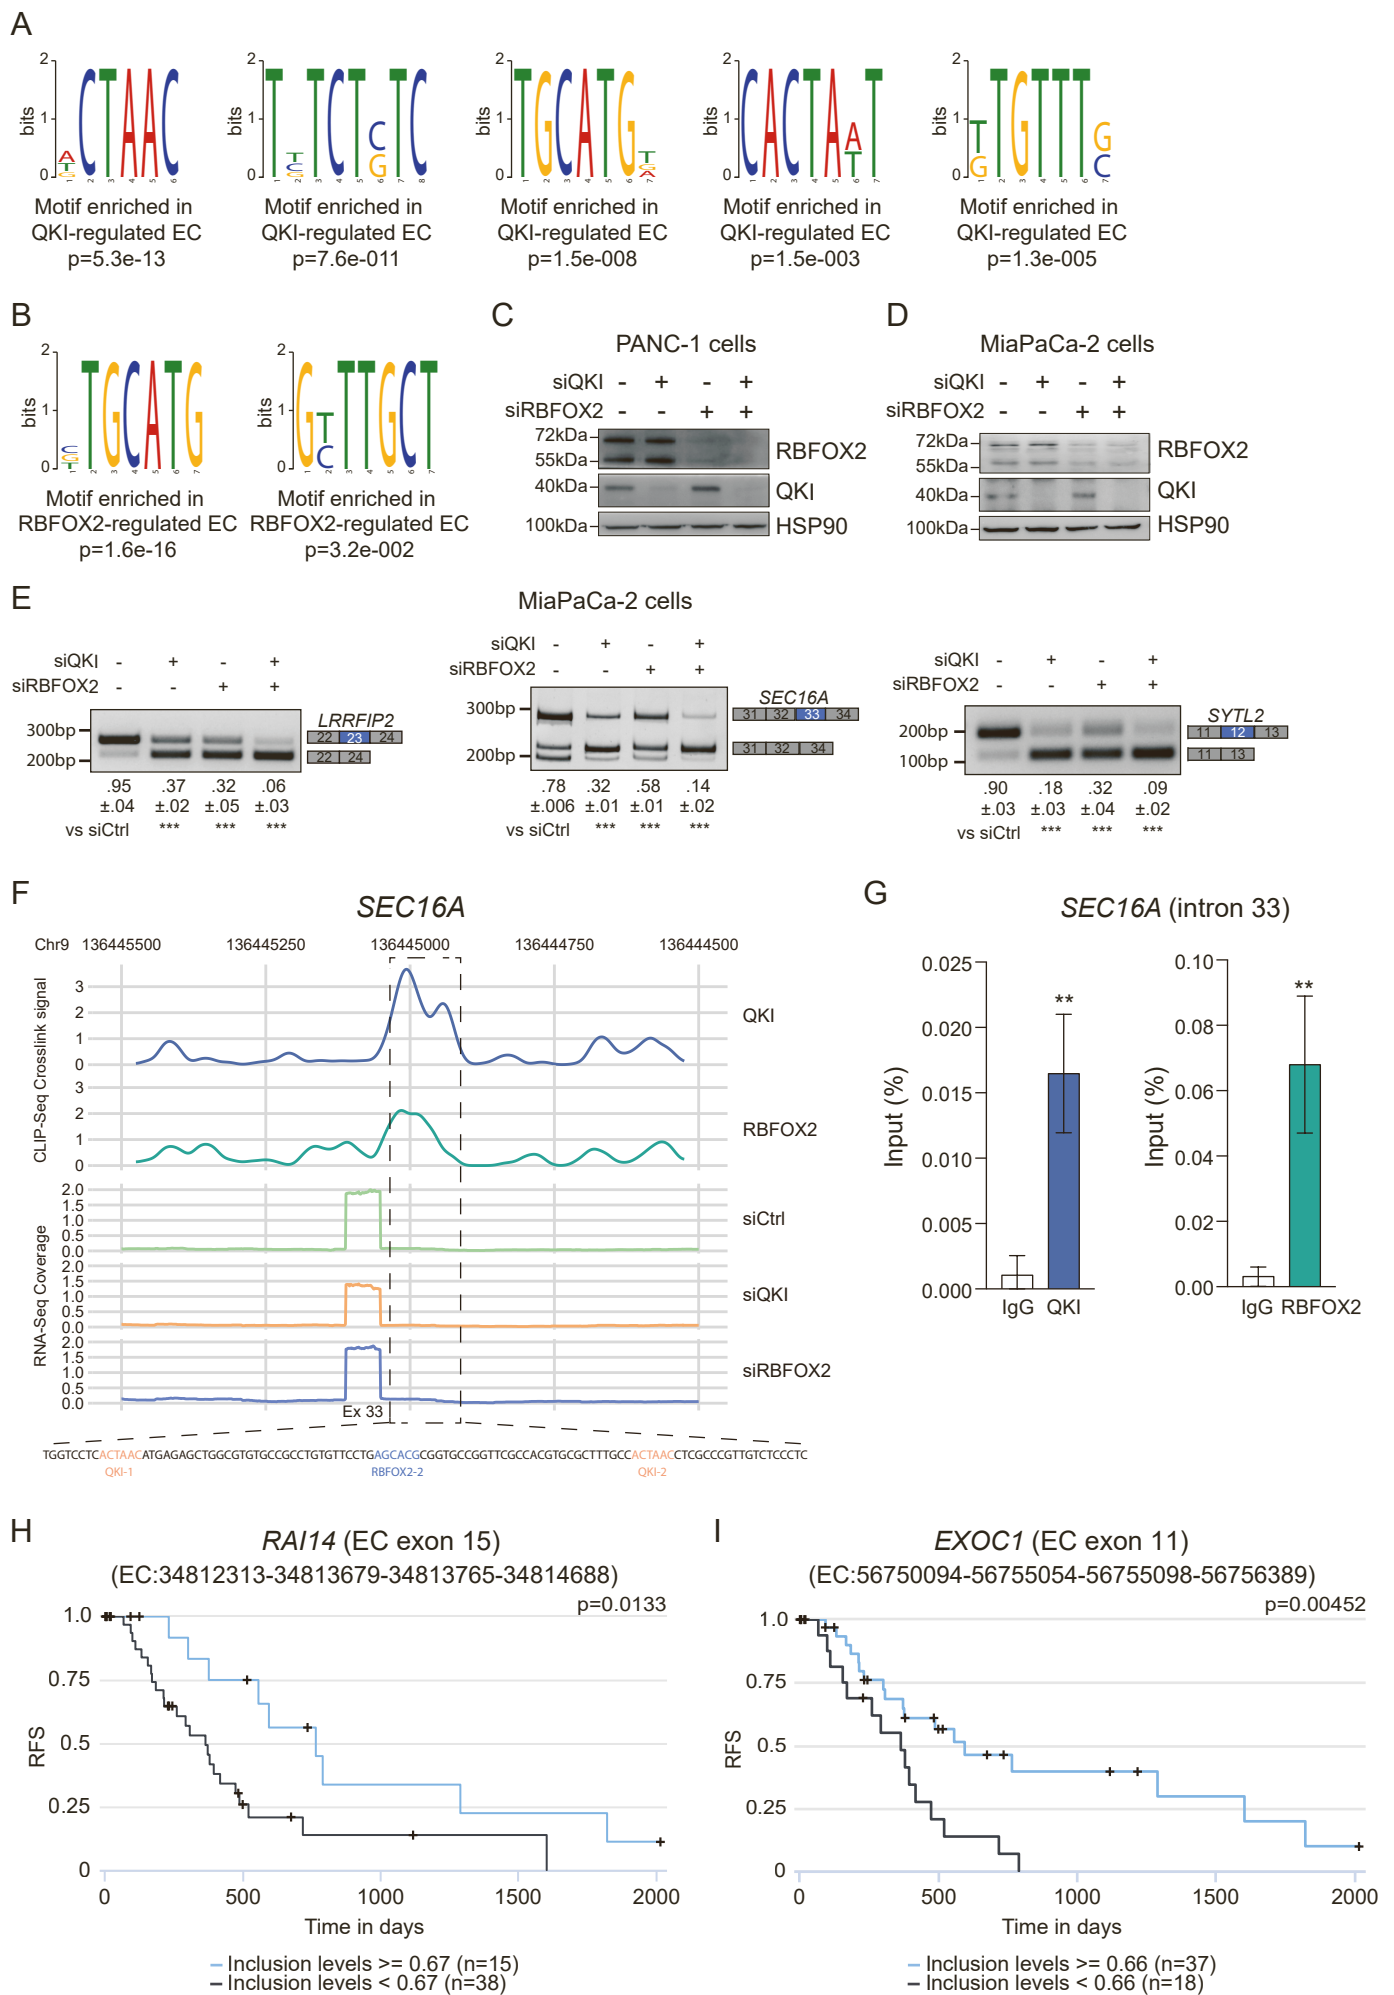

**Figure S5: QKI and RBFOX2 bind intron 33 of SEC16A. Related to Figures 4, 5 and 6.**

**A-B)** Logos representing the motifs significantly enriched in the regions flanking the ECs regulated by QKI (**A**) and RBFOX2 (**B**). **C-D)** Representative western blot analysis of the expression of RBFOX2 and QKI in PANC-1 and MiaPaCa-2 cells silenced or not for the indicated RBP. HSP90 was used as loading controls. **E)** Representative splicing assay (n=3) of the indicated basal-like ECs in MiaPaCa-2 cells silenced for QKI, RBFOX2 or both RBPs. Percentage of splicing inclusion  $\pm$  SD (n=3) of the indicated exons was evaluated by densitometric analysis. Statistical analysis was performed by Student's t-test; \*\*\*p<0.001. **F)** Line plot showing mean normalized read coverage in two replicates of QKI and RBFOX2 eCLIP-seq using ENCODE project (upper panel) and mean normalized read coverage in three replicates of siCtrl, siQKI and siRBFOX2 RNA-seq (bottom panel) in a region encompassing the exon 33 region of the *SEC16A* gene. QKI and RBFOX2 binding region is highlighted with the dashed lines, their binding sites are highlighted in orange (QKI) and blue (RBFOX2). **G)** CLIP assay of QKI and RBFOX2 performed in PANC-1 cells. Immunoprecipitation with control IgGs was performed as negative control. RNA associated with *SEC16A* was quantified by qPCR using primers located at the *SEC16A* exon 33-intron 33 boundary. Results are represented as percentage (%) of input (mean  $\pm$  SD of three biological replicates). Statistical analysis was performed by Student's t-test; \*\*p<0.01. **H-I)** Kaplan-Meier curve displaying the RFS of PDAC patients from the TCGA cohort segregated for inclusion (blue line) or skipping (black line) of the *RAI14* (**H**) and *EXOC1* (**I**) ECs.

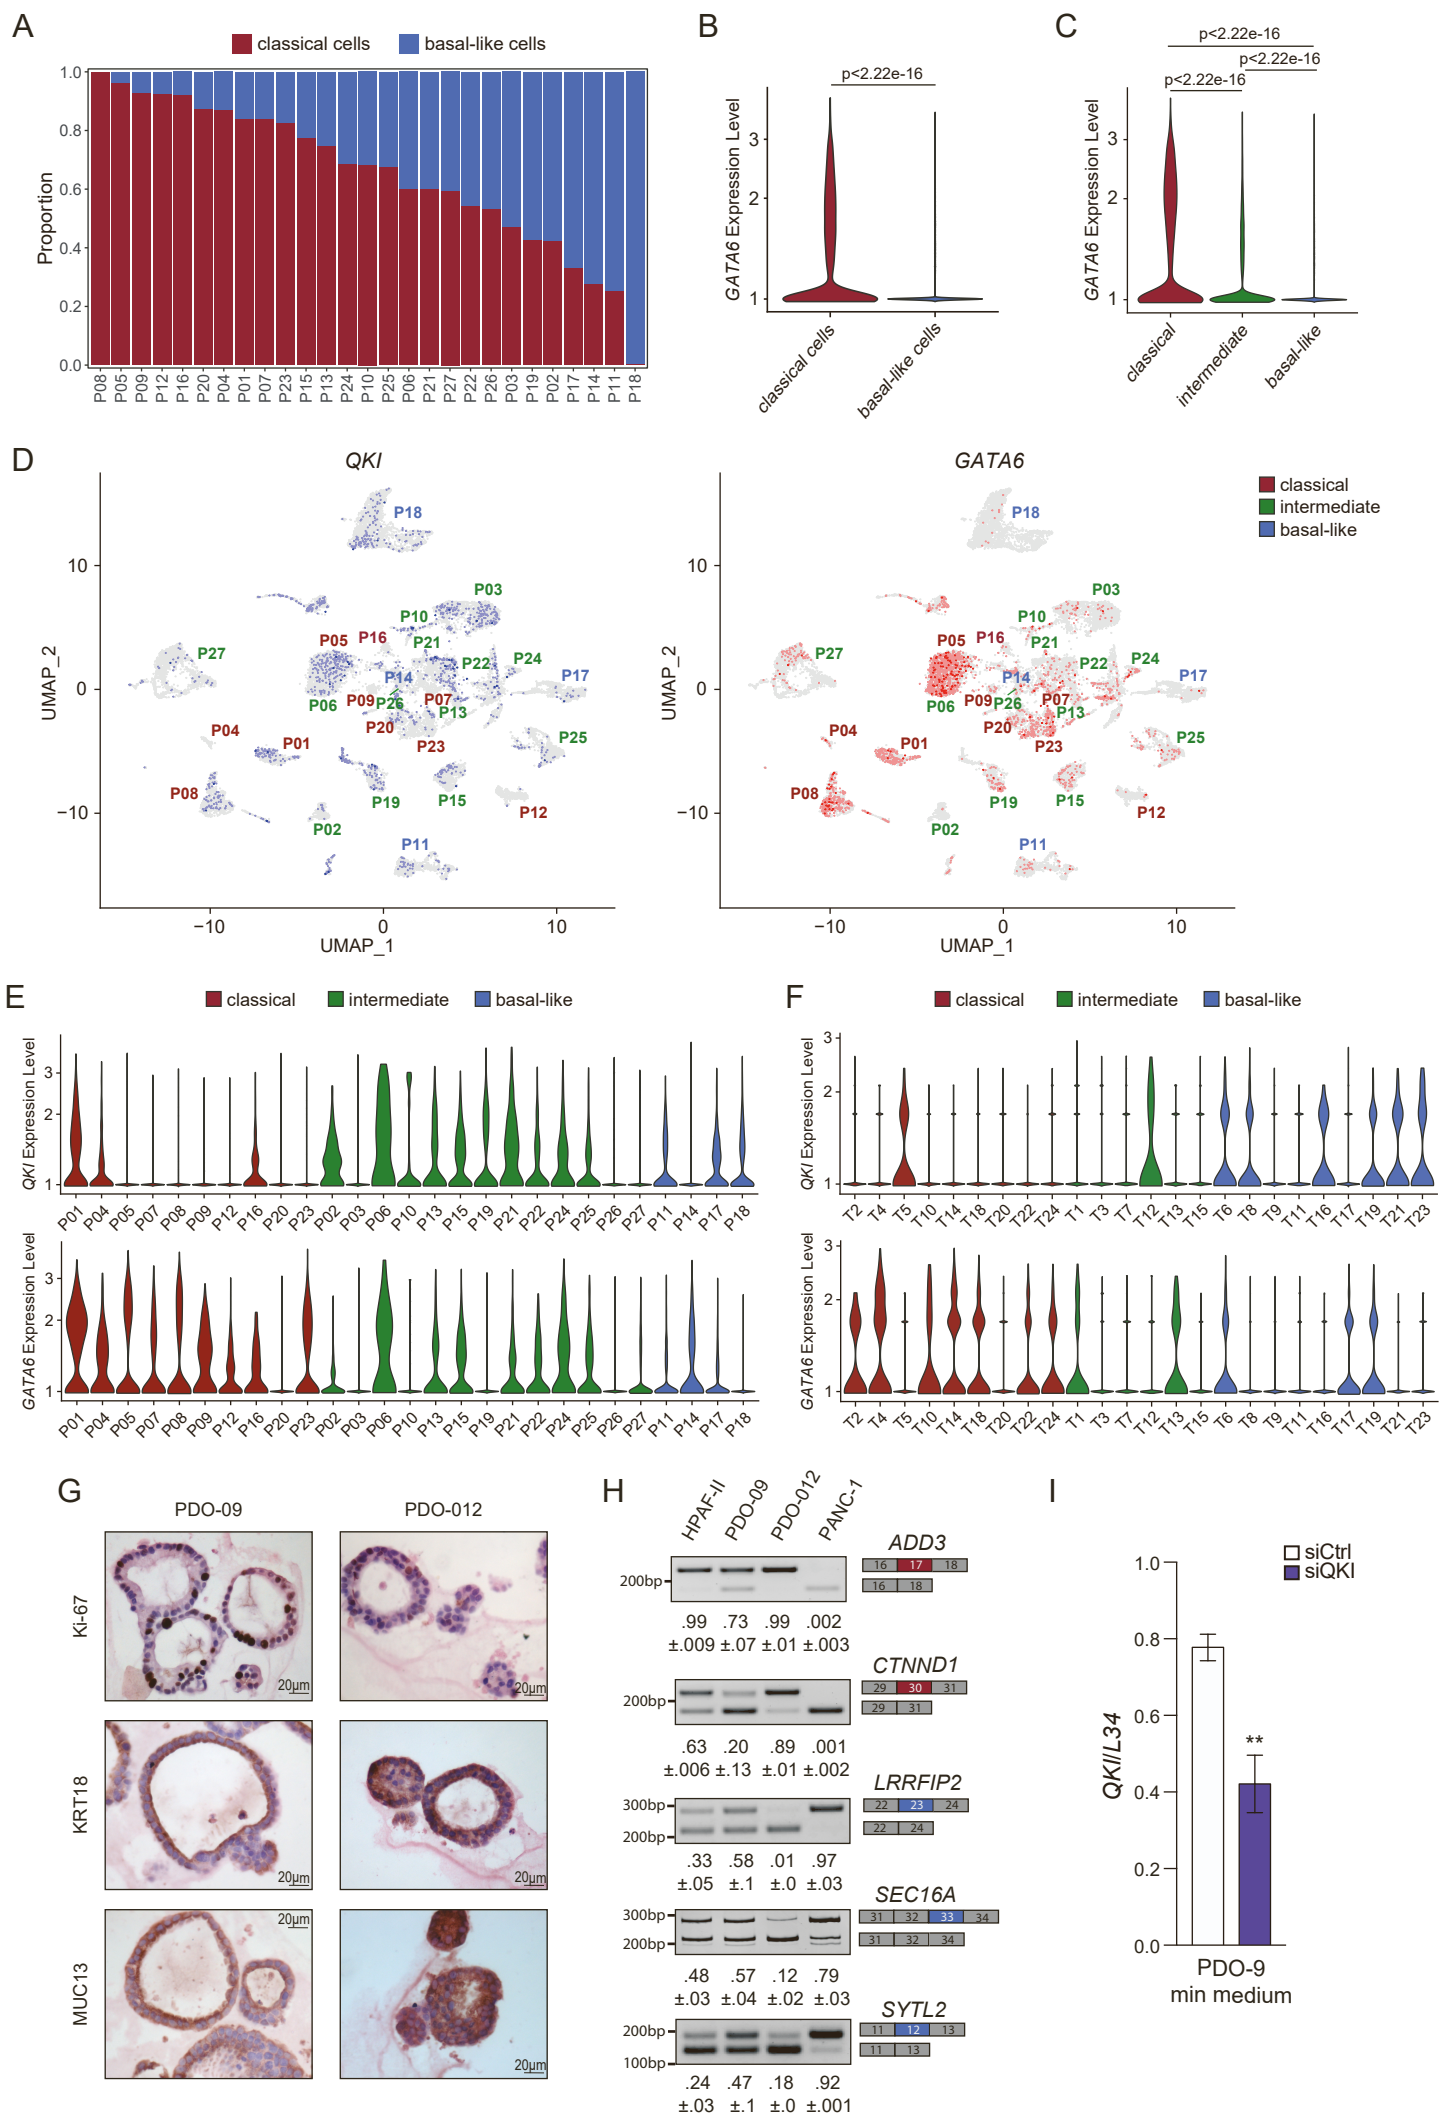

**Figure S6: Single cell analysis identifies QKI as a marker of the basal-like identity in PDAC and subtype-specific events are correlated with QKI expression in PDAC patient-derived organoids. Related to Figure 6.**

**A)** Proportion of classical and basal-like cells identified according to the Moffitt signature in PDAC samples from the GSE205013 dataset. **B)** Violin plot of the gene expression levels of GATA6 in classical and basal-like cell population as determined by single cell transcriptomic analysis (GSE205013). **C)** Violin plot showing of the gene expression levels of GATA6 in tumors that were classified as classical, intermediate and basal-like as determined by single cell transcriptomic analysis (GSE205013). **D)** UMAP overview of the QKI (left) and GATA6 expression (right) in PDAC samples that were classified as classical, intermediate and basal-like on the basis of single cell transcriptome analysis using the Moffitt signature (GSE205013). **E-F)** Violin plot of the gene expression levels of QKI and GATA6 in classical, intermediate and basal-like PDAC samples patients on single cell transcriptome analysis of the GSE205013 (**E**) and CRA001160 (**F**) datasets. **G)** IHC of Ki-67, KRT18 and MUC13 on PDAC PDO-9 and PDO-12. Scale bar=20µm. **H)** Splicing assays of *ADD3* (exon 17), *CTNND1* (exon 30), *LRRFIP2* (exon 23), *SYTL2* (exon 12) in two patient-derived organoids (PDO). For comparison the classical HPAF-II and the PANC-1 cell lines were also analyzed. **I)** qRT-PCR analysis of the expression level of QKI in PDO silenced or not for QKI.

A

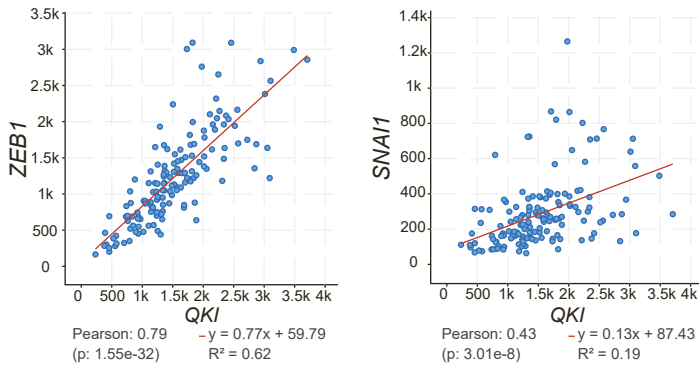

B

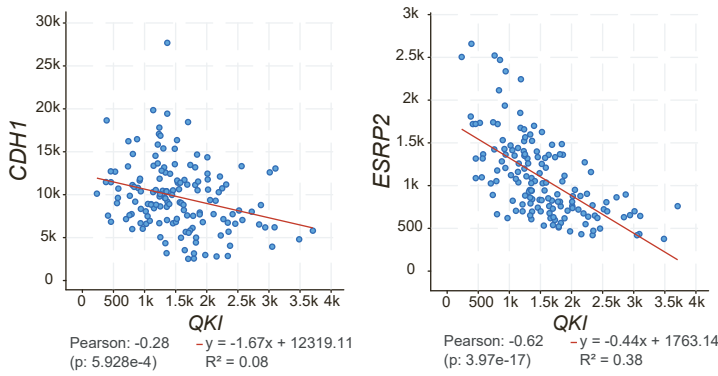

E

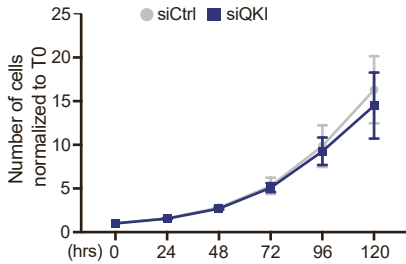

F

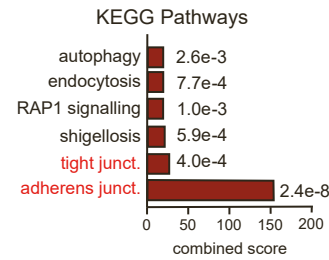

C

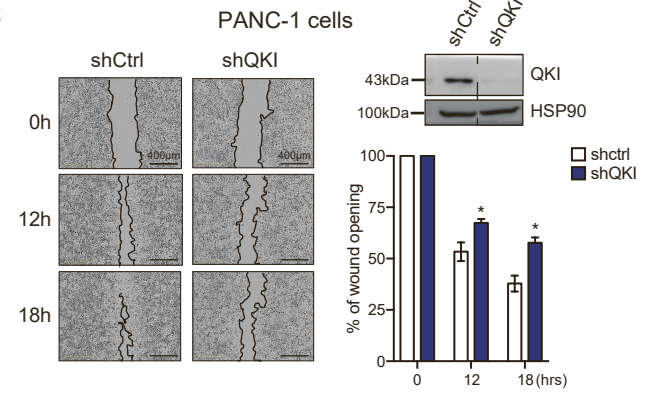

D

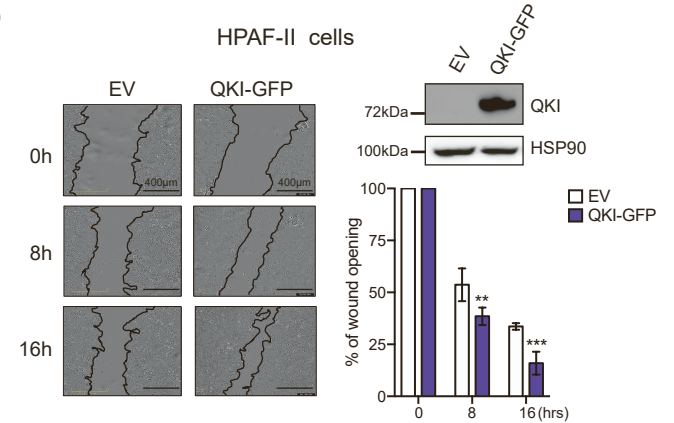

G

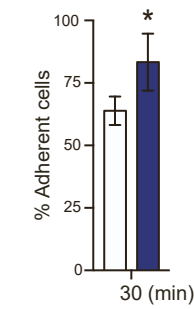

H

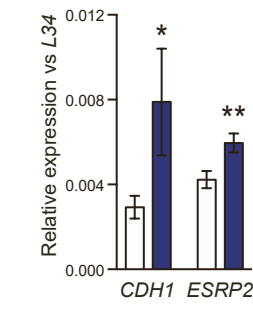

I

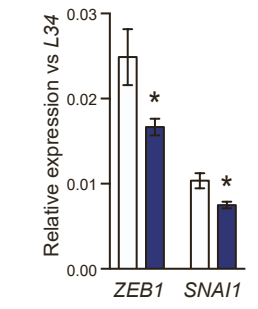

J

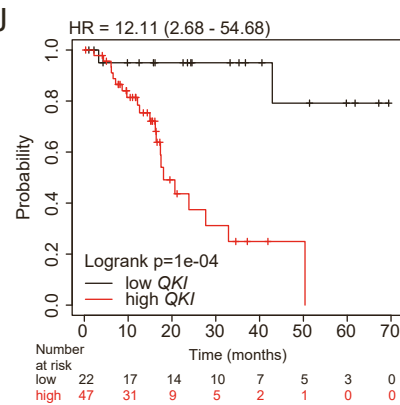

K

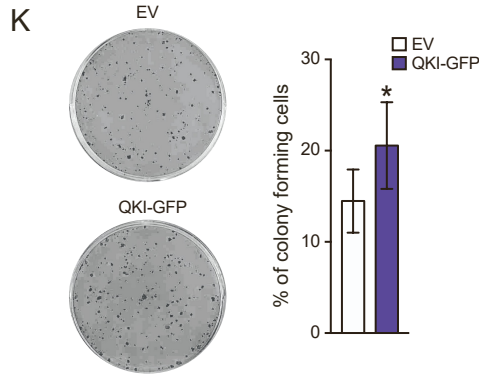

L

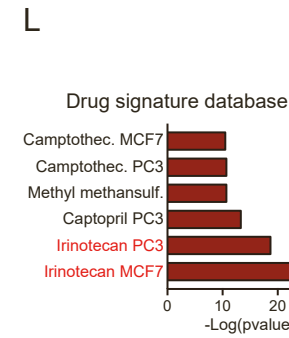

M

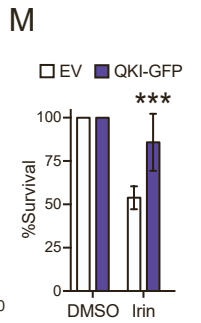

N

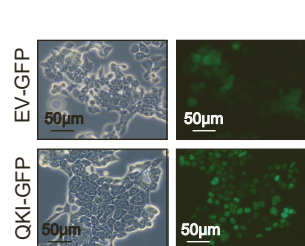

O

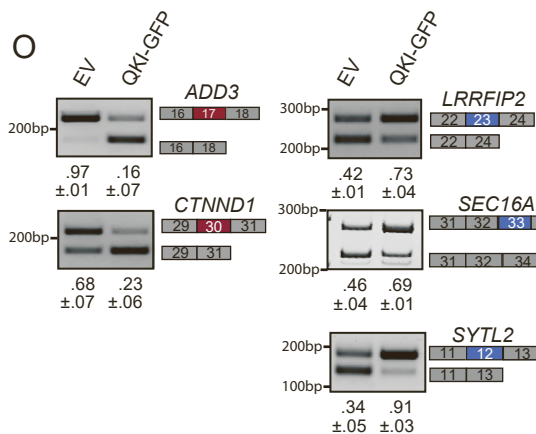

P

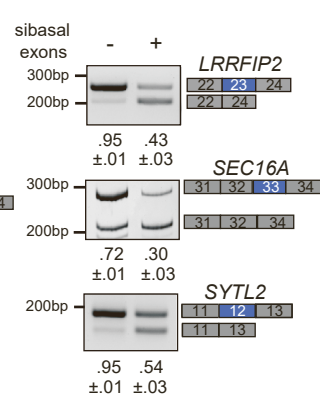

Q

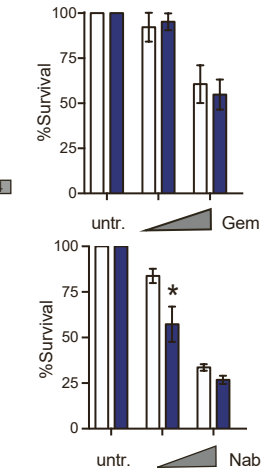

**Figure S7: QKI promotes the mesenchymal phenotype in PDAC cells. Related to Figure 7.**

**A-B)** Correlation analysis between the expression of *QKI* and that of pro-mesenchymal transcription factors *ZEB1* and *SNAIL* (**A**) and the epithelial markers *CDH1* and *ESRP2* (**B**) in PDAC samples from TCGA patients. **C)** Representative images of wound-healing assays in PANC-1 cells stably silenced for QKI. The histograms (right) report the quantification of the wound area (mean  $\pm$  SD, n=3). Statistical analysis was performed by Two-way Anova test; \*p<0.05. Western blot analysis to assess QKI silencing is shown above the histogram. Scale bar=400 $\mu$ m. **D)** Representative images of wound-healing assays in HPAF-II cells stably overexpressed QKI. The histograms (right) report the quantification of the wound area (mean  $\pm$  SD, n=3). Statistical analysis was performed by Two-way Anova test; \*\*p<0.01; \*\*\*p<0.001. Western blot analysis to assess QKI overexpression is shown above the histogram. Scale bar=400 $\mu$ m. **E)** Line graph showing growth of PANC-1 cells silenced or not for QKI. **F)** KEGG pathways analysis of the genes regulated by QKI at splicing level. **G)** Histogram reporting the percentage of adherent cells in PANC-1 silenced or not for QKI expression. Data are reported as the mean  $\pm$  S.D. of three independent experiments. Statistical analysis was performed by the Student's t-test; \*p<0.05. **H-I)** qRT-PCR showing the expression of the epithelial markers *CDH1*, *ESRP2* (**H**) and EMT-inducers *ZEB1*, *SNAIL* (**I**) in PANC-1 cells silenced or not for QKI (mean  $\pm$  SD, n=3). Statistical analysis was performed by using the Student's t-test (\*p<0.05; \*\*p<0.01). **J)** Kaplan-Meier curve displaying overall survival of TCGA PDAC patients exhibiting high (upper quartiles; red line) or low (lower quartiles; black line) expression of QKI. **K)** Representative image of the colonies formed by HPAF-II cells expressing (QKI-GFP) or not (empty vector, EV) QKI. Images were taken after 10 days from seeding. The histogram reports the percentage of seeded cells that formed colonies. Statistical analysis was performed by using the Student's t-test (\*p<0.05; \*\*p<0.01). **L)** Enrichment score in the Drug signature database for the genes regulated by QKI at splicing level. **M)** Histograms displaying the analysis of cell sensitivity performed by crystal violet in HPAF-II cells expressing QKI-GFP treated or not with 2 $\mu$ M Irinotecan for 6 days. \*\*\*p<0.001 (Student's t-test) **N)** Images of HPAF-II cells transfected with GFP only (EV) or QKI-GFP. Scale bar=50 $\mu$ m. **O)** RT-PCR analysis of the QKI-regulated subtypespecific *ADD3*, *CTNND1*, *LRRFIP2*, *SYTL2* and *SEC16A* splice variants in HPAF-II cells transfected with QKI-GFP. **P)** RT-PCR analysis of the *LRRFIP2*, *SYTL2* and *SEC16A* splice variants in PANC-1 cells silenced or not for the corresponding basal like events. **Q)** Histograms showing the analysis of cell sensitivity performed by crystal violet in PANC-1 cells silenced for QKI. Treatments were carried out for 6 days with increasing concentration of gemcitabine (10nM, 15nM) or nab-paclitaxel (30nM, 50nM), or untreated (untr.). Results represent the mean  $\pm$  SD of three experiments. Statistical analysis was performed by the Two-way ANOVA test (\*p<0.05).

# Supplementary material for: An alternative splicing signature defines the basal-like phenotype and predicts worse clinical outcome in pancreatic cancer
**Source:** Cell Rep Med. 2024 Feb 6;5(2):101411. doi: 10.1016/j.xcrm.2024.101411
**Supplement:** Document S2. Article plus supplemental information

# An alternative splicing signature defines the basal-like phenotype and predicts worse clinical outcome in pancreatic cancer

## Graphical abstract

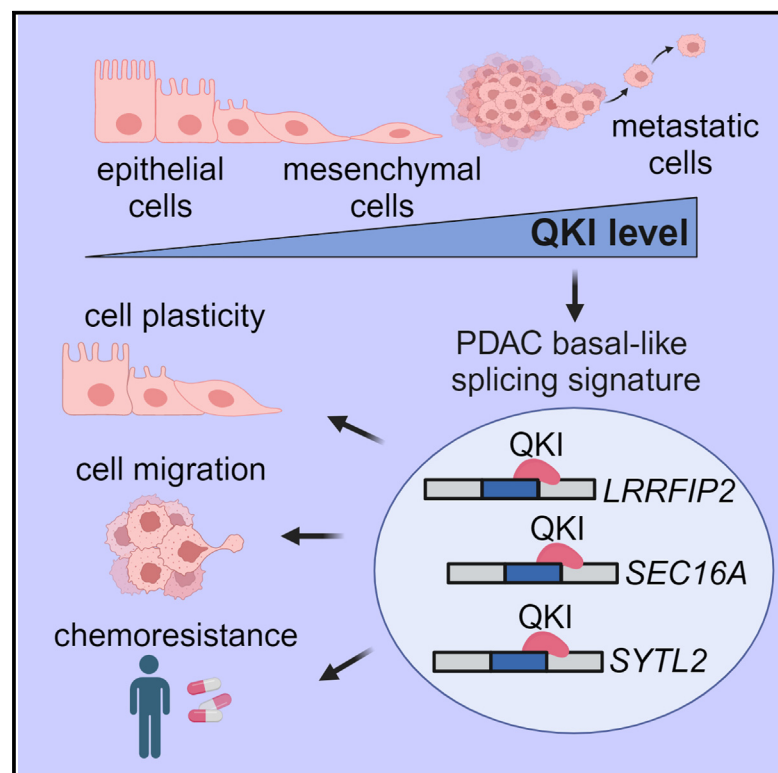

## Authors

Veronica Ruta, Chiara Naro, Marco Pieraccioli, ..., Alexander Kleger, Gabriele Capurso, Claudio Sette

## In brief

Ruta et al. uncover a splicing signature that identifies molecularly and clinically distinct PDAC phenotypes, highlighting the splicing factor QKI as a marker of the basal-like subtype. They further show that QKI establishes a quasi-mesenchymal splicing pattern contributing to chemoresistance and adaptability to environmental changes in PDAC cells and organoids.

## Highlights

- A splicing signature distinguishes the classical and basal-like PDAC subtypes
- The splicing factor QKI establishes the basal-like splicing signature
- QKI promotes a quasi-mesenchymal, plastic phenotype in PDAC cells
- The QKI-dependent splicing signature promotes resistance to mFOLFIRINOX in PDAC cells

## Article

# An alternative splicing signature defines the basal-like phenotype and predicts worse clinical outcome in pancreatic cancer

Veronica Ruta,<sup>1</sup> Chiara Naro,<sup>1,2</sup> Marco Pieraccioli,<sup>1,2</sup> Adriana Leccese,<sup>1</sup> Livia Archibugi,<sup>3</sup> Eleonora Cesari,<sup>2</sup> Valentina Panzeri,<sup>1</sup> Chantal Allgöwer,<sup>4</sup> Paolo Giorgio Arcidiacono,<sup>3,5</sup> Massimo Falconi,<sup>5,6</sup> Carmine Carbone,<sup>2</sup> Giampaolo Tortora,<sup>2,7</sup> Federica Borrelli,<sup>2</sup> Fabia Attili,<sup>2</sup> Cristiano Spada,<sup>2</sup> Giuseppe Quero,<sup>2,8</sup> Sergio Alfieri,<sup>2,8</sup> Claudio Doglioni,<sup>5,9</sup> Alexander Kleger,<sup>4,10</sup> Gabriele Capurso,<sup>3,5</sup> and Claudio Sette<sup>1,2,11,\*</sup>

<https://doi.org/10.1016/j.xcrm.2024.101411>

## SUMMARY

Pancreatic ductal adenocarcinoma (PDAC) is characterized by extremely poor prognosis. PDAC presents with molecularly distinct subtypes, with the basal-like one being associated with enhanced chemoresistance. Splicing dysregulation contributes to PDAC; however, its involvement in subtype specification remains elusive. Herein, we uncover a subtype-specific splicing signature associated with prognosis in PDAC and the splicing factor *Quaking* (QKI) as a determinant of the basal-like signature. Single-cell sequencing analyses highlight QKI as a marker of the basal-like phenotype. QKI represses splicing events associated with the classical subtype while promoting basal-like events associated with shorter survival. QKI favors a plastic, quasi-mesenchymal phenotype that supports migration and chemoresistance in PDAC organoids and cell lines, and its expression is elevated in high-grade primary tumors and metastatic lesions. These studies identify a splicing signature that defines PDAC subtypes and indicate that QKI promotes an undifferentiated, plastic phenotype, which renders PDAC cells chemoresistant and adaptable to environmental changes.

## INTRODUCTION

Pancreatic ductal adenocarcinoma (PDAC) is a lethal cancer, with 5-year survival of  $\approx 11\%$ . Surgery represents the most efficacious therapy for PDAC. However, only a minority of patients are eligible for it.<sup>1,2</sup> Notably, unresectable PDACs with similar radiologic stage and histopathological features can display either complete unresponsiveness or partial response to chemotherapy, which might allow subsequent surgical intervention.<sup>3</sup> Thus, identification of molecular features that distinguish tumors with different clinical course is of paramount importance to improve management of patients with PDAC and particularly of unresectable cases that face different clinical options.

An important advancement in the field was the identification of two main molecular PDAC subtypes named classical and basal-

like.<sup>4,5</sup> Classical PDACs express transcription factors involved in pancreas development, such as GATA6, and show improved response to mFOLFIRINOX (modified 5'-fluorouracil, leucovorin, irinotecan, oxaliplatin [mFOL]) treatment and a relatively better prognosis. By contrast, basal-like PDACs express markers of epithelial-to-mesenchymal transition (EMT) and are associated with worse chemotherapy response and prognosis.<sup>4,5</sup> More recently, single-cell transcriptomic analyses have indicated that most PDACs comprise cells of both molecular phenotypes, as well as intermediate cells that concomitantly express classical and basal-like features.<sup>6–8</sup> Clinical trials are currently assessing whether the knowledge achieved from transcriptome analyses of subtypes can effectively improve management of patients and constructively provide chemotherapeutic options.<sup>5</sup> Nevertheless, these high-throughput analyses are time consuming

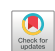

and costly, limiting the possibility of integrating them into clinical practice. Since the percentage of cells with a basal-like signature is correlated with the severity of prognosis,<sup>9</sup> identification of reliable markers of this subtype represents a priority for PDAC management. Indeed, while GATA6 level was reported as a valuable prognostic marker to identify patients with classical features who respond to mFOL,<sup>10</sup> similar markers for the basal-like subtype are lacking.

Splicing dysregulation is a key feature of human cancers and contributes to tumorigenesis.<sup>11,12</sup> Alternative exon splicing in pre-mRNA allows most human genes to encode for multiple proteins that can exhibit different functions.<sup>13,14</sup> Tumors often express unique and oncogenic splice variants,<sup>15</sup> which can be exploited as therapeutic targets<sup>11,12</sup> or might generate valuable neoepitopes for immunotherapy.<sup>16,17</sup> Furthermore, splicing signatures efficiently discriminate tumor subtypes and can help stratify patients with stronger prognostic and diagnostic power than canonical gene expression signatures.<sup>18</sup> Importantly, the mechanisms underlying splicing dysregulation represent a vulnerability that can be exploited by targeting the splicing machinery.<sup>11,12</sup> In this regard, PDAC-associated mutations were reported to synergize in tumorigenesis by globally altering the splicing program of the cell.<sup>19</sup> Moreover, splicing factors were recently shown to either promote the early events in pancreatic tumorigenesis<sup>20</sup> and resistance to chemotherapy<sup>21</sup> or to limit the metastatic potential of PDAC cells.<sup>22</sup> At the same time, pharmacologic inhibition of splicing negatively impacted PDAC progression.<sup>19,23</sup> Nevertheless, it is unknown whether PDAC subtypes express different splicing signatures and if splicing regulators or splice variants feature a powerful diagnostic and/or prognostic potential.

This study identifies a splicing signature that distinguishes PDAC subtypes. Subtype-specific splice variants are accurate survival predictors when considered in the total population of patients with PDAC, as well as within subtype homogeneous cohorts, indicating their power as biomarkers. Furthermore, we uncover the role of the splicing factor *Quaking* (QKI) as a determinant of the basal-like splicing signature. QKI controls a promesenchymal splicing program associated with migration and mFOL resistance in basal-like cells. Importantly, high QKI expression correlates with metastatic stage and poor outcome in PDAC. These findings reveal that QKI is a reliable basal-like marker and defines a subtype-specific splicing signature with prognostic potential in PDAC, which may allow more precise stratification of patients for the selection of the available clinical options.

## RESULTS

### A splicing signature distinguishing PDAC subtypes

To identify splicing signatures associated with PDAC molecular subtypes, we analyzed the transcriptome from TCGA samples selected for homogeneous representation of tumor cells.<sup>24</sup> Samples were classified as classical (n = 45) or basal-like (n = 32) according to their gene expression signatures.<sup>25,26</sup> Basal-like tumors were associated with worse prognosis with respect to classical tumors (Figure S1A). By using the *psichomics* tool,<sup>27</sup> we found 184 genes with up-regulated expression in basal-like tumors and 342 genes with predominant expression in classical

samples (fold change  $\geq 2$ ;  $p < 0.05$ ; Figure S1B; Table S1). In line with their worse prognosis, genes up-regulated in the basal-like samples were enriched in functional categories related to PDAC stemness, metastatic and aggressive behaviors,<sup>28</sup> like the WNT pathway, extracellular matrix organization, and migration (Figure S1C). Next, splice junction analysis highlighted 35 splicing events differentially regulated between classical and basal-like samples (Table S1), with exon cassette (EC) being the most represented pattern (71.4%; Figures 1A and 1B). Annotation of the splicing-regulated genes indicated a relationship with cancer-relevant processes,<sup>29</sup> such as cell adhesion, signal transduction, and metabolism (Figures 1C and 1D), suggesting the potential impact of these splicing switches on the PDAC phenotype.

### Subtype-specific splicing events segregate patients with PDAC that display different clinical courses

Given the prominent representation of EC events (Figure 1A), we interrogated this pattern in further analyses. Visual representation of the “percent of spliced in” (PSI) of six representative subtype-specific ECs illustrates the increased inclusion of “classical” exons (in *SEC31A*, *CTNND1*, and *ADD3* genes) in classical tumors and of “basal-like” exons (in *LRRFIP2*, *SEC16A*, and *SYTL2* genes) in basal-like tumors (Figures 1E and 1F). Inclusion of 13 subtype-specific ECs displayed a prognostic value upon examination in the entire TCGA cohort (n = 77). For instance, higher inclusion of individual classical ECs was sufficient to significantly segregate patients with longer relapse-free survival (Figures 1G and S1D), whereas inclusion of basal-like ECs was associated with worse prognosis (Figures 1H and S1E). Noteworthy, inclusion of the *ADAM15* and *SEC16A* EC events predicted better or worse prognosis, respectively, even within homogeneous classical or basal-like patients (Figures S1F and S1G). These results suggest the high prognostic potential of the subtype-specific splicing signature.

TCGA transcriptomic data refer to resected tumor samples. However, only a minority (<30%) of patients with PDAC are eligible for upfront surgery, due to the presence of advanced disease at diagnosis.<sup>1</sup> Thus, we sought to validate the prognostic value of subtype-specific splicing events in an independent cohort of patients that were not selected for disease stage. Samples were collected from 22 patients undergoing diagnostic biopsy by endoscopic ultrasound tissue acquisition (EUS-TA).<sup>30</sup> For these patients, the available follow-up data allowed direct comparison of molecular and clinical features (Table S2). Based on quantity and quality of the RNA, RNA sequencing (RNA-seq) analysis could be performed on 14 samples. By applying the PURIST algorithm,<sup>26</sup> only patient 78 was classified as basal-like, while the others were all classical tumors (Figures S1H and S1I). Interestingly, RT-PCR analysis of the *ADAM15* and *SEC16A* ECs confirmed their prognostic value also in this smaller, unselected cohort. As predicted from TCGA data analysis, inclusion of *ADAM15* exon 22 was correlated with survival and better prognosis, regardless of the subtype (Figures 2A–2C), whereas inclusion of the basal-like EC in *SEC16A* significantly correlated with worse overall survival (Figures 2D–2F). Notably, the basal-like patient (#78) displayed the lowest PSI for *ADAM15* exon 22 (Figure 2B) and one of the highest for *SEC16A* exon 33 (Figure 2E). These observations indicate that

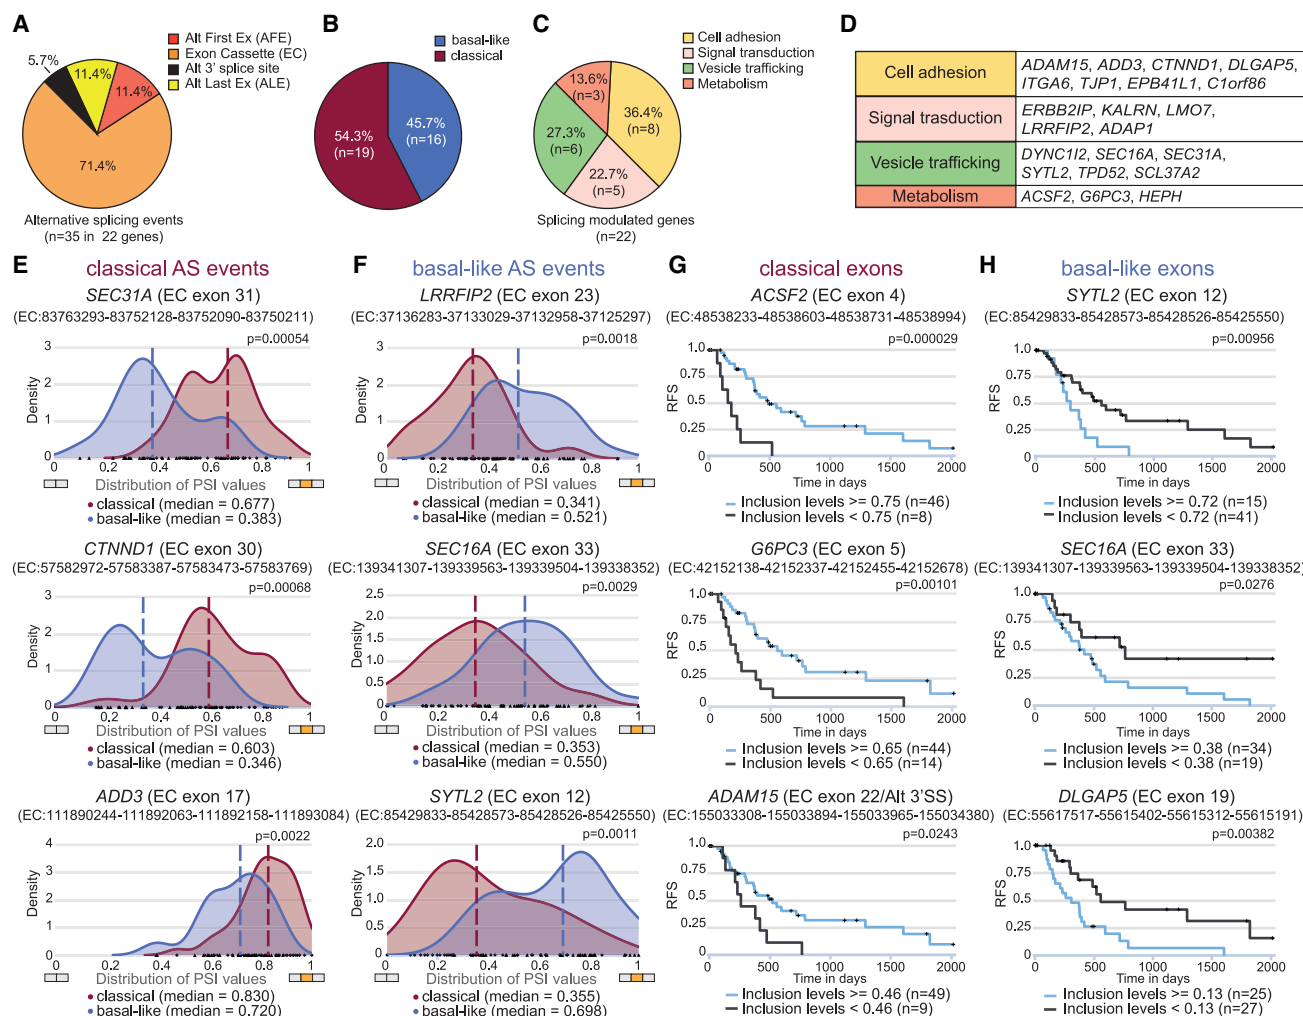

**Figure 1. Identification of the PDAC subtype-specific splicing signature**

(A–C) Pie charts of splicing patterns differentially regulated in classical vs. basal-like PDAC subtypes (A), splicing events up-regulated in classical or basal-like tumors (B), and biological processes of splicing-regulated genes (C).

(D) List of the splicing-regulated genes.

(E and F) PSI distribution of “classical” exons in the *SEC31A*, *CTNND1*, and *ADD3* genes and of “basal-like” exons in the *LRRFIP2*, *SEC16A*, and *SYTL2* genes in TCGA PDAC samples. The regulated EC is shown in orange in the x axis. Statistical analyses of splicing regulation ( $|\Delta \text{median PSI}| \geq 0.1$  and false discovery rate [FDR]  $\leq 0.01$ ) was performed by the Wilcoxon rank-sum test with Benjamini-Hochberg (FDR) adjustment.

(G and H) Kaplan-Meier curves of relapse-free survival (RFS) of patients with PDAC segregated for inclusion (blue line) or skipping (black line) of classical (G) and basal-like (H) exons. Type of event, regulated exon(s), and genomic coordinates of the regulated exon(s) and of the flanking splice sites are indicated.

See also Figure S1 and Table S1.

the splicing signature allows for reliable identification of molecularly and clinically distinct PDAC subtypes.

### Select RNA-binding proteins determine the PDAC subtype-specific splicing signature

Alternative splicing is modulated by sequence-specific RNA-binding proteins (RBPs) that act in a cell- and tissue-specific fashion.<sup>13,31,32</sup> To identify RBPs that establish the subtype-specific splicing signature, we interrogated the relation between their expression and the inclusion of differentially regulated exons in TCGA PDAC samples. Eight RBPs significantly correlated with  $\geq 30\%$  of the subtype-specific splicing events

(Figure 3A; Table S3). RBM47, RAVR2, A1CF, and ESRP2 positively correlated with GATA6 and were expressed at significantly higher level in classical tumors (Figures 3B, S2A, and S2C), whereas RBMS1/2, QKI, and RBFOX2 were inversely correlated with GATA6 and were expressed at higher levels in basal-like tumors (Figures 3B, S2B, and S2D).

To assess whether these RBPs are involved in the regulation of the identified splicing signature, we employed PDAC cell lines that are representative of classical and basal-like tumors.<sup>33,34</sup> Coherently with our computational analysis in PDAC samples, classical cells (HPAF-II, Capan-1) showed higher inclusion of classical exons, whereas basal-like cells (PANC-1, MiaPaCa-2)

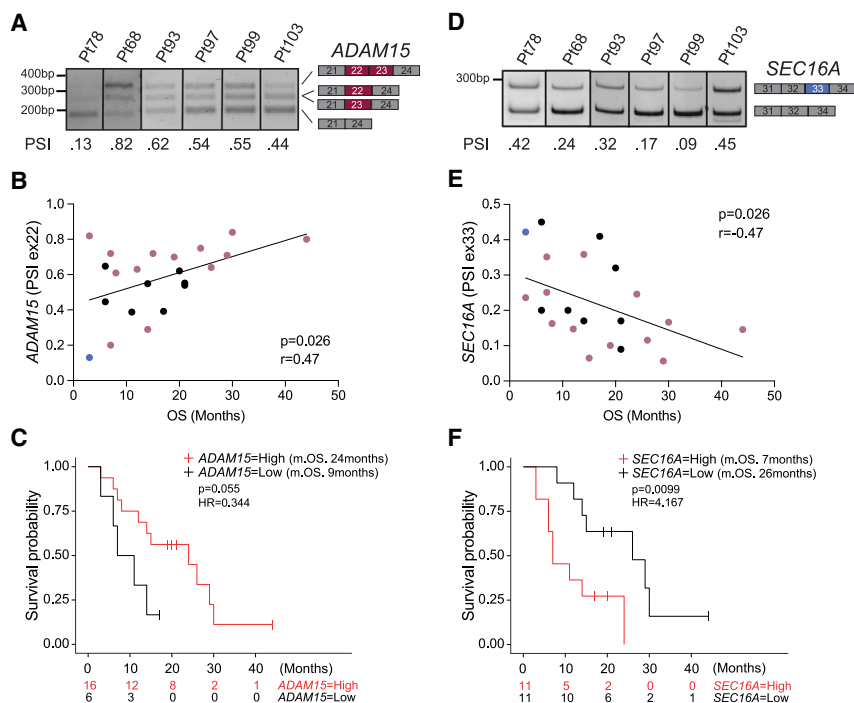

**Figure 2. Inclusion of the ADAM15 and SEC16A ECs is associated with prognosis in unselected patients with PDAC**

(A) Representative splicing assays of the ADAM15 EC in PDAC samples.

(B) Pearson's correlation analysis between the ADAM15 exon 22 PSI and overall survival (OS) in unselected patients with PDAC (n = 22). The blue and pink dots correspond to, respectively, basal-like and classical samples identified by RNA-seq (Figure S2). Black dots correspond to non-sequenced samples.

(C) Kaplan-Meier curve displaying the OS of patients with PDAC exhibiting high (red) or low (black) inclusion levels of ADAM15 exon 22 (m.s., median survival).

(D) Representative splicing assays of the SEC16A EC in PDAC samples.

(E) Pearson's correlation analysis between the PSI of SEC16A exon 33 and OS in unselected patients with PDAC (n = 22).

(F) Kaplan-Meier curve displaying OS of patients with PDAC exhibiting high (red) or low (black) inclusion levels of SEC16A exon 33.

See also Figure S1 and Table S2.

displayed increased inclusion of basal-like exons (Figures S3A and S3B). Quantitative real-time PCR (real-time qPCR) analyses indicated that Capan-1 cells express high levels of most of these RBPs, whereas the other cell lines were more representative of what was observed in patients with PDAC (Figure S3C). RBM47 was significantly more expressed in HPAF-II cells than in basal-like cells, while ESRP2 was similarly expressed in HPAF-II and PANC-1 cells but was not expressed in MiaPaCa-2 cells (Figure 3C). By contrast, RAVR2, which associates with the classical subtype in patients, was more expressed in basal-like cells (Figure 3C). A1CF expression was not detected. On the other hand, with the exception of RBMS2, all basal-like RBPs were expressed at higher level in PANC-1 and MiaPaCa-2 cells with respect to HPAF-II cells (Figure 3C).

Knockdown of RBM47 in HPAF-II cells was sufficient to repress the inclusion of classical ECs, whereas depletion of either RAVR2 or ESRP2 was ineffective (Figures 3D and S3D). Depletion of QKI and, to a lesser extent, RBFOX2 caused significant skipping of the basal-like ECs in both basal-like cell lines (Figures 3E and S3E–S3G). Moreover, we confirmed a higher expression of QKI protein in basal-like cells and of RBM47 in HPAF-II cells. Two RBFOX2 protein isoforms (p55 and p70) were detected in all cell lines, with expression of p55 being slightly up-regulated in PANC-1 and that of p70 in MiaPaCa-2 cells (Figure S4A). These results indicate that RBM47, QKI, and, possibly, RBFOX2 contribute to the establishment of the PDAC subtype-specific splicing signature.

#### QKI and RBFOX2 orchestrate a widespread splicing program in basal-like PDAC cells

The basal-like subtype features sturdy malignancy, resistance to chemotherapy, and poor clinical outcome.<sup>9,10,26</sup> Thus, we

sought to address the potential role of QKI and RBFOX2 as determinants of the basal-like phenotype. These RBPs play a role in both nuclear and cytoplasmic RNA processing events.<sup>35,36</sup> However, basal-like cells prevalently express the nuclear QKI-5 isoform, which is involved in splicing regulation, with respect to the cytoplasmic isoforms QKI-6/7<sup>35</sup> (Figures S4B and S4C). RBFOX2 was also prevalently nuclear in basal-like cells (Figure S4C). Since PANC-1 cells displayed higher expression levels of QKI and RBFOX2 with respect to MiaPaCa-2 cells (Figure 3C), we employed this cell line for further studies. RNA-seq analyses showed that QKI knockdown affected splicing of 4% of the genes expressed in PANC-1 cells (665 events in 499 genes), while RBFOX2 silencing was associated with 413 splicing events in 348 genes (3% of expressed genes; Figures 4A–4C; Tables S4). Knockdown of both RBPs mainly impacted ECs, which represented ~50% of all regulated events (Figure 4C). We found a large (n = 98) and highly significant (p = 2.8e–40) overlap between the splicing events regulated by QKI and RBFOX2 (Figure 4D). Moreover, all common events were regulated in the same direction upon silencing of either RBP (Figure 4E), as was also observed for the basal-like ECs (Figure 3E).

RBPs regulate splicing by directly binding to target exons or their flanking introns.<sup>13,31</sup> An unbiased search for the most enriched sequence elements identified the (A/T/G)CTAAC motif in proximity to the QKI-regulated exons (exon ± 250 bp) with respect to constitutive exons (Figure S5A) and non-regulated (reference) ECs (Figure 4F). Computational analyses confirmed that this motif is highly homologous to the QKI binding site (Figure 4F).<sup>37</sup> Likewise, the RBFOX motif TGCATG<sup>38</sup> was significantly enriched in RBFOX2-regulated ECs with respect to both constitutive exons (Figure S5B) and reference ECs (Figure 4F). The proportion of these motifs was increased in proximity to exons regulated by these RBPs (Figures 4G and 4H). In line with their positional effect on splicing regulation,<sup>39,40</sup> both motifs

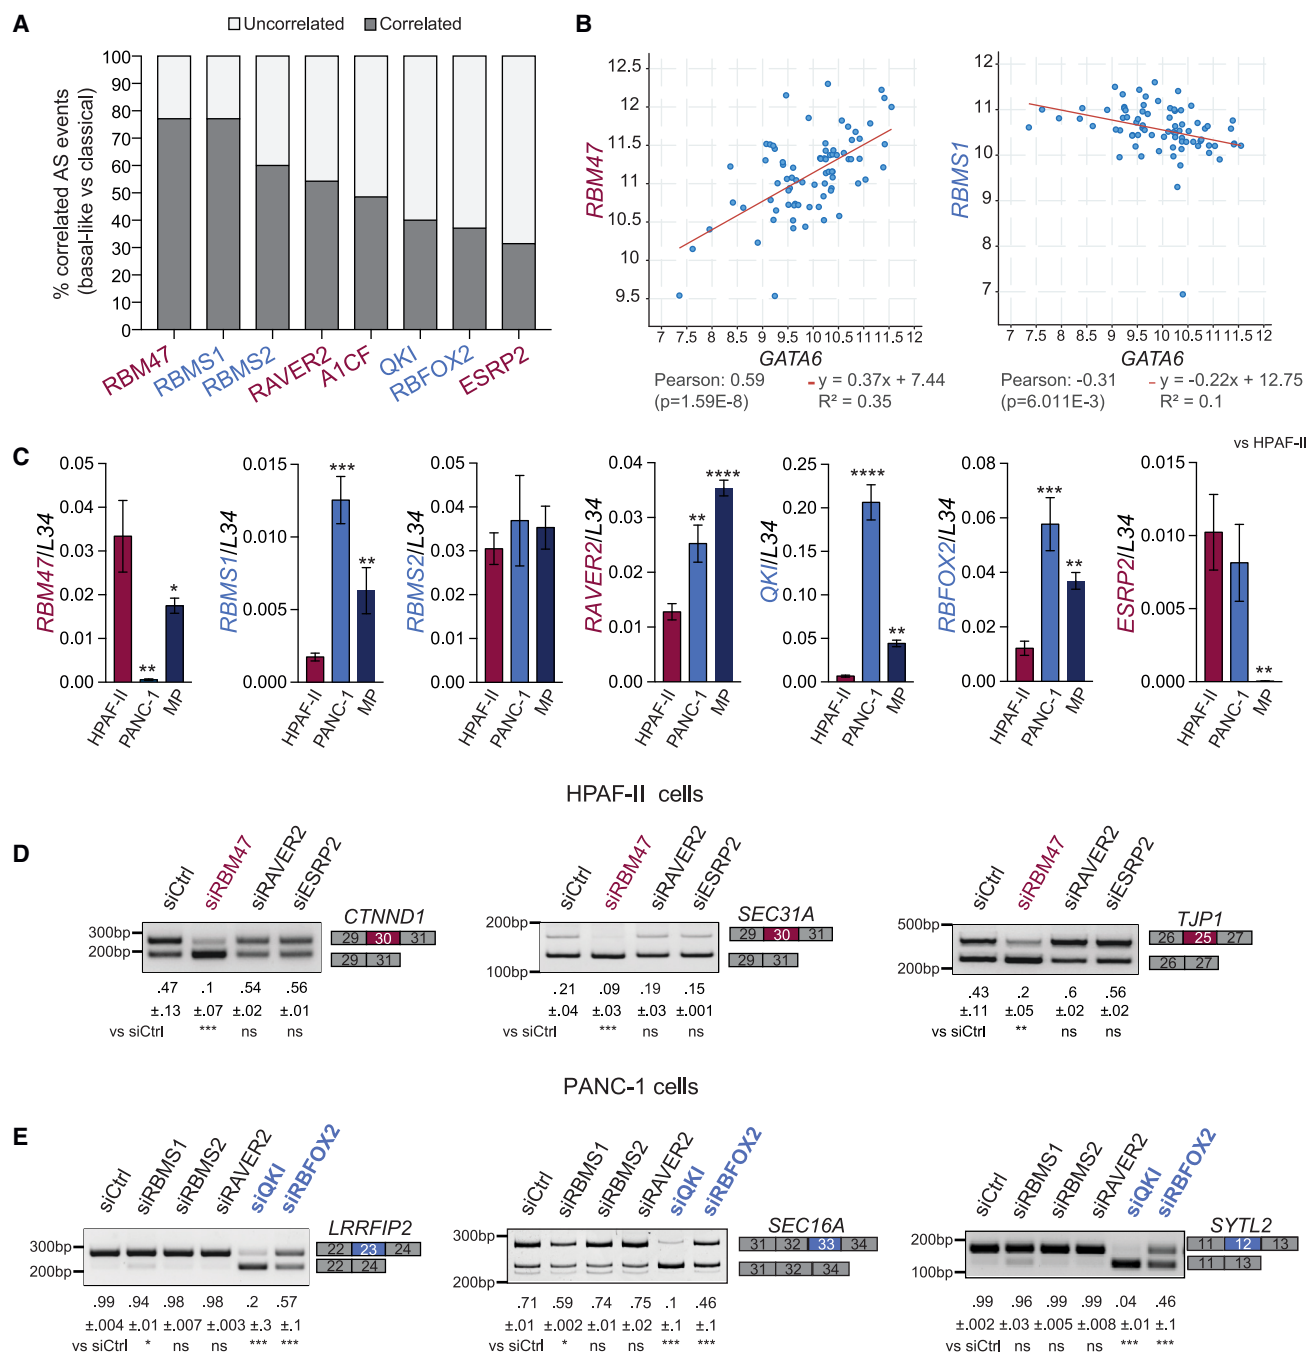

**Figure 3. Identification of RBPs involved in the establishment of the subtype-specific splicing signature**

(A) Percentage of the subtype-specific splicing events that correlate to the indicated RBPs. RBPs expressed at higher levels in classical tumors are listed in red; those expressed at higher levels in basal-like tumors are listed in blue.

(B) Correlation analysis between the expression of GATA6 and that of RBM47 or RBMS1.

(C) Quantitative real-time PCR (real-time qPCR) analysis of RBP expression in PDAC cell lines.

(D and E) Representative splicing assay ( $n = 3$ ) after silencing RBPs in HPAF-II (D) or PANC-1 (E) cells.

(C–E) Mean  $\pm$  standard deviation (SD) of three independent experiments. Student's  $t$  test; \*\*\* $p = 0.001$ .

See also [Figures S2–S4](#) and [Table S3](#).

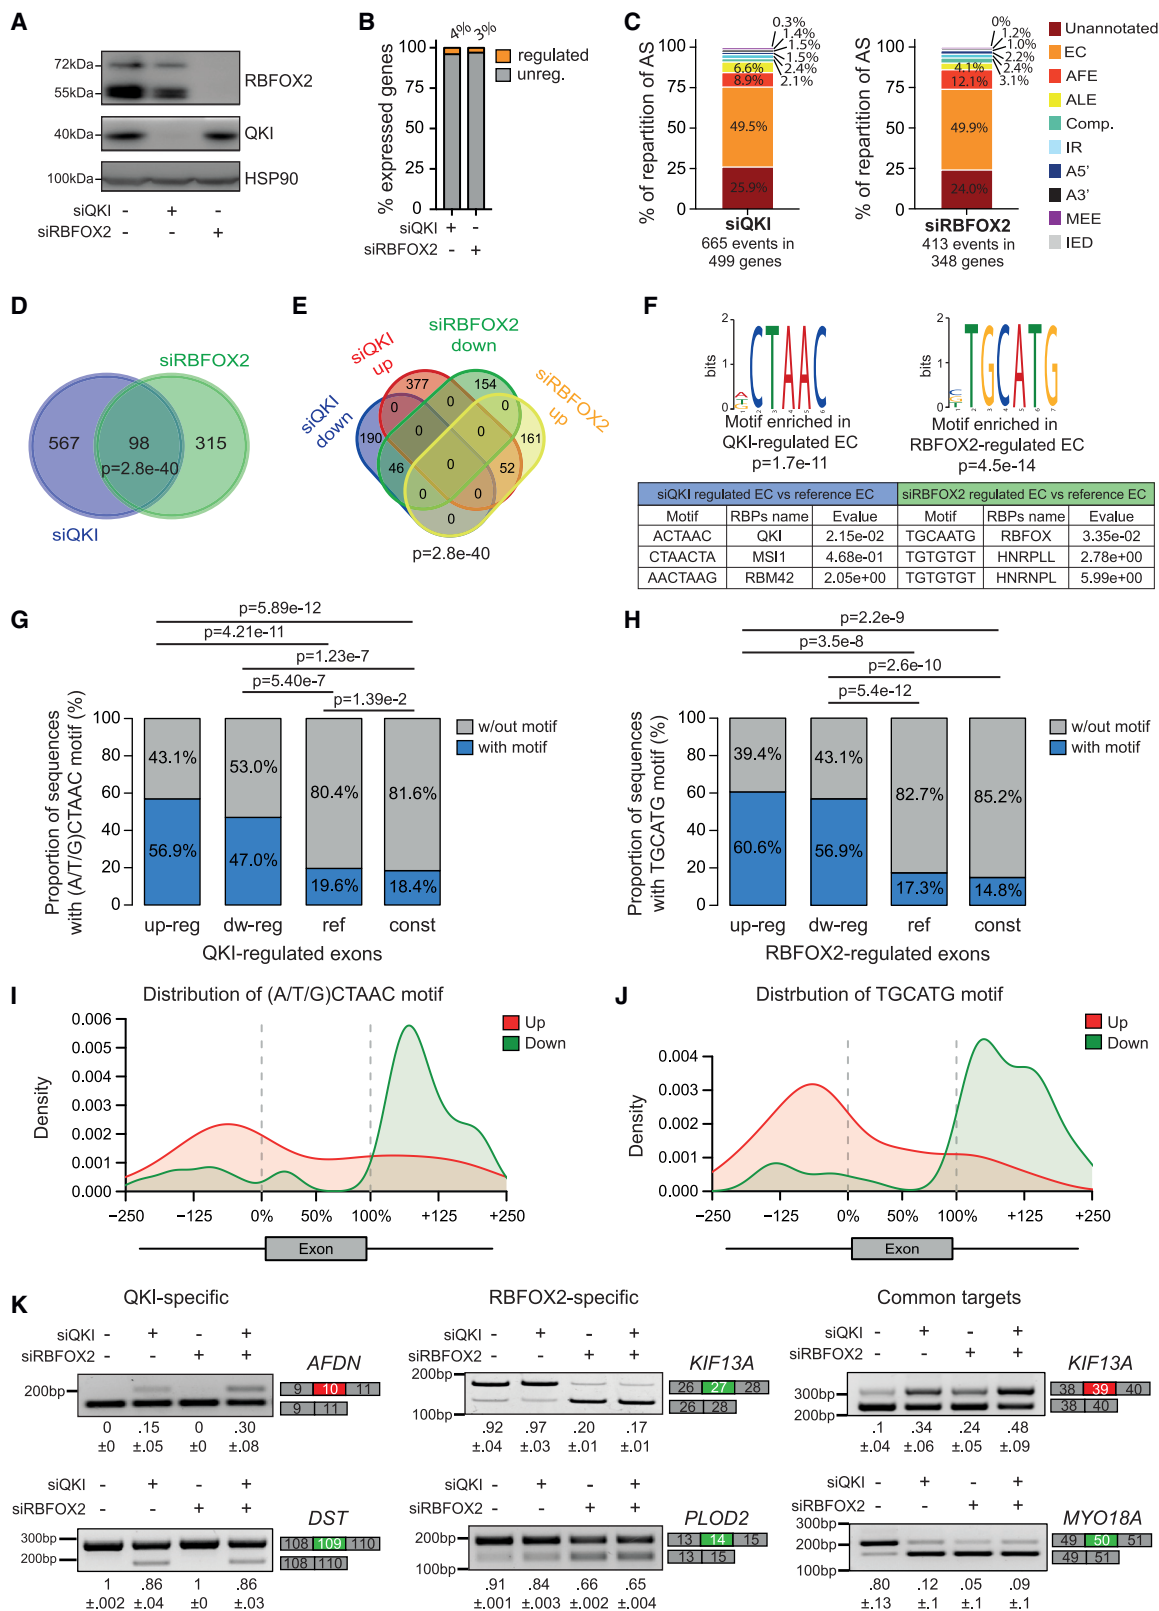

(legend on next page)

were enriched upstream or within the repressed exons (i.e., up-regulated upon RBP knockdown) and downstream of exons whose splicing was induced by them (i.e., down-regulated upon RBP knockdown) (Figures 4I and 4J). RT-PCR analysis of selected genes validated the reliability of the bioinformatics analyses, confirming the specificity of QKI- (*AFDN* exon 10, *DST* exon 109) and RBFOX2-regulated (*KIF13* exon 27, *PLOD2* exon 14) events (Figure 4K), as well as the effect of both RBPs on events that were predicted to be common targets (Figure 4K).

### QKI is the main regulator of the basal-like splicing signature

QKI depletion was sufficient to modulate 32% of the subtype-specific splicing events that occur in PANC-1 cells, whereas RBFOX2 knockdown exerted a more limited impact (17.8% of events). Moreover, all the RBFOX2-regulated exons were also influenced by QKI (Figure 5A; Table S4). In line with this latter observation, the RBFOX binding motif was significantly enriched among the QKI-regulated ECs (Figure S5A). Furthermore, as exemplified by the basal-like *LRRFIP2*, *SEC16A*, and *SYTL2* ECs, depletion of QKI exerted a stronger effect than RBFOX2, while their combined knockdown only mildly increased the effect of QKI depletion (Figures 5B and S5C–S5E). To further dissect the contribution of these RBPs to the basal-like signature, we focused on *SEC16A* exon 33, which associates with poor prognosis in patients with PDAC (Figures 1H and 2F). Inspection of the sequences flanking the EC highlighted two putative binding sites for QKI (ACTAAC) located 22 and 95 bp downstream of the 5' splice site, respectively (Figure 5C). We also identified a putative binding site for RBFOX2 (TGCATG) 44 bp upstream of the 3' splice site and a less conserved (AGCACG) motif 60 bp downstream of the 5' splice site (Figure 5C). Data from crosslink immunoprecipitation (CLIP)-seq experiments confirmed binding of QKI to both putative binding sites and of RBFOX2 to the less conserved site 2 (Figure S5F). Accordingly, CLIP assays in PANC-1 cells confirmed binding of QKI and RBFOX2 to the proximal part of intron 33 (Figure S5G).

To investigate the relative contribution of these binding sites to splicing regulation, we constructed a minigene encompassing the *SEC16A* genomic region from exons 32 to 34 (Figure 5D). Transfection of the *SEC16A* minigene in PANC-1 cells recapitu-

lated the splicing pattern of the endogenous gene, with exon 33 being preferentially included (Figure 5D). QKI depletion strongly repressed exon 33 inclusion, while knockdown of RBFOX2 exerted a much milder effect, and combined depletion of the two RBPs caused almost complete skipping of the exon (Figure 5D). Moreover, mutation of the proximal QKI binding site in intron 33 (site 1) completely abolished exon 33 inclusion, whereas mutation of distal site 2 or of the two RBFOX2 binding sites exerted, respectively, milder or no effects (Figures 5E and 5F). These results support the prominent role played by QKI in the establishment of the basal-like splicing signature.

### QKI represses the classical splicing signature and associates with the basal-like phenotype

Most of the subtype-specific exons regulated by QKI were classified as classical in our analysis (Figure 6A; Table S4). As exemplified by the *ADD3* and *CTNND1* ECs, QKI repressed these classical exons in basal-like cells, and its depletion restored the splicing pattern observed in classical cells (Figure 6B). Although the *ADD3* EC was predicted to be also a target of RBFOX2 (Table S4), its repressive effect was weaker than that of QKI (Figure 6B).

To address whether QKI globally impacted on the subtype identity of PDAC cells, we compared the transcriptome of HPAF-II and PANC-1 cells. We found a highly significant ( $n = 112$ ;  $p = 2.61 \times 10^{-34}$ ) overlap between the ECs differentially regulated in these two cell lines (Table S5) and those regulated by QKI (Figures 6C; Table S4). QKI depletion promoted the classical pattern for most of these common EC events (>90%; Figure 6D). RT-PCR analysis confirmed that the *ESYT2*, *RAI14*, and *EXOC1* ECs were more included in classical cells with respect to basal-like cells. Furthermore, QKI depletion in basal-like cells was sufficient to induce the classical splicing pattern (Figure 6E), supporting its key role in establishing the subtype-specific splicing signature. As shown for the *RAI14* and *EXOC1* ECs, higher inclusion of some QKI-repressed classical exons predicted better prognosis (Figures S5H and S5I), further highlighting the clinical relevance of the QKI-dependent splicing program.

Next, to test whether QKI represents a valuable marker of the basal-like identity, we analyzed single-cell transcriptomic data from 27 PDAC samples.<sup>8</sup> Clustering analyses of gene expression

### Figure 4. Transcriptome analysis of PANC-1 cells depleted of QKI or RBFOX2

- (A) Western blot analysis of QKI and RBFOX2 in PANC-1 cells transfected with the corresponding small interfering RNAs (siRNAs) (48 h).  
 (B) QKI or RBFOX2 splicing-regulated genes represented as percentage (orange) of total genes expressed in PANC-1 cells.  
 (C) Percentage of the indicated splicing patterns regulated by depletion of either QKI or RBFOX2. EC, exon cassette; AFE, alternative first exon; ALE, alternative last exon; Comp, complex event; IR, intron retention; A5', alternative 5' splice site; A3', alternative 3' splice site; MEE, mutually exclusive exon; IED, internal exon deletion.  
 (D) Overlap between QKI- and RBFOX2-regulated events identified in PANC1 cells.  
 (E) Venn diagram showing the direction of the regulated events in QKI- or RBFOX2-depleted cells.  
 (D and E) Statistical analysis was performed by the hypergeometric test.  
 (F) Logo representation of the motif most significantly enriched in proximity of the regulated exons identified in (C). RBPs predicted to bind to the indicated sequences (Tomtom motif comparison tool) are shown below the logos.  
 (G and H) Bar graphs showing the percentage of QKI- or RBFOX2-regulated exons (up or down) containing the identified motifs in comparison with their abundance in reference non-regulated ECs (ref) or constitutive exons (const).  
 (I and J) Distribution of the indicated QKI (I) and RBFOX2 (J) motifs within exons and flanking introns ( $\pm 250$  nt) in the up-regulated (red) and down-regulated (green) exons.  
 (K) RT-PCR analyses for the indicated ECs: QKI-specific (left), RBFOX2-specific (middle), and common (right) targets were selected. Percentage of splicing inclusion  $\pm$  SD ( $n = 3$ ) of ECs was evaluated by densitometry.  
 See also Figures S4 and S5 and Table S4.

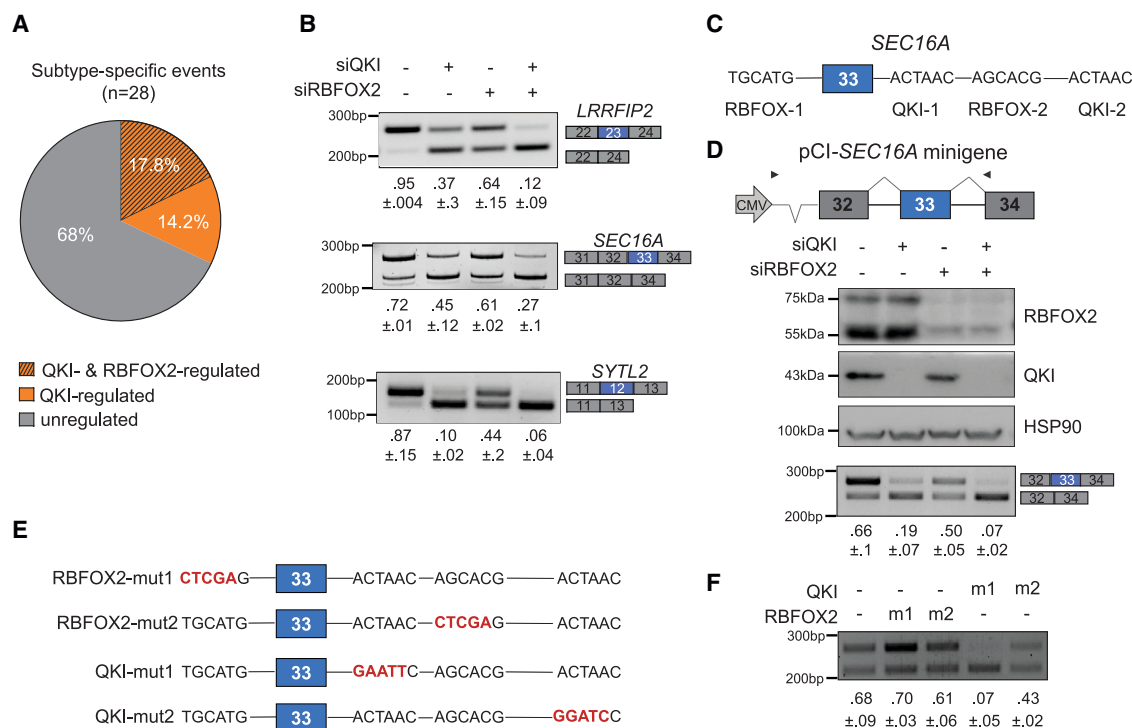

**Figure 5. QKI regulates the basal-like splicing signature in PDAC cells**

(A) Subtype-specific events expressed in PANC-1 cells and regulated by QKI and RBFOX2.

(B) Representative splicing assay of *LRRFIP2*, *SEC16A*, and *SYTL2* ECs in PANC-1 cells silenced for QKI, RBFOX2, or both. Mean  $\pm$  SD (n = 3) is reported below the panels.

(C) Schematic representation of the QKI and RBFOX2 binding sites in the sequence flanking *SEC16A* exon 33.

(D) Schematic representation of the *SEC16A* minigene (top), western blot analysis, and splicing assay of the *SEC16A* minigene performed in PANC-1 cells depleted of QKI, RBFOX2, or both.

(E) Mutations of the QKI and RBFOX2 binding sites performed in the *SEC16A* minigene.

(F) Splicing assay of QKI/RBFOX2 mutants in PANC-1 cells. Mean  $\pm$  SD (n = 3) is reported below the panels.

See also Figure S5 and Table S4.

signatures indicated that most samples comprised cells of both classical and basal-like profiles at variable proportions (Figure S6A). In addition, the cumulative analysis of cells from all these tumors indicated a significantly higher level of QKI in basal-like cells (Figure 6F), while GATA6 displayed an inverse distribution (Figure S6B). These data confirm the extensive intra-tumor heterogeneity of PDAC and indicate that QKI expression is a reliable marker of the basal-like tumor cell population. Accordingly, tumor classification according to the Moffitt's signature<sup>8</sup> revealed that QKI expression increases in intermediate and basal-like PDAC, while GATA6 levels follow an opposite trend (Figures 6G and S6C–S6E). A similar inverse correlation was also observed by single-cell analysis of 24 samples from a different study (Figure S6F).<sup>6</sup> An amalgamation of all PDAC samples from these two independent studies (n = 51) indicated that QKI-positive (QKI<sup>+</sup>) tumors were mostly classified as basal-like (37.5%) or intermediate (50%), whereas more than 55% of the QKI-negative (QKI<sup>−</sup>) samples were defined as classical (Figure 6H). The potential of QKI expression levels in predicting the subtype was comparable to that of GATA6, as shown by a similar percentage of classical tumors among the GATA6<sup>+</sup> and QKI<sup>−</sup> samples (Figure 6H). Furthermore, the combination of these

two markers resulted in classifying >76% of GATA6<sup>+</sup>/QKI<sup>−</sup> samples as classical, while GATA6<sup>−</sup>/QKI<sup>+</sup> samples were either classified as intermediate or basal-like (Figure 6H). These analyses also indicate that tumors expressing QKI often display a heterogeneous signature, with 50% of QKI<sup>+</sup> and 41.7% of GATA6<sup>−</sup>/QKI<sup>+</sup> samples being classified as intermediate between the classical and the basal-like phenotype (Figure 6H).

The transcriptional state of PDAC cells is highly plastic and influenced by environmental factors.<sup>7</sup> PDAC patient-derived organoids (PDOs) were shown to acquire a classical signature under culture conditions *in vitro*. However, upon switching to a minimal medium, PDOs were pushed to acquire intermediate or basal-like features.<sup>7</sup> To test whether the subtype-specific splicing signature was also influenced by microenvironmental changes, we employed two PDO lines derived from PDAC surgical resections (Figures 6I and S6G; Table S2). While both PDOs displayed a classical splicing signature, basal-like exons (*LRRFIP2*, *SEC16A*, and *SYTL2*) were partially included in PDO-9 (Figure S6H), suggesting an intermediate phenotype. Switching the culture to minimal medium promoted the basal-like splicing signature only in the intermediate PDO-9 line (Figures 6I and 6J). QKI expression was higher in PDO-9 with

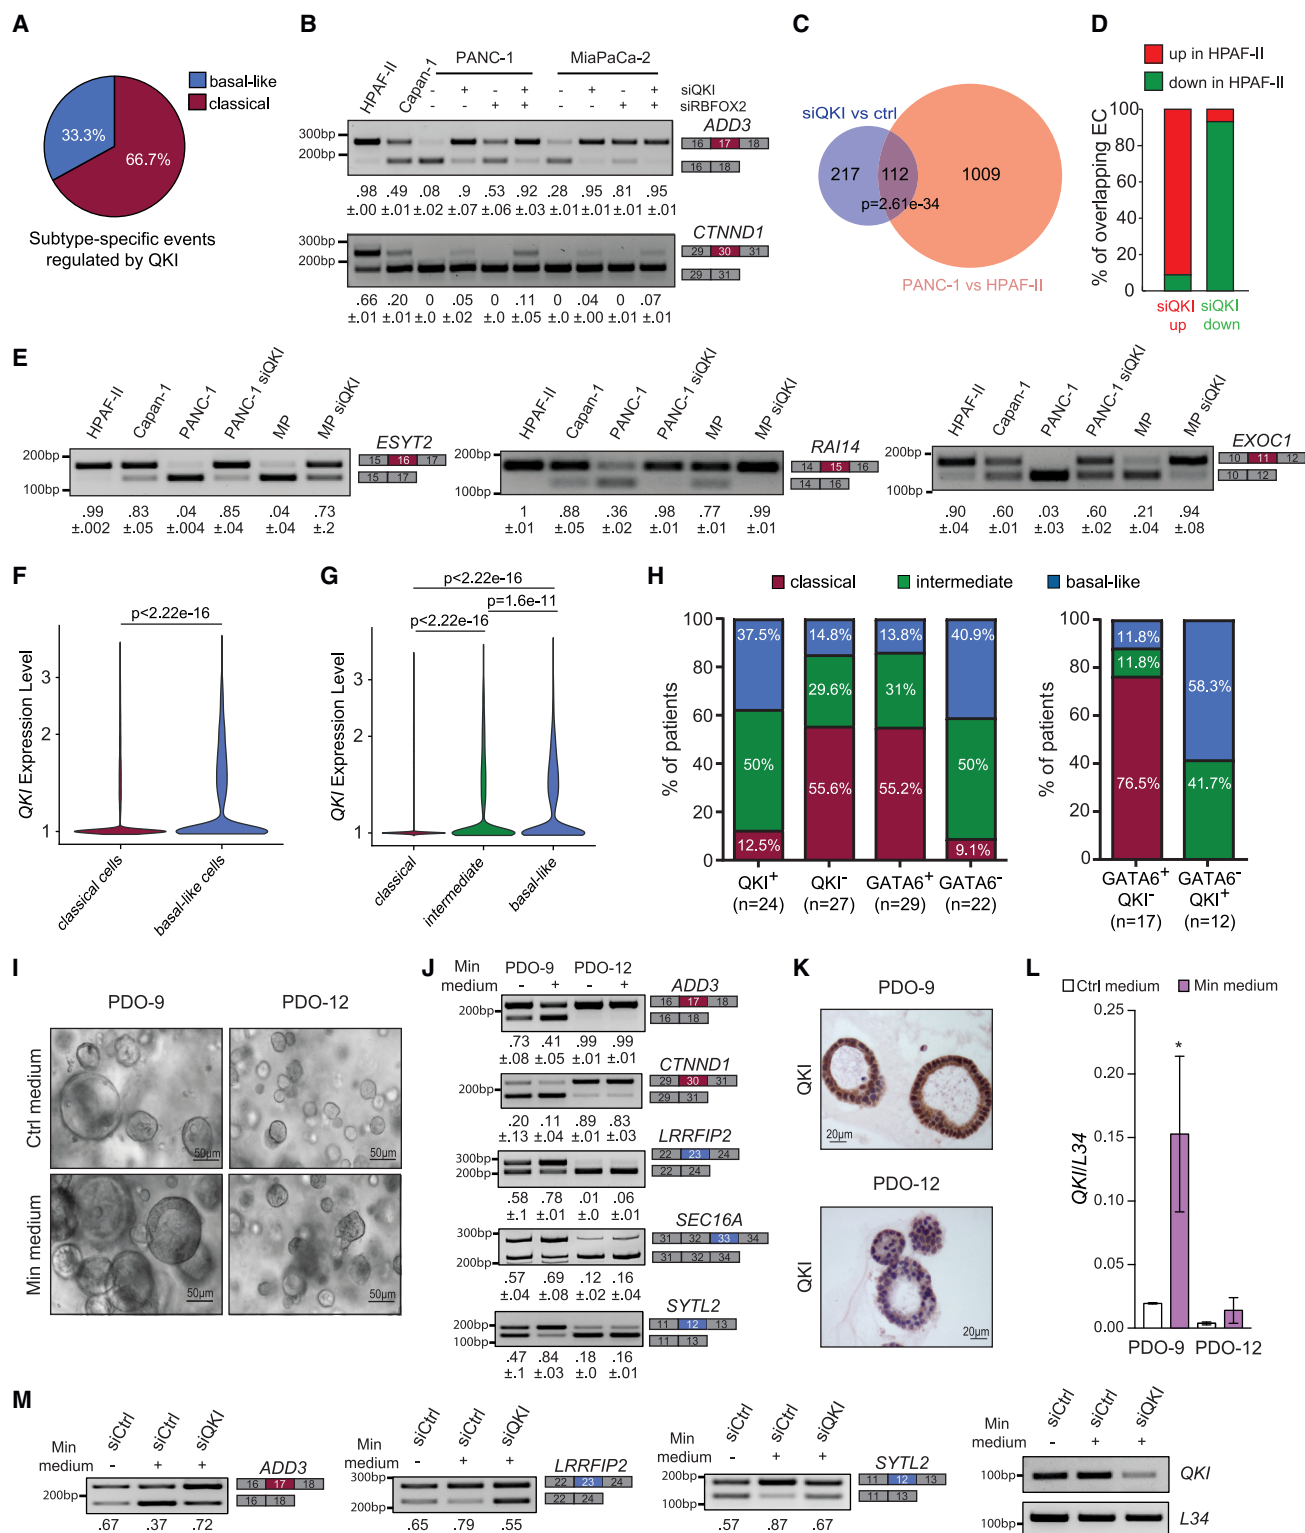

**Figure 6. QKI expression is a marker of the basal-like identity of PDAC cells**

(A) Pie chart of subtype-specific events regulated by QKI.

(B) Splicing assays of *ADD3* and *CTNND1* ECs in HPAF-II, Capan-1, and PANC-1 and MiaPaCa-2 (MP) cells silenced for QKI, RBFOX2, or both. Mean  $\pm$  SD of the PSI value ( $n = 3$ ) is reported below the panels.

(legend continued on next page)

respect to PDO-12 (Figure 6K), and culture in minimal medium further increased it (Figure 6L). At the same time, silencing of QKI suppressed this environmental-induced splicing switch (Figures 6M and S6I), further indicating that QKI contributes to the plastic, basal-like phenotype of PDAC cells.

### QKI promotes a pro-mesenchymal phenotype in PDAC cells and correlates with poor survival

Cellular plasticity is a hallmark of cancer that confers increased oncogenic potential and is associated with metastatic dissemination and resistance to chemotherapy. Plasticity is characterized by the ability of cells to undergo EMT and to acquire stem-like features.<sup>29,41</sup> Basal-like PDAC cells display a quasi-mesenchymal phenotype, which translates to an aggressive and metastatic behavior.<sup>7,42</sup> Thus, we first tested whether the basal-like splicing signature regulated by QKI was associated with EMT. Despite the different tissues of origin, we observed a significant overlap between QKI-regulated ECs and exons that are modulated during EMT in breast tumors<sup>43</sup> (Figure 7A). QKI depletion in PANC-1 cells switched the splicing pattern toward that of epithelial/classical cells for most of these ECs (86.3%; Figures 7B and 7C; Table S6). Accordingly, QKI expression in TCGA PDAC samples was highly correlated with well-known EMT inducers, like the transcription factors ZEB1 and SNAI1, and inversely correlated with that of epithelial genes (*CDH1* and *ESRP2*; Figures S7A and S7B). Moreover, transient (Figure 7D) or stable (Figure S7C) knockdown of QKI negatively impacted PANC-1 cell migration, without affecting their proliferation (Figure S7E). On the other hand, forced expression of QKI in HPAF-II cells significantly enhanced their migratory activity (Figure S7D). QKI-regulated genes are enriched in functional terms related to adhesion (Figure S7F), and QKI knockdown promoted cell adhesion and expression of epithelial markers (Figures S7G and S7H) while repressing EMT-associated factors (Figure S7I).

Mesenchymal features in PDAC cells are associated with increased malignancy.<sup>42</sup> Given the association of QKI-dependent splicing events with poor prognosis in patients with PDAC, we asked whether QKI expression was also a prognostic factor. Elevated QKI expression was associated with shorter overall survival of TCGA patients (Figure S7J) and in our independent cohort that was not classified according to disease stage

(Figures 7E; Table S2). Immunohistochemical (IHC) analyses of an additional 44 samples from patients subjected to surgical resection without prior chemotherapy, yet who were similar in demographics and other pathological features (Table S2), further indicated that QKI is associated with malignancy, being more expressed in poorly differentiated (G3) PDAC with respect to moderately/well differentiated (G1 or G2) tumors (Figures 7F and 7G). Nuclear QKI expression was detected in the majority of neoplastic cells in G3 PDAC and in the G3 components of tumors with heterogeneous grade composition (Figures 7F; Table S2). By contrast, most neoplastic cells of G1 and G2 PDAC were negative for QKI (Figures 7F; Table S2). QKI immunoreactivity was also observed in macrophages, regardless of the grade of the lesion (Figure 7F, left; Table S2), and in centro-acinar cells of non-tumoral pancreatic tissue (Table S2). Epithelial cells lining the small ducts, acinar cells, and glandular cells of large ducts, as well as pancreatic intraepithelial neoplasm (PanIN) and intraductal papillary mucinous neoplasm (IPMN) featuring different degrees of dysplasia, were all negative for QKI (Table S2).

Coherently with a role in tumor progression, analysis of single-cell RNA-seq data<sup>8</sup> indicated that QKI expression increased in cells of borderline resectable, locally advanced, and metastatic PDAC (Figure 7H). To assess whether QKI expression was also associated with progression to metastatic stage in individual patients, we analyzed samples from matched primary lesions and liver metastases of patients who underwent EUS-TA for diagnostic purposes. In all cases examined ( $n = 9$ ), QKI was more expressed in the metastatic lesion with respect to the primary tumor (Figure 7I). Moreover, QKI knockdown reduced the clonogenicity in PANC-1 cells (Figure 7J), a feature associated with metastatic colonization by cancer cells,<sup>44</sup> whereas its up-regulation in HPAF-II increased clonogenicity (Figure S7K). These findings further suggest a direct correlation between QKI expression and advanced disease stages.

Negative prognosis in PDAC is also related to resistance to chemotherapy. Classical tumors were reported to respond better than basal-like tumors to the mFOL treatment.<sup>10</sup> By querying the Drug Signature Database, which reports data from drug-induced expression changes,<sup>45</sup> we observed that QKI-regulated genes are enriched for sensitivity to irinotecan (Figure S7L), a

(C) Overlap between events regulated by QKI and those regulated in PANC-1 vs. HPAF-II. Statistical analysis was performed by the hypergeometric test.  
(D) Histograms representing the splicing events of the overlap in (C) and showing the type of regulation (up or down) in HPAF-II cells with respect to PANC-1 cells. Events were separated between those up- or down-regulated in QKI-depleted PANC-1 cells.  
(E) Splicing assays of *ESYT2*, *RAI14*, and *EXOC1* ECs in HPAF-II, Capan-1, PANC-1, and MP cells. The latter two cell types were also depleted or not for QKI. Mean  $\pm$  SD of the PSI value ( $n = 3$ ) is reported below the panels.  
(F) Violin plot of QKI expression level in classical and basal-like cells identified by single-cell transcriptomic analysis.  
(G) Violin plot showing of QKI expression in tumors classified as classical, intermediate, and basal-like by single-cell transcriptomic analysis.  
(F and G) Statistical analyses were performed by Wilcoxon's test.  
(H) Histogram showing percentage of classical/intermediate/basal-like patients that were evaluated as positive or negative for QKI (QKI<sup>+/+</sup>) or GATA6 (GATA6<sup>+/+</sup>) expression (left) or classified as GATA6<sup>+</sup>/QKI<sup>-</sup> or GATA6<sup>-</sup>/QKI<sup>+</sup> (right).  
(I and J) Representative images of PDAC PDO-9 and PDO-12 lines cultured for 9 days in regular or minimal medium (I) and corresponding splicing assay of the *ADD3*, *CTNND1*, *LRRFIP2*, *SYTL2*, and *SEC16A* ECs (J). The PSI value is reported below the panels. Scale bar: 50  $\mu$ m.  
(K) Immunohistochemistry (IHC) analysis of QKI in PDO-9 and PDO-12. Scale bar: 20  $\mu$ m.  
(L) RT-qPCR analysis of QKI expression in PDOs after 9 days in minimal media.  
(M) Splicing assay of indicated ECs in PDO-9 silenced or not for QKI and cultured in minimal media. PDOs were electroporated with the indicated siRNAs (40 nM) and collected after 4 days. Analysis of QKI expression level is shown.  
See also Figures S5 and S6 and Tables S2, S4, and S5.

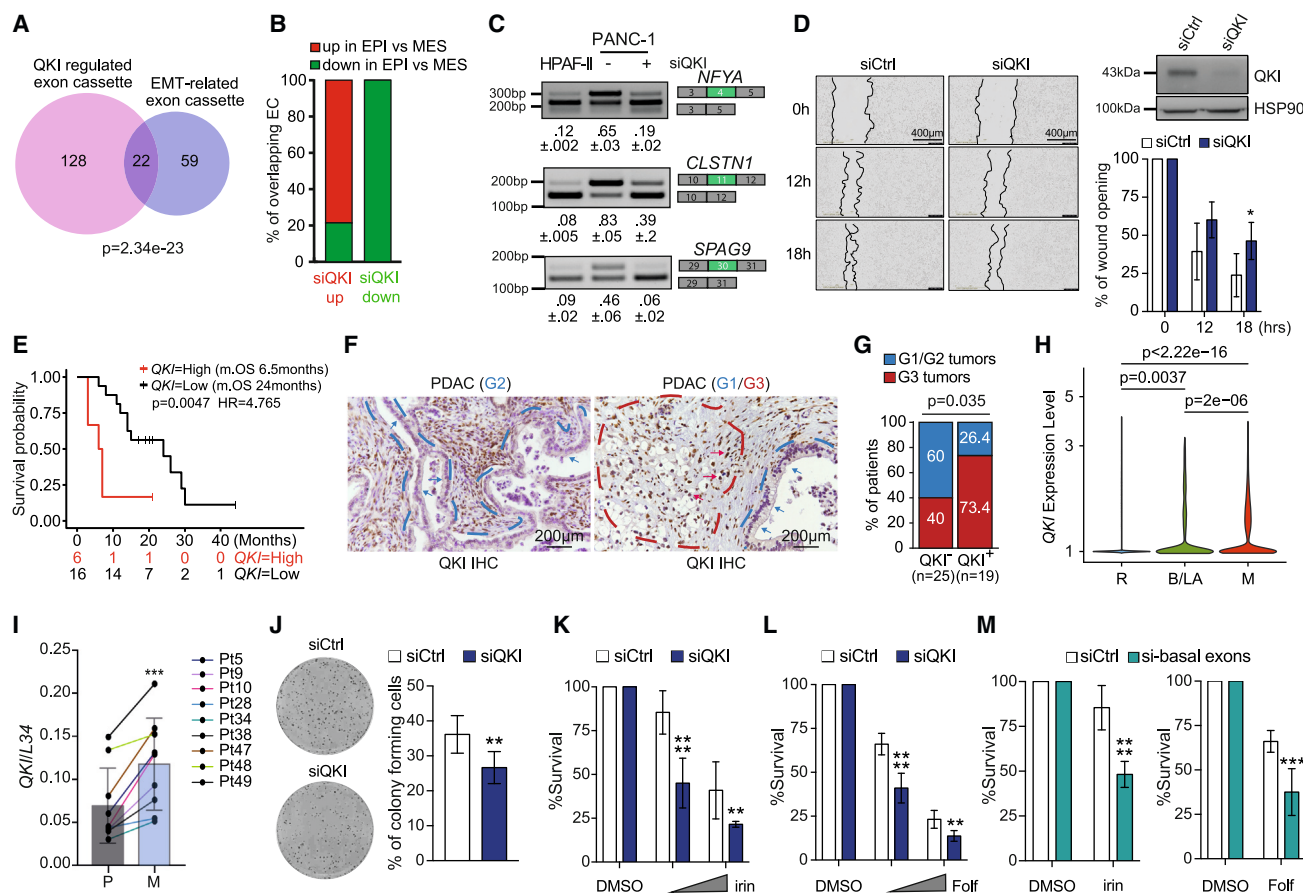

**Figure 7. QKI promotes a pro-mesenchymal (MES) phenotype in PDAC**

(A) Overlap between ECs regulated by QKI and ECs regulated during EMT in breast cancer.<sup>43</sup> Statistical analysis was performed by the hypergeometric test. (B) EC events present in the overlap in (A) showing the type of regulation (up or down) in breast epithelial (EPI) cells with respect to MES cells. Events were separated between those up- or down-regulated in QKI-depleted PANC-1 cells. (C) Splicing assays of the *NFYA*, *CLSTN1*, and *SPAG9* ECs in HPAF-II and in PANC-1 depleted or not for QKI. Mean  $\pm$  SD of the PSI value (n = 3) is reported below the panels. (D) Wound-healing assays in PANC-1 cells silenced for QKI (left). Scale bar: 400  $\mu$ m. Silencing of QKI expression was assessed by western blot analysis (right). The histograms report the quantification of wound area. Data are reported as the mean  $\pm$  SD (n = 3; two-way ANOVA test;  $p < 0.05$ ). (E) Kaplan-Meier curve displaying the OS of patients with PDAC exhibiting high (third and fourth upper quartiles, red line; n = 6) or low (first and second quartiles, black line; n = 16) QKI expression, as determined by real-time qPCR in EUS-TA samples. (F) IHC analysis of QKI in patients with PDAC. Dashed lines highlight the area of tissue containing G1/G2 tumors (blue) or G3 tumor (red). Arrows point to representative individual G1/G2 tumor cells (blue) or G3 tumor cells (red). Scale bar: 200  $\mu$ m. (G) Percentage of G1/G2 (blue) and G3 (red) tumors that were positive (QKI<sup>+</sup>) or negative (QKI<sup>-</sup>) for QKI expression by the IHC analysis. Statistical analysis was performed by the Fisher's test. (H) Violin plot of QKI expression in resectable (R), borderline/locally advance (B/LA), and metastatic (M) tumors as determined by single-cell transcriptomic analysis. Statistical analysis was performed by Wilcoxon's test. (I) QKI expression levels in primary lesion and liver metastasis from nine patients with PDAC (Student's t test;  $*p < 0.05$  and  $**p < 0.01$ ). (J) Clonogenic assays of PANC-1 cells silenced or not for QKI after 10 days. The histogram reports the percentage of seeded cells that formed colonies (Student's t test;  $*p < 0.05$  and  $**p < 0.01$ ). (K-M) Analysis of cell sensitivity performed by crystal violet in PANC-1 cells silenced for QKI (K and L) or for three basal-like ECs (*SEC16A*, *SYTL2*, and *LRRFIP2*) (M). Treatments were carried out for 6 days with increasing concentrations of irinotecan or mFOL (n = 3; mean  $\pm$  SD; two-way ANOVA test;  $p < 0.05$ ,  $**p < 0.01$ ,  $***p = 0.001$ , and  $****p < 0.0001$ ). See also Figure S7 and Tables S2 and S6.

topoisomerase I inhibitor included in the mFOL regimen. QKI-depleted PANC-1 cells were more sensitive to irinotecan or to the mFOL drug combination than control cells (Figures 7K and 7L). Notably, expression of QKI in classical HPAF-II cells reduced their sensitivity to irinotecan (Figure 7M), and this ef-

fect was accompanied by the switch in splicing of the subtype-specific exons (Figures S7N and S7O). Moreover, selective silencing of three QKI-induced basal-like splice variants (*LRRFIP2* exon 23<sup>+</sup>, *SEC16A* exon 33<sup>+</sup>, and *SYTL2* exon 12<sup>+</sup>) was sufficient to recapitulate the effects of QKI depletion

(Figures 7M and S7P). By contrast, QKI depletion did not affect sensitivity to gemcitabine and only mildly increased sensitivity to low doses of nab-paclitaxel (Figure S7Q). These results indicate that expression of the QKI-induced splice variants contribute to the resistance of basal-like PDAC cells to mFOL chemotherapy.

## DISCUSSION

PDAC heterogeneity substantially contributes to tumor malignancy and hampers the development of efficacious targeted therapies. Transcriptomic analyses revealed the existence of classical and basal-like phenotypes, which differ in their responses to current therapies and clinical course. Herein, we show that alternative splicing further refines the definition of these subtypes. Furthermore, the subtype-specific splicing events identified in our study are strongly correlated with survival of patients. Our work also uncovers the role of QKI as a key regulator of the splicing signature associated with the basal-like subtype. Together with recent studies highlighting the contribution of other splicing factors to PDAC onset, chemotherapy resistance, and metastasis,<sup>20–22</sup> these findings point to splicing dysregulation as a crucial process during pancreatic tumorigenesis. They also suggest that QKI is a valuable target to counteract PDAC malignancy.

Splicing alterations in cancer are generated by mutations that affect splice site recognition in the respective genes or by altered expression of splicing factors, responsible for reprogramming splicing of multiple genes.<sup>11,12</sup> Cancer-associated splicing changes alter all the processes involved in tumorigenesis, including resistance to chemotherapy.<sup>13,46</sup> In PDAC, the splicing factor SRSF1 was recently shown to induce pancreatitis,<sup>20</sup> an event tightly associated with tumorigenesis.<sup>47</sup> Furthermore, SRSF1 accelerated neoplastic transformation in a PDAC mouse model, at least in part, by activation of the mitogen-activated protein kinase (MAPK) signaling pathway.<sup>20</sup> Interestingly, treatment of PDAC cells with gemcitabine, a first-line chemotherapeutic agent for PDAC, was shown to induce SRSF1 expression and splicing of MNK2b, a splice variant that overrides upstream regulatory control by the MAPK pathway.<sup>48</sup> Thus, up-regulation of SRSF1 promotes the early events in pancreatic tumorigenesis and allows established PDAC cells to withstand chemotherapeutic treatments. Moreover, RBFOX2 was identified as a determinant of the splicing events that are differentially regulated between primary and metastatic PDAC.<sup>22</sup> Expression of RBFOX2 in primary PDAC lesions was proposed to limit metastasis by altering the ratio of protein isoforms involved in cytoskeletal organization and focal adhesion formation.<sup>22</sup> We now show that the splicing signature of tumor cells can also be employed to accurately distinguish the PDAC molecular subtypes and that QKI is a key determinant of the basal-like splicing pattern. Several QKI-dependent splicing events, as well as QKI expression itself, were significantly associated with the prognosis of patients, suggesting that analysis of the splicing signature of PDAC samples holds important clinical relevance. Noteworthy, similar results were obtained by *in silico* analyses of transcriptomic data from resected PDAC samples and by direct evaluation of the splicing pattern in EUS-TA samples from an independent cohort.

Such reproducibility is of particular importance because most patients with PDAC present at diagnosis with non-resectable tumors,<sup>1</sup> thus making EUS samples the only accessible resource for biomarker analysis.

While the two-subtype classification is useful to distinguish cases featuring different prognoses and responses to treatment,<sup>25,26</sup> it does not consider the elevated intratumor heterogeneity of PDAC. Single-cell transcriptomics and multiplex immunofluorescence analyses have demonstrated that most tumors contain cells of both classical and basal-like phenotypes.<sup>6–9</sup> In addition, many of these intermediate tumors also feature cells co-expressing markers of both subtypes at variable levels, thus creating a continuum between classical and basal-like phenotypes even within the same gland.<sup>9</sup> Such co-expressor cells may represent a plastic population that converts from the classical into the more aggressive basal-like phenotype. Mixed tumors showed an intermediate prognosis, with the percentage of basal-like cells within the tumor being correlated with negative outcome.<sup>9</sup> Our findings suggest that QKI contributes to this plasticity by promoting the basal-like splicing pattern in PDAC cells. Analysis of two independent single-cell transcriptomics datasets revealed that QKI expression is significantly increased in basal-like cells with respect to classical cells, showing an opposite distribution with respect to the classical marker GATA6. Interestingly, positivity for GATA6 displays the same potential to identify classical tumors as negativity for QKI (55% of cases). However, by combining these two markers, the percentage of tumors classified as classical increased to 76%. Although studies with larger cohorts are necessary to validate this observation, these findings suggest that concomitant assessment of GATA6 and QKI may provide a stronger diagnostic tool to determine the PDAC subtype. Moreover, based on the ratio between basal-like and classical cells in the lesion, a large percentage of QKI<sup>+</sup> tumors (50%) were classified as intermediate. These results suggest that QKI expression is associated with acquisition of a plastic phenotype by PDAC cells, which may allow them to switch toward a less differentiated and more malignant state. In support of this hypothesis, increased QKI expression was associated with the ability of a PDAC PDO to switch the splicing signature toward the basal-like pattern when cultured under conditions that promote the basal-like phenotype *in vitro*.<sup>7</sup> By contrast, a QKI-low PDO line was unable to undergo this splicing switch, further indicating that QKI contributes to the plasticity of PDAC cells. QKI expression was also significantly associated with a poorly differentiated morphology of PDAC, with many QKI<sup>+</sup> tumors also comprising more differentiated areas with cells that were negative for this splicing factor. Thus, up-regulation of QKI in PDAC cells is likely associated with transition to a plastic stage in which cells acquire an undifferentiated phenotype and are more responsive to external cues.

QKI expression was previously correlated with EMT in breast cancer cells.<sup>49</sup> QKI regulated the splicing of actin cytoskeleton-associated genes and promoted a pro-mesenchymal phenotype, cell migration, and invasion while restraining tumor growth *in vivo*.<sup>49</sup> Accordingly, the genes regulated at splicing level by QKI in PDAC cells are also enriched in EMT-related terms, and depletion of QKI impaired PDAC cell migration

and clonogenicity. Furthermore, increased QKI levels were detected in metastases with respect to matched primary lesions of patients with PDAC. Interestingly, partial activation of EMT by the transcription factor ZEB1 was associated with tumor cell plasticity and metastasis formation in a PDAC mouse model.<sup>50</sup> Herein, we show a highly significant correlation of QKI expression with that of ZEB1 and other EMT regulators in PDAC. Moreover, depletion of QKI inhibits ZEB1 expression and increases that of the epithelial marker CDH1, stabilizing the epithelial phenotype of PDAC cells. ZEB1 represses micro-RNAs (miR-200 family) that inhibit QKI expression in epithelial cells.<sup>49</sup> Thus, up-regulation of ZEB1 may induce QKI expression in PDAC cells and alter their splicing signature to favor a pro-mesenchymal, plastic phenotype, which allows them to escape from the organ and to disseminate to adjacent structures and/or distant sites.

Another important feature associated with cell plasticity and EMT is acquisition of chemoresistance.<sup>51,52</sup> EMT inhibition in PDAC mouse models enhanced sensitivity to chemotherapy and increased survival.<sup>52</sup> Our results indicate that QKI contributes to chemoresistance of quasi-mesenchymal PDAC cells. The QKI-regulated splicing program is enriched in genes regulated by irinotecan, one of the components of mFOL. Moreover, while basal-like tumors are resistant to mFOL treatment,<sup>10</sup> depletion of QKI in PANC-1 cells restored partial sensitivity to this combined regimen, as well as to irinotecan alone. Conversely, QKI expression in classical PDAC cells enhanced resistance to irinotecan. Direct silencing of the splice variants promoted by QKI also enhanced sensitivity to mFOL, indicating the role of the QKI-regulated splicing program in this process. Thus, our work suggests that QKI is an important factor associated with aggressiveness in PDAC by contributing to cell dedifferentiation and to the acquisition of a migratory, chemoresistant phenotype. Given the fast-growing development of RNA-based therapies,<sup>53</sup> it is conceivable that targeting the splicing program orchestrated by QKI in PDAC cells might be exploited to limit their plasticity and to freeze them into a state that is more susceptible to chemotherapy.

### Limitations of the study

Although our study clearly points to a role for QKI in promoting a plastic, metastatic phenotype in PDAC, additional *in vivo* experiments, such as orthotopic xenograft models of PDAC cells depleted for QKI, are necessary to fully validate this role. Moreover, given the small sample size of our validation cohort, the diagnostic and prognostic potential of the splicing signature needs to be further assessed in larger cohorts of unselected patients with PDAC.

### STAR★METHODS

Detailed methods are provided in the online version of this paper and include the following:

- KEY RESOURCES TABLE
- RESOURCE AVAILABILITY
  - Materials availability
  - Data and code availability

- EXPERIMENTAL MODEL AND STUDY PARTICIPANT DETAILS
- METHOD DETAILS
  - Cell culture, transfection, western blot and immunofluorescence analyses
  - RNA extraction and RT-PCR analyses
  - RNA-seq and bioinformatics analyses
  - Single cell transcriptomic analyses
  - Immunofluorescence analyses
  - Establishment of Cell lines Stably silenced for QKI and over-expressing QKI-GFP
  - UV-crosslinked and RNA immunoprecipitation (CLIP) experiments
  - SEC16A minigene assay
  - Immunohistochemical analysis
  - Patient-derived organoids culture
  - Electroporation of patients-derived organoids
  - Wound healing and adhesion assays
  - Cell proliferation, clonogenic and drug sensitivity assays
- QUANTIFICATION AND STATISTICAL ANALYSIS

### SUPPLEMENTAL INFORMATION

Supplemental information can be found online at <https://doi.org/10.1016/j.xcrm.2024.101411>.

### ACKNOWLEDGMENTS

We wish to thank Dr. C. Caggiano for help with the stable cell lines, Dr. D. Bonvissuto for help with IHC analysis, Prof. S. Richard for the generous gift of QKI reagents, and Prof. Sette's laboratory members for discussions throughout the study. We acknowledge the contribution of the GStEP Organoids Research Core Facility of the IRCCS Fondazione Policlinico Gemelli for the development of PDAC organoids. The graphical abstract was created with BioRender. This work was supported by the Associazione Italiana Ricerca sul Cancro (AIRC IG23416 to C. Sette, IG 26330 to G.T., IG 26201 to G.C., MFAG 23681 to C.C., Fellowship 26812 to V.R., and Fellowship 23938 to V.P.), the Italian Ministry of University (MUR; PRIN 2022 Prot. 20223KJZCN), the Italian Ministry of Health (Ricerca Corrente 2022 and Ricerca Corrente 2023 to IRCCS Fondazione Policlinico A. Gemelli), and the Università Cattolica del Sacro Cuore (Linea D1 and D3.2). Università Cattolica del Sacro Cuore contributed to the funding of this research project and its publication. Funding for the open access charge was provided by Associazione Italiana Ricerca sul Cancro, Università Cattolica del Sacro Cuore, and Ministero della Salute Ricerca Corrente 2022 and Ricerca Corrente 2023.

### AUTHOR CONTRIBUTIONS

Conceptualization, C. Sette, V.R., and C.N.; writing – original draft, review & editing, C. Sette and V.R.; investigation, V.R., M.P., A.L., E.C., C.D., and V.P.; data curation, M.P., C.N., C.A., F.B., F.A., C. Spada, G.Q., S.A., G.T., L.A., P.G.A., M.F., G.C., C.C., and A.K.; supervision, C. Sette; funding acquisition, C. Sette. The authors read and approved the final manuscript.

### DECLARATION OF INTERESTS

The authors declare no competing interests.

Received: August 3, 2023  
Revised: November 19, 2023  
Accepted: January 12, 2024  
Published: February 6, 2024

## REFERENCES

How the deposited data were processed for this re-analysis (not part of the article)

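RNA was measured by polyA-selected sequencing in 12 libraries of 2 PDAC cell lines. PANC-1 cells were transfected with a control siRNA (siCtrl), with siRNAs against QKI (siQKI) or with siRNAs against RBFOX2 (siRBFOX2) and collected after 48 h, with 3 libraries per group, and HPAF-II cells received the control siRNA (3 libraries). The condition of the HPAF-II libraries was taken from the sample labels, since the methods describe the transfection of PANC-1 cells. The sequences themselves, and the tumor, single-cell and patient data that the paper takes from other sources, were not used here.

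The deposited signal values are gene counts that the authors divided by a DESeq2 size factor for each library, estimated over the 9 PANC-1 libraries and, in a table of its own, over the 3 HPAF-II libraries. Each table lists 48114 genes of the FAST DB annotation, 21404 of them without a symbol, and the paper's tables place these genes on hg38. The unit was checked on the values. Every value of a library was a whole multiple of 1 step (within 0.01 of a whole number), and the size factors read from these steps were 0.877 to 1.15 in PANC-1 and 0.810 to 1.09 in HPAF-II libraries. Among values of 1 to 30 steps, 82.1% to 84.8% per library were multiples of 3, so a step is not a sequenced fragment, and the number of fragments behind a value is unknown. Strand and the handling of read pairs are not stated, so genes that overlap another gene were treated as uncertain.

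The totals were 292248837 to 376192091 steps in PANC-1 libraries and 226697015 to 309720537 in HPAF-II libraries. Precision was therefore taken from the replicates and not from the totals. The median standard error of a log2 fold change in the PANC-1 fit was 0.14, and fold changes of genes with low values are understated by the pseudocount. The smallest p-value that the 10000 random lists can give is 2e-04.

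PANC-1 groups were compared with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit, eBayes with a mean-variance trend) on log2(normalized count + 1), in a single fit of the 9 libraries without a block. The 22544 genes with a mean of at least 10 were tested, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The paper's methods name no gene-level test for these libraries. The procedure was tested on simulated data with 200 changed genes, of which 132 were recovered, all with the right direction, beside 14 false calls. Of the 158 changed genes with a mean of at least 50, 130 were recovered. The simulated changes were 2-fold or larger, whereas the median called change was 0.37 (siQKI) and 0.32 (siRBFOX2) on the log2 scale. Recovery of changes of that size was therefore not tested. The false calls made up a larger share of the calls than 0.05. HPAF-II and PANC-1 libraries were normalized apart, so no test was run between them. They are described by values rescaled to a total of 1000000 over the genes of both tables, with a pseudocount of 0.01 on the log2 scale. Summaries and permutation tests were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.

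Gene lists came from the paper's Tables S1, S4, S5 and S6. Symbols that the files join in 1 gene, such as NFYA with ADCY10P1, were matched on each part, and ERBB2IP and C1orf86 were read as ERBIN and FAAP20. Lists were set against 10000 random lists of as many genes, matched on mean expression in 20 bins. Genes named in the text are those that the paper names for these experiments, the genes of the subtype-specific events and of the RT-PCR assays, and for each knockdown the 5 genes with the largest rise and the 5 with the largest fall among genes past the threshold with a mean of at least 50 whose knockdown libraries all lay on the same side of all siCtrl libraries. Any other gene is named as chosen after its values were seen.

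Both knockdowns are compared with the same siCtrl libraries, so their log2 fold changes were set against 100 simulated pairs of unchanged groups (20 for each alternative) that share those controls. The simulation was replaced after its first output was seen. The first version kept the correlation of deviations across genes and gave 44 of 100 draws at or above the measured correlation. The version used draws genes independently and gave 0 of 100. The first version was dropped because its libraries deviated together across groups with r from -0.959 to 0.935, where the measured libraries had r from -0.0333 to 0.0384. For the correlation between the knockdowns, the version used has the narrower spread, which makes it easier to exceed. For this reason the correlation was also computed with separate siCtrl libraries for each knockdown, an alternative chosen after the data were seen.

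The comparisons, the tests and most alternatives were set before the data were examined. The alternatives were pseudocounts of 0.1 and 10, no filter and a mean of at least 50, rescaling by the upper quartile (75th percentile), a fit of only the groups compared, a replicate block, no mean-variance trend, each library left out in turn, an adjusted p under 0.01 and a fold change of at least 1.5, other minimums for an expressed gene (1, 50 and 100), exon cassettes only, and other scalings between the cell lines. After the data were seen, the following were added: removal of each library's trend on transcript length and GC content (from GENCODE release 29, with values for 15878 of the 22544 tested genes), random lists from protein-coding genes, separate siCtrl libraries, the number of genes that differ between siQKI and siRBFOX2, the gene totals of 4 sets of shared events in both knockdowns (8 tests, adjusted together), the counts of genes that moved toward HPAF-II, and the tests on VIM. The deciding value of the VIM test was changed from a median to a number of genes after the median had been seen.

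Some planned parts were left out. Count tests on whole reads were not run, because whole reads could not be verified for siCtrl replicates 2 and 3, whose steps lie too close to 1, and because a step is not a fragment. The test of TCGA subtype genes was not run, because the copy of Table S1 holds 183 genes with higher expression in basal-like tumors, where the paper states 184. A count of protein-coding expressed genes was not run, because the tables give no gene type. The planned permutation test of gene levels between listed and unlisted subtype-specific events is not reported, because listing an event requires reads of its gene, which fixes the direction. Splicing itself was not analysed here beyond the events listed in the paper's tables.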

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

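The test on transcript length and GC content was chosen after the data were seen. The paper reports splicing from these libraries, and the totals of genes outside those it discusses are a signal that it does not report on. In siQKI cells, 7432 of the 22544 tested genes (33.0%) passed the adjusted threshold against siCtrl cells, 3362 higher and 4070 lower. In siRBFOX2 cells, 5985 genes passed (26.5%), 2713 higher and 3272 lower. Most changes were small. The median size among the genes past the threshold was 0.37 on the log2 scale for siQKI and 0.32 for siRBFOX2, and 2035 and 1288 of them changed by 1.5-fold or more. Among these larger changes, rises outnumbered falls (1323 against 712, and 923 against 365). The siQKI and siCtrl libraries were apart for 44.7% of the tested genes and the siRBFOX2 and siCtrl libraries for 37.9%, where 10% is the share that chance gives for 3 against 3.

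The grouping of the libraries was tested first. For siQKI, 1 of the 10 splits of the 6 libraries, the real one, gave as many genes. The other 9 gave 0 genes past the adjusted threshold, with 422 to 758 genes at an unadjusted p under 0.05, against 9288 in the real split. For siRBFOX2 it was also 1 of the 10 splits, and the other 9 gave 0 genes past the adjusted threshold and 611 to 953 at an unadjusted p under 0.05, against 8082. Since 3 against 3 libraries make 10 splits, the share is never under 0.1, and this rank alone cannot decide. The sizes argue against a random grouping. The real splits gave 7432 and 5985 genes past the threshold, against 0 in every other split. The libraries were apart for 44.7% and 37.9% of the tested genes, where chance gives 10%.

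The values argue against the authors' scaling as the whole cause. After each library was rescaled by its upper quartile, 86.4% of the 7432 siQKI genes and 90.7% of the 5985 siRBFOX2 genes stayed past the threshold. The balance of directions did depend on the scaling, since 58.0% of the siQKI genes and 53.5% of the siRBFOX2 genes were then higher, where 45.2% and 45.3% were higher with the authors' scaling. The median log2 fold change of all tested genes moved from 0.025 to 0.087 for siQKI and from 0.011 to 0.043 for siRBFOX2. A trend on transcript length and GC content was weighed in the same way. Of the 6687 siQKI genes with a length and GC content (90.0% of those past the threshold, against 70.4% of all tested genes), 91.6% stayed past the threshold after the trend was removed from each library, and for siRBFOX2 it was 89.6% of 5469 genes (91.4% of those past the threshold). The fit without the trend covers the 15878 genes with a length and GC content, and gave 2375 higher and 4781 lower genes for siQKI and 1803 and 4555 for siRBFOX2. With the trend kept, the genes past the threshold in this subset were 2870 higher and 3817 lower for siQKI and 2361 and 3108 for siRBFOX2. Whether more genes rose or fell is therefore left open.

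Library size does not separate the groups, as the size factors were 0.994 to 1.04 for siCtrl, 0.877 to 1.15 for siQKI and 0.951 to 1.08 for siRBFOX2 libraries. The 10 genes with the highest values held 13.4% to 14.5% of each siCtrl library, 14.9% to 15.6% of each siQKI library and 14.2% to 15.6% of each siRBFOX2 library, and the effect of this difference was not tested on its own. Neither the labels nor the paper give a batch, so a batch that follows the groups was not tested. Loss of QKI and of RBFOX2 is the biological explanation that the design gives. A response to any targeting siRNA, or to the control siRNA itself, may also contribute, and these cannot be told apart without siRNAs against another target. Of the genes past the threshold in both knockdowns, 94.5% changed in the same direction, but the shared siCtrl libraries by themselves favor the same direction, so this share does not separate the explanations.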

How the results depend on the processing

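The alternatives that remove a transcript length and GC trend, use separate siCtrl libraries or draw protein-coding lists were chosen after the data were seen. For the results that answer a comparison, 113 values under alternatives that keep every library were compared: 97 kept their direction and their side of the threshold (or stayed within the replicate spread or within 1.5 times the count), 2 were weaker, 4 stronger, 9 moved and 1 reversed. A kept value can still differ in size. Counted as kept was the correlation between knockdowns with separate siCtrl libraries (0.147 to 0.161, against 0.551), which had no draws. So was the correlation of the siQKI change with the difference between lines at a mean of at least 50 (0.0220, against 0.0879). With 1 library left out, 110 of 117 stayed, 6 were weaker and 1 was stronger. For single named genes, 324 of 346 values stayed under the other alternatives (14 weaker, 2 stronger, 3 moved, 3 reversed) and 398 of 437 with 1 library left out (26 weaker, 3 stronger, 10 reversed). Where no construction of the alternative explains a change, the cause was not tested.

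The number of genes past the threshold was 5948 to 7593 in siQKI and 4259 to 6180 in siRBFOX2 across the pseudocounts, filters, upper-quartile rescaling, the fit of only the groups compared, the replicate block and the fit without the mean-variance trend, and 7156 and 6358 after removal of the length and GC trend. It was 6217 to 7674 and 4862 to 5956 across the fits that each left out 1 library of the 9. With the replicate block, 7336 and 5891 genes passed. The replicate numbers do not pair the libraries, as the deviations of libraries with the same number had r from -0.0325 to 0.0235, with 0 of 9 pairs over 0.1, and those with different numbers had r from -0.0333 to 0.0384. Stricter thresholds lowered the counts by construction. A fold change of at least 1.5 left 2035 genes in siQKI and 1288 in siRBFOX2, and an adjusted p under 0.01 left 3854 in siRBFOX2 and 5213 in siQKI.

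The knockdown of QKI and of RBFOX2 stayed past the threshold in every alternative run. The lower RBFOX2 level in siQKI cells did not. It was -0.23 with upper-quartile rescaling (adjusted p = 0.0664) and -0.29 without the mean-variance trend (adjusted p = 0.114), and lay between -0.30 and -0.28 across the fits that each left out 1 library, of which those without siCtrl replicate 2, siCtrl replicate 3, siQKI replicate 1 or siQKI replicate 3 lost the threshold. The adjusted p-values of all its alternatives ran from 1.24e-04 to 0.114. The lowest came from the fit of only siQKI and siCtrl libraries, with a standard error of 0.04 (0.09 in the main fit). RBFOX2 had 12520 to 12778 normalized counts in siQKI libraries and 15355 to 15508 in siCtrl libraries. QKI in siRBFOX2 cells reached the threshold only with upper-quartile rescaling, at 0.17. Among genes near no change in siRBFOX2 cells, upper-quartile rescaling turned RAVER2 to 0.014 and RBMS2 to 0.027. With each library left out in turn, the siRBFOX2 values ran from -0.10 to 0.26 for RBM47, -0.087 to 0.071 for RAVER2, -0.051 to 0.073 for RBMS2 and -0.039 to 0.066 for ZEB1, and none of these passed the threshold in any alternative. RBMS1 between the cell lines was -0.22 with the deposited values as they are, and -0.064 to 0.25 with each library left out in turn.

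The shares of expressed genes with a regulated event followed the minimum, since a higher minimum leaves fewer expressed genes. For QKI they were 1.82% with a mean of at least 1, 2.84% with at least 50 and 3.14% with at least 100, and for RBFOX2 1.27%, 1.98% and 2.19%. The share of genes with a QKI-regulated event that also changed in total passed a permutation p of 0.05 against random lists with a mean of at least 50 (61.3%, permutation p = 0.0490), without the mean-variance trend (47.5%, permutation p = 0.0332) and without siRBFOX2 replicate 2 (61.7%, permutation p = 0.0232). It was 51.1% to 61.7% across the fits that each left out 1 library (permutation p = 0.0232 to 0.316). For exon cassettes only it was 57.9% (permutation p = 0.534). For RBFOX2 it passed without the trend (36.2%, permutation p = 0.0368) and was 47.9% for exon cassettes only (permutation p = 0.646). Lists drawn from protein-coding genes gave 58.8% (permutation p = 0.160) and 47.6% (permutation p = 0.534). These p-values are not adjusted over the lists or the alternatives.

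The correlation between siQKI and siRBFOX2 changes was 0.502 to 0.621 across the fits that each left out 1 library. Without siCtrl replicate 2 (0.615) or siCtrl replicate 3 (0.611) it no longer exceeded every simulated pair of unchanged groups, whose highest values were 0.616 and 0.619. With separate siCtrl libraries it was 0.147 to 0.161. The correlation of the siQKI change with the difference between the cell lines turned to -0.0268 when siQKI was set against siRBFOX2, a comparison that shares no library with the difference between lines.

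Several planned parts were not run. The edgeR and DESeq2 tests on whole reads were not run, because whole reads could not be verified for siCtrl replicates 2 and 3 and a step of the values is not a fragment. The TCGA subtype genes were not tested with camera or fry, because the copy of Table S1 lacks a gene. Expressed protein-coding genes were not counted, because the tables give no gene type. The alternative that keeps subtype genes with 1 event status only removed no gene, so it tests nothing. With 3 libraries per group, changes of genes with low values were recovered less often in simulated data (130 of 158 changed genes with a mean of at least 50, and 132 of all 200), so a gene that did not pass the threshold is not shown to be unchanged. The simulated changes were 2-fold or larger, so recovery of smaller changes was not tested.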

Differences from the paper's values

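The share of expressed genes that carry a QKI-regulated event was 2.25%, against the paper's 4%. Of the alternatives set before the data were examined, a minimum mean of 50 (2.84%) and of 100 (3.14%) for an expressed gene brought the share within 1.5-fold of the paper's, though still below it, and a minimum of 1 (1.82%) and leaving out each siCtrl library in turn (2.24% to 2.25%) did not. For RBFOX2 the share was 1.57%, against the paper's 3%. A minimum of 100 (2.19%) brought it within 1.5-fold of the paper's, still below it, and a minimum of 50 (1.98%), a minimum of 1 (1.27%) and leaving out each siCtrl library in turn (1.56% to 1.57%) did not.

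The paper states that the events regulated by both proteins changed in the same direction in both knockdowns. Matching Table S4 on gene, event type and exon gave 106 shared events in 94 genes, where the paper counts 98. Of these, 100 changed in the same direction and 6 in opposite directions, in LRRFIP1, WNK1, DIAPH1, AFAP1L2, CAMKK2 and WBP2. The paper's matching rule is not known.

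Some levels in the cell lines differ from the paper's qRT-PCR. The sequencing values below are rescaled counts (mean ± SD of 3 libraries each), and no test was run between the lines. The paper lists RAVER2 with higher expression in basal-like cells. It had 16.8 ± 4.07 in HPAF-II and 9.51 ± 0.268 in PANC-1 cells, a log2 ratio of 0.82 that stayed above 0 in every alternative run. The paper describes ESRP2 as similar between the lines. It had 46.8 ± 4.54 in HPAF-II and 19.1 ± 1.03 in PANC-1 cells, a log2 ratio of 1.30. For RBMS1, which the paper places higher in PANC-1 cells, HPAF-II cells had 26.1 ± 6.29 and PANC-1 cells 25.0 ± 1.03, a log2 ratio of 0.061. The paper's direction was reached with the deposited values as they are (-0.22), without HPAF-II replicate 1 (-0.064) and without HPAF-II replicate 2 (-0.022). A1CF, which the paper did not detect, had 10.6 ± 2.94 rescaled counts in HPAF-II cells, and in PANC-1 siCtrl cells it was above 0 in replicate 1 only (0.0170).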

Other observations

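The tests with separate siCtrl libraries, for the number of genes that differ between siQKI and siRBFOX2 cells, of gene totals in sets of shared events and on VIM, and the counts of genes that moved toward HPAF-II, were chosen after the data were seen. The gene totals of both knockdowns changed together. Of the genes past the threshold, 4033 were shared, where 1973 would be if the calls were independent, and 3812 of them (94.5%) changed in the same direction and 221 in opposite directions. Across the 22544 tested genes, which are not independent replicates, Pearson's r between the log2 fold changes was 0.551 and Spearman's 0.541. Shared controls by themselves give a positive r, but how much of the measured r they explain was not determined. The simulation holds no changed genes, whereas many genes changed in both knockdowns. Simulated unchanged groups against the same 3 siCtrl libraries gave Pearson's r of 0.474 to 0.523 (median 0.501) and Spearman's of 0.408 to 0.443 in 100 draws, and both measured correlations lay above all draws. The draws say nothing about the number of shared calls, since unchanged groups have almost no calls to share. This reading rests on a simulation that was replaced after its output was seen. The first version, in which deviations are correlated across genes, gave Pearson's r from -0.713 to 0.9748, up to 3717 shared calls and 44 of 100 draws at or above 0.551. Its libraries deviated together far more than the measured ones, but the choice between the versions decides on which side of the simulation the measured r lies. The version used also no longer lay below the measured r without siCtrl replicate 2 (r 0.615, highest draw 0.616) or siCtrl replicate 3 (r 0.611, highest draw 0.619). In the other fits set against draws it lay below, with r 0.620 and a highest draw of 0.525 at a mean of at least 50. With separate siCtrl libraries for each knockdown, in 6 arrangements, Pearson's r was 0.147 to 0.161 and Spearman's 0.280 to 0.303, and no shared library enters these values. Deviations of libraries in different groups had r of at most 0.0384, so these values argue against the shared libraries as the whole cause without use of either simulation.

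What the shared change reflects stays open. It may be a response to the loss of either protein, to any targeting siRNA, or an effect of the control siRNA, and each of these would move the same genes in the same direction. The 94.5% of shared calls in the same direction does not separate them, and the shared siCtrl libraries also favor the same direction. They cannot be told apart, since siRNAs against no other target were sequenced. Set against each other in the same fit, siQKI and siRBFOX2 cells differed in 4844 genes, 2238 higher and 2606 lower in siQKI cells. Of the 3812 genes that changed in the same direction, 1126 passed the threshold in this comparison and 2686 did not.

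The gene totals were also asked whether siQKI cells move toward HPAF-II cells. Pearson's r between the siQKI change and the difference of HPAF-II minus PANC-1 was 0.0879 (Spearman's 0.0670). Simulated unchanged groups with the same controls gave 0.0920 to 0.129 (Spearman's 0.0727 to 0.117), above both values. The value of siRBFOX2 was 0.118. For siQKI, a pseudocount of 10 gave Pearson's r of 0.0675, within its draws (0.0532 to 0.0824). A mean of at least 50 gave 0.0220, below its draws (0.0288 to 0.0654). With siQKI set against siRBFOX2, which shares no library with the difference between lines, r was -0.0268 (Spearman's -0.0401), and simulated groups gave Pearson's r of -0.0272 to 0.0238 and Spearman's of -0.0200 to 0.0229. In the version used, Pearson's r lay within the draws, and Spearman's lay below all of them, on the side away from HPAF-II. These readings depend on the simulation. The first version, replaced after its output was seen, gave -0.0394 to 0.268 for the first comparison, which holds the measured 0.0879, and -0.00563 to 0.00545 for the comparison without shared libraries, where the measured -0.0268 lies below all draws. In neither version did a measured Pearson's r lie above the draws. Among siQKI genes past the threshold that differ at least 2-fold between the lines, 1676 of 3135 (53.5%) moved toward HPAF-II, and in the comparison without shared libraries 969 of 2062 (47.0%). The simulated groups hold no changed genes, whereas 7432 genes passed the threshold in siQKI cells. Real changes can lower the r that shared libraries give, so the draws may be too high a bar. The shared siCtrl libraries are a candidate explanation for the whole of the 0.0879. Whether a shift of gene totals toward HPAF-II lies beyond it cannot be decided from these draws. The comparison without shared libraries cancels any shift that both knockdowns share, so it only shows that siQKI cells did not move further toward HPAF-II than siRBFOX2 cells, and a shift common to both stays open. Splicing was recounted from the paper's Tables S4 and S5. Of the 112 shared exon cassettes, 103 (92.0%) had opposite signs in siQKI against siCtrl and in the comparison of cell lines. The paper labels that comparison PANC-1 vs. HPAF-II, so opposite signs stand for a change toward HPAF-II. The paper likewise reports that QKI depletion promoted the classical pattern for most of these cassettes. No value for unchanged cassettes was computed, and both comparisons may share PANC-1 libraries. Splicing is a separate measure from gene totals.

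Genes that the paper relates to subtype or EMT had these log2 fold changes in siQKI and siRBFOX2 cells: CDH1 1.39 and 0.53, ESRP2 0.44 and 0.23, ZEB1 -0.28 and 0.016, SNAI1 -0.52 and -0.86, RBMS1 -0.48 and -0.18, RBMS2 -0.53 and -0.0046. All the siQKI values of these genes passed the adjusted threshold in every alternative run. In siRBFOX2 cells, CDH1 and SNAI1 did so in every alternative, ESRP2 in 16 of 17, RBMS1 in 8 of 17 (it was lost without any siCtrl library, siQKI replicate 1 and siRBFOX2 replicates 1 or 3, among others), and ZEB1 and RBMS2 did not pass. CDH1 rose from 987 ± 16.3 to 2610 ± 382 normalized counts in siQKI cells (SD, n = 3 each, adjusted p = 1.54e-07). RAVER2 rose by 0.23 in siQKI cells (adjusted p = 0.0354) and kept the threshold in 10 of 17 alternatives (adjusted p 0.00944 to 0.109), but lost it when any siCtrl or siQKI library was left out. RBM47 (0.62, adjusted p = 0.0818, alternatives 0.0417 to 0.268), GATA6 (0.44, adjusted p = 0.0755, alternatives 0.0307 to 0.244) and ESRP1 (0.62, adjusted p = 0.101, alternatives 0.0310 to 0.365) did not pass. RBM47 passed without siQKI replicate 2, ESRP1 without siCtrl replicate 2, and GATA6 without siQKI replicate 2, with upper-quartile rescaling and with the replicate number as a term of the fit. In rescaled counts, HPAF-II and PANC-1 cells had 146 and 0.659 for RBM47, 165 and 0.537 for ESRP1, 37.1 and 9.58 for RBMS2, and 2.05 and 8.07 for SNAI1. No explanation of these values was tested.

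The genes chosen by the size of their change were the following. In siQKI cells the falls were TAGLN3, IL2RG, SHC4, LOC100996643 and HS3ST1 and the rises WFDC2, P2RX6, SIGLEC10-AS1, FBXO15 and MDH1B. In siRBFOX2 cells they were FOXJ1, NR4A2, EGR3, GSHG0041143 (a gene without a symbol) and EGR2, and WFDC2, ADAM33, MAP1LC3C, VWA5B2 and FAM66B. WFDC2 rose in both, from 1.33 ± 2.31 to 80.8 ± 49.4 and 91.8 ± 15.1 normalized counts. EGR2 fell from 5614 ± 756 to 746 ± 200 in siRBFOX2 cells (SD, n = 3 each, log2 fold change -2.94, adjusted p = 1.48e-08). TAGLN3 kept the threshold in 10 of 17 alternatives, GSHG0041143 in 6, SHC4 and FAM66B in 15 and SIGLEC10-AS1 in 16, and the others in all. TAGLN3 lost it without any siCtrl library and without siQKI replicates 1 or 3, GSHG0041143 without any siCtrl or siQKI library and without siRBFOX2 replicate 3, SHC4 without siCtrl replicate 3 and FAM66B without siRBFOX2 replicate 2. The calls of FAM66B, LOC100996643 and SIGLEC10-AS1 are uncertain, since reads of related or overlapping genes cannot be separated in gene totals whose strand is not stated. No biological explanation was tested.

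Event counts from the paper's tables were also recounted. Exon cassettes were 329 of 665 QKI-regulated events (49.5%) and 206 of 413 RBFOX2-regulated events (49.9%). Of the 28 subtype-specific events in PANC-1 cells, 9 were QKI-regulated (6 classical and 3 basal-like) and 5 RBFOX2-regulated, all 5 of them also QKI-regulated. Gene totals of 4 sets of shared events were set against random lists in both knockdowns. The lowest p of the 8 tests was 0.0432, for the 94 genes of events regulated by both proteins in siQKI cells (63 past the threshold, 67.0%, random median 56.4%), with an adjusted p of 0.346. The other 7 had adjusted p-values of 0.733 to 0.995, among them the 21 genes of Table S6 in siQKI cells (15 past the threshold). Of the 22 cassettes in Table S6, 19 had the epithelial pattern (86.4%). ROBO1, chosen from this table after its values were seen, had a log2 fold change of 1.76 in siQKI cells (adjusted p = 3.06e-12). Of the 11 genes of the RT-PCR assays, 7 passed the threshold in siQKI and 5 in siRBFOX2 cells.

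VIM, a gene chosen after its values were seen, had 4248 normalized counts in HPAF-II replicate 1 and 81.3 and 85.3 in replicates 2 and 3, against 1865318 ± 16975 in PANC-1 siCtrl cells (SD, n = 3). RNA or reads of PANC-1 libraries in replicate 1 would bring other abundant transcripts at about the same share of their PANC-1 level, which for VIM is 0.280% in rescaled counts. Among genes with at least 10000 normalized counts in PANC-1 and, in rescaled counts, at most 0.05% of their PANC-1 level in replicates 2 and 3, 14 of 43 were higher in replicate 1 than in both others, and the median rise was 0% of the PANC-1 level and the upper quartile 0.0240%. This argues against such a mixture at the share that VIM would need. In the same way, 5 of 36 genes were raised in replicate 2 and 9 of 40 in replicate 3. Why VIM is higher in 1 library stays open, and no biological explanation was tested.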
